# Deficiency of ADAR2 ameliorates metabolic-associated fatty liver disease via AMPK signaling pathways in obese mice

**DOI:** 10.1038/s42003-024-06215-4

**Published:** 2024-05-17

**Authors:** Mei-Lang Kung, Siao Muk Cheng, Yun-Han Wang, Kai-Pi Cheng, Yu-Lin Li, Yi-Tsen Hsiao, Bertrand Chin-Ming Tan, Yun-Wen Chen

**Keywords:** Metabolic syndrome, Metabolic disorders

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is a chronic disease caused by hepatic steatosis. Adenosine deaminases acting on RNA (ADARs) catalyze adenosine to inosine RNA editing. However, the functional role of ADAR2 in NAFLD is unclear. ADAR2^+/+^/GluR-B^R/R^ mice (wild type, WT) and ADAR2^−/−^/GluR-B^R/R^ mice (ADAR2 KO) mice are fed with standard chow or high-fat diet (HFD) for 12 weeks. ADAR2 KO mice exhibit protection against HFD–induced glucose intolerance, insulin resistance, and dyslipidemia. Moreover, ADAR2 KO mice display reduced liver lipid droplets in concert with decreased hepatic TG content, improved hepatic insulin signaling, better pyruvate tolerance, and increased glycogen synthesis. Mechanistically, ADAR2 KO effectively mitigates excessive lipid production via AMPK/Sirt1 pathway. ADAR2 KO inhibits hepatic gluconeogenesis via the AMPK/CREB pathway and promotes glycogen synthesis by activating the AMPK/GSK3β pathway. These results provide evidence that ADAR2 KO protects against NAFLD progression through the activation of AMPK signaling pathways.

## Abstract (web summary)

ADAR2 KO mice are protected against several HFD–induced metabolic defects, show reduced hepatic lipid accumulation, improved hepatic insulin signaling, and increased pyruvate tolerance and glycogen synthesis, by activation of AMPK signaling pathways.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common form of chronic liver disease worldwide. The prevalence of NAFLD in the general population of Western countries is from 17% to 46% and is rapidly increasing in parallel with the increasing prevalence of obesity and metabolic syndrome^1^. NAFLD is a complex multifaceted disease frequently correlated with metabolic comorbidities, including type 2 diabetes mellitus (T2DM), dyslipidemia, obesity, and hyperlipidemia^2^. The global prevalence of NAFLD ranges from 50% to 70% among T2DM patients^3,4^. NAFLD encompasses a broad spectrum of pathological conditions ranging from simple steatosis (NAFL) and nonalcoholic steatohepatitis (NASH) to cirrhosis and hepatocellular carcinoma^5^. The crucial feature of NAFLD is an excess of fatty acids in the liver, which leads to triglycerides (TG) accumulation (steatosis). Hepatic fat accumulation results from an imbalance between lipid acquisition and disposal, regulated via four major pathways, including hepatic lipid uptake, de novo lipogenesis, fatty acids oxidation, and lipid export^6^. De novo lipogenesis derived from a high-fat diet is a key process for lipid synthesis in the liver, which is primarily regulated by sterol regulatory element-binding protein-1c (SREBP-1c)^7^. Elevated expression of SREBP-1c results in the transcriptional activation of downstream crucial lipogenic rate‐limiting enzymes involved in de novo lipogenesis, including acetyl-CoA carboxylase 1 (ACC1), fatty acid synthase (FAS), ATP‐citrate lyase (ACL) and stearoyl‐CoA desaturase‐1 (SCD1)^8^. Studies have shown that increased expression of SREBP-1c was observed in patients with NAFLD^9^.

Adenosine-to-inosine (A-to-I) RNA editing, which is the process catalyzed by a highly conserved family known as adenosine deaminase acting on RNA (ADARs), is a ubiquitous and important post-transcriptional modification of genome-encoded RNA transcripts^10,11^. Three fundamentally related members of the ADAR family have been identified in the vertebrate genome: ADAR1 and ADAR2, which are commonly expressed in many tissues, and ADAR3, which is specifically expressed in neuronal tissue and is believed to be catalytically inactive^12–14^. Abnormal ADAR expression or disrupted A-to-I RNA editing has been closely related to many human diseases, including cancer, neurological disorders, metabolic disease, viral infection, and autoimmune disorders^15–19^. Studies showed that the expression level of ADAR2 was upregulated in pancreatic islets of HFD-induced obese mice^19,20^. Knockdown of ADAR2 reduced glucose-stimulated insulin secretion in rat INS-1 cells and pancreatic islets^18^. ADAR2-mediated 5-HT2cR editing impaired glucose-stimulated insulin secretion (GSIS) via altered endoplasmic reticulum (ER) calcium release and impaired store-operated calcium entry (SOCE) activation in pancreatic MIN6 β cells^19^. Cui et al. showed that heterozygous knockout of ADAR1 protected against HFD-induced obesity and insulin resistance in mice^21^. A recent study done by Xiang et al. showed that ADAR1 overexpression ameliorates HFD-induced liver injury by inhibiting NLRP3 inflammasome^22^. Transgenic mice expressing either wild-type or inactive ADAR2 isoforms displayed adult-onset obesity characterized by hyperglycemia, hyperleptinemia, and increased adiposity^23^. However, the functional role of ADAR2 in hepatic steatosis, particularly in NAFLD, remains unclear.

In the present study, we established a mouse model of NAFLD by adopting a high-fat diet containing 60% kcal fat and aimed to determine the impact of ADAR2 deletion on hepatic lipid metabolism, insulin action, and whole-body glucose homeostasis. Herein, we showed that ADAR2 KO effectively prevented HFD-induced NAFLD progression by regulating glucose metabolism dysregulation, insulin resistance, and lipid accumulation, at least partially, through regulating AMP-activated protein kinase (AMPK)-mediated signaling cascade.

## Results

### ADAR2 KO suppresses lipid accumulation in hepatocytes

To explore the relationship between ADAR2 and NAFLD, we examined the expression of ADAR2 in mice with HFD-induced fatty liver. Western blot analysis clearly showed that the protein expression of ADAR2 in the mouse liver was consistently markedly increased (Fig. 1a). A similar result was obtained in human hepatocyte cell line Huh7 treated with palmitic acid (PA) for 24 h (Fig. 1b). These data suggest that ADAR2 plays an essential role in the progression of NAFLD.

**Fig. 1:**
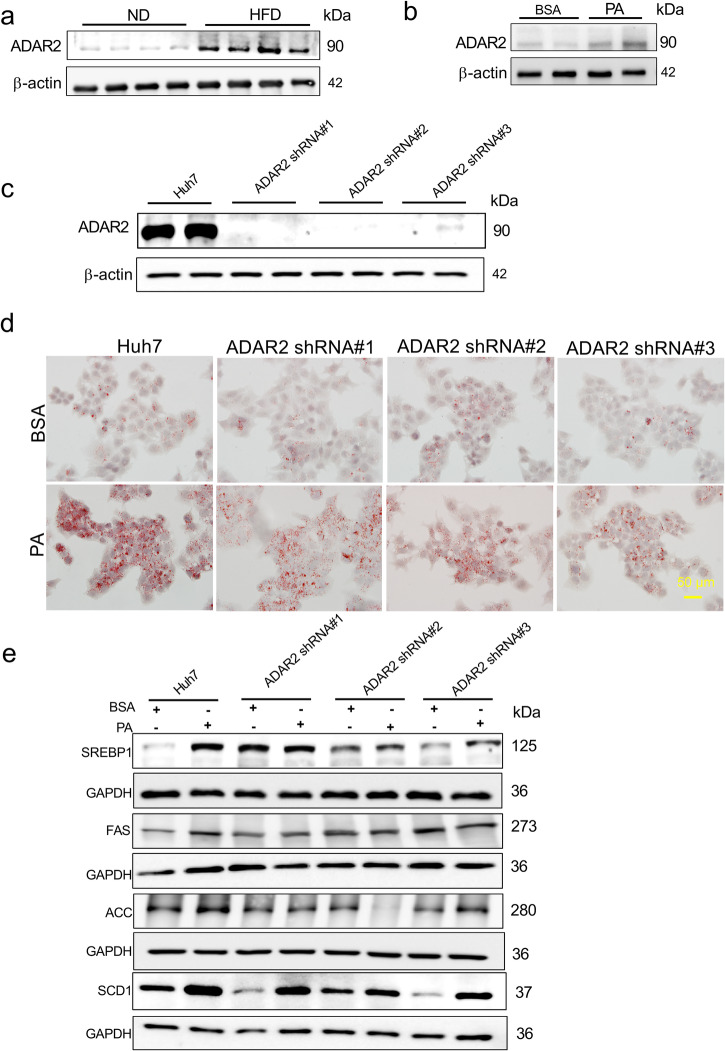
ADAR2 KO suppresses lipid accumulation in hepatocytes. **a** Western blot of ADAR2 expression in the livers of C57BL/6J mice after normal diet (ND) or high‐fat diet (HFD) consumption for 12 weeks (*n* = 4 mice/group). **b** Western blot of ADAR2 expression in Huh7 cells stimulated with palmitic acid (PA) (0.25 mM) for 24 h (*n* = 6, three independent experiments). **c** Western blot of ADAR2 expression in ADAR2-deficient Huh7 cells (*n* = 6, three independent experiments). **d** Representative Oil red O image of lipid drop accumulation in ADAR2-deficient Huh7 cells stimulated with palmitic acid (PA) (0.25 mM) for 24 h (*n* = 3, three independent experiments). **e** Western blot of de novo lipogenesis-related protein in ADAR2-deficient Huh7 cells stimulated with palmitic acid (PA) (0.25 mM) for 24 h (*n* = 3, three independent experiments).

Next, the function of ADAR2 in NAFLD was studied by knockdown approaches. ADAR2 knockdown by different shRNA duplexes in human hepatocyte cell line Huh7 showed that the expression of ADAR2 was significantly suppressed (Fig. 1c). After stimulation with PA, the lipid droplet in ADAR2-deficient Huh7 cells were much less than those in control cells (Fig. 1d). Consistent with this finding, the expression of lipid-related genes (SREBP1, FAS, ACC, and SCD1) was significantly down-regulated in ADAR2-deficient Huh7 cells with PA stimulation compared with control cells (Fig. 1e). Taken together, these data revealed that ADAR2 KO could prevent PA-induced lipid accumulation in hepatocytes.

### ADAR2 KO prevents HFD-induced weight gain in both genders

To investigate the function of ADAR2 in hepatic steatosis in vivo, we used ADAR2^−/−^/ GluR-B^R/R^ mice that carry the edited (mutant) version of GluR, which rescues the early post-natal death of mice deficient in the RNA-editing enzyme ADAR2^24^. For simplicity reasons, henceforward, we refer to this strain as ADAR2^−/−^. ADAR2^+/+^ (Wild type, WT) and ADAR2^−/−^ (ADAR2 KO) mice were subjected to feed normal diet (ND) or HFD for 12 weeks. We first analyzed the body weight, energy intake, and water intake of both male and female mice fed with ND or HFD from the age of 5 weeks until 17 weeks. As expected, HFD progressively increased body weight (BW) in both genders of WT vs. ADAR2 KO mice (Fig. 2a, male; Fig. 2b, female). ADAR2 KO and WT mice on ND had similar body weight gain at 17 weeks. Notably, in HFD conditions, the body weight of ADAR2 KO mice was lower than that of WT mice in both genders (Fig. 2a, male; Fig. 2b, female). Energy intake and water intake showed no significant differences between each group in both genders (male, Supplementary Fig. 2a, b; Female, Supplementary Fig. 2c, d). We further found that oxygen consumption, carbon dioxide generation, respiratory exchange ratio as well as energy expenditure/heat generation showed no significant differences between male WT mice fed with HFD and male ADAR2 KO fed with HFD (Supplementary Fig. 3a–d). In agreement with this result, body fat and body lean composition showed no significant differences between male WT mice fed with HFD and male ADAR2 KO fed with HFD (Supplementary Fig. 3e, f).

**Fig. 2:**
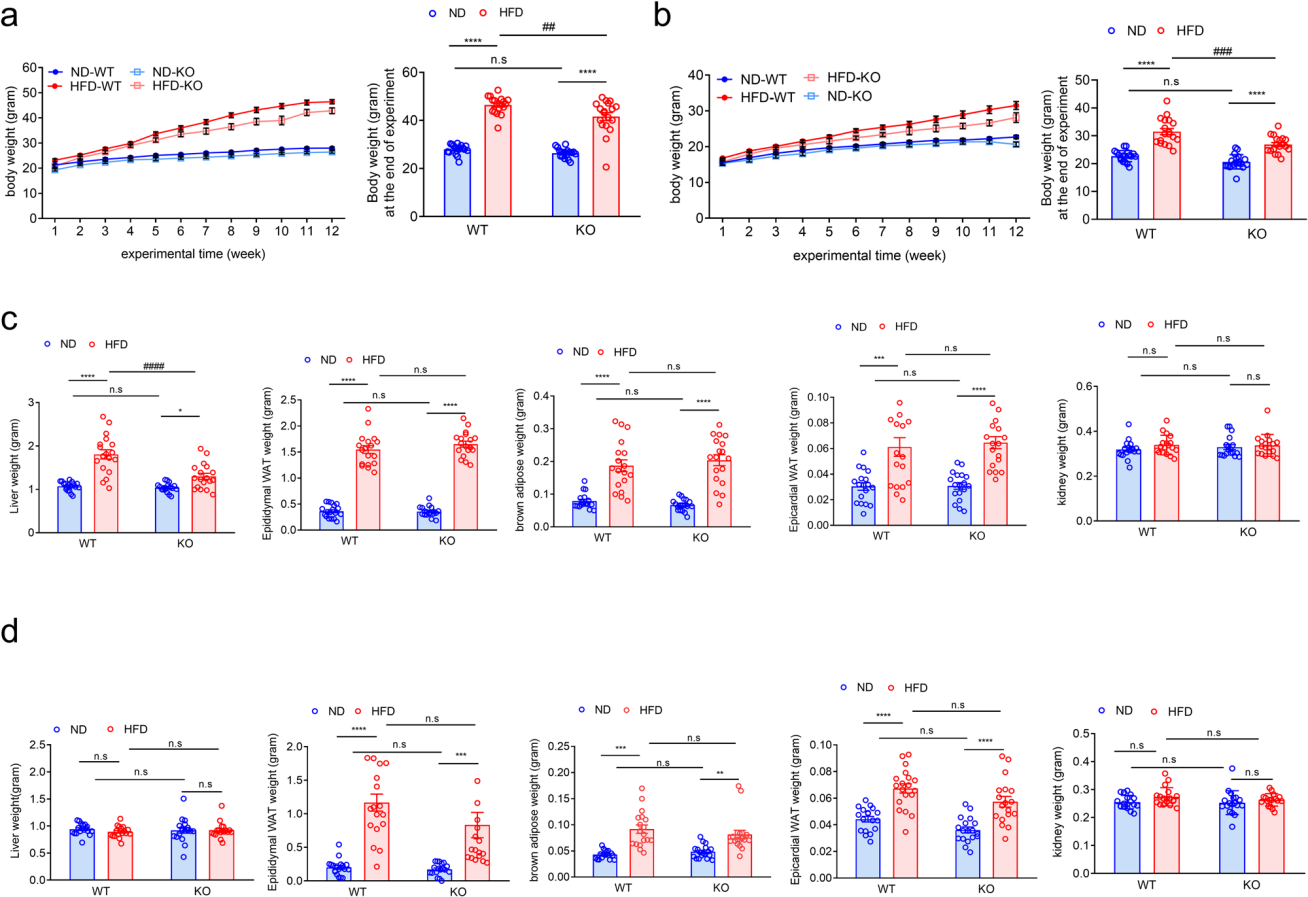
ADAR2 KO decreased body weight and liver weight in male obese mice. Physiological parameters in mice from the age of 5–17 weeks (*n* = 18 mice/group) (**a**, male; **b**, female) body weight (BW, g); (**c**, male; **d**, female) weights of liver, epididymal adipose, BAT, epicardial adipose, and kidney derived from WT and ADAR2 KO mice fed with ND or HFD are shown (*n* = 18) All data are expressed as mean ± SEM. Tukey’s multiple comparison test after the two-way ANOVA was conducted for (**a**–**d**). *ND-WT group versus HFD-WT group or ND-KO group versus HFD-KO group; **p < 0.01, ***p < 0.001, ****p < 0.0001; #HFD-WT group versus HFD-KO group; ##*p* < 0.01, ###*p* < 0.001, ####*p* < 0.0001; n.s, not significant.

### ADAR2 KO reduces liver tissue weight in male mice but not in female mice

Next, we characterized whether ADAR2 KO impacted the organ weight under HFD. As a result, liver weight was significantly lower in the male ADAR2 KO-HFD group compared with the male WT-HFD group (male, Fig. 2c). The liver weight showed no significant differences between each group in female mice (female, Fig. 2d). Both epicardial WAT, as well as epididymal WAT, BAT and kidney were not significantly different between ADAR2 KO-HFD mice and WT-HFD mice in both genders (male, Fig. 2c; Female, Fig. 2d).

### ADAR2 KO prevents male mice from HFD-induced glucose-metabolic dysfunctions

Because obesity impacts glucose metabolism and insulin action, we next analyzed the effects of ADAR2 deficiency on whole-body glucose utilization by performing a GTT on mice fed with ND or HFD for 12 weeks. After 12 weeks of HFD, ADAR2 KO mice displayed a better pattern of glucose tolerance (male, Fig. 3a) when compared with WT mice, but there is no difference in glucose tolerance between female WT and female ADAR2 KO of 12-week-HFD feeding (female, Fig. 3c). We then tested the insulin sensitivity of ADAR2 KO mice by performing an ITT. We found that male ADAR2 KO improved insulin sensitivity under HFD compared with WT mice (male, Fig. 3b). In contrast, those changes did not occur in female HFD mice (WT vs. ADAR2 KO) (female, Fig. 3d). These results showed that ADAR2 KO prevents male mice, but not female mice from HFD-induced glucose-metabolic dysfunctions. Therefore, we focused on male mice for the rest of the studies. Our plasma biochemical examinations showed elevated levels of plasma glucose, insulin, total cholesterol, free fatty acid, and triglycerides in the HFD obese mice (Fig. 3e, f). ADAR2 KO reversed these metabolic dysregulations (Fig. 3e, f). Moreover, the HOMA‐IR index was calculated to evaluate systemic insulin resistance. Compared with the ND group, the HOMA‐IR value was significantly increased with HFD treatment, whereas ADAR2 KO reversibly reduced the HOMA‐IR value when compared with that in WT‐treated HFD mice (Fig. 3e). The HOMA-β index was calculated to evaluate beta-cell function. Compared with the ND group, the HOMA‐β value was significantly increased with HFD treatment, whereas ADAR2 KO reversibly reduced the HOMA‐β value when compared with that in WT‐treated HFD mice (Fig. 3e).

**Fig. 3:**
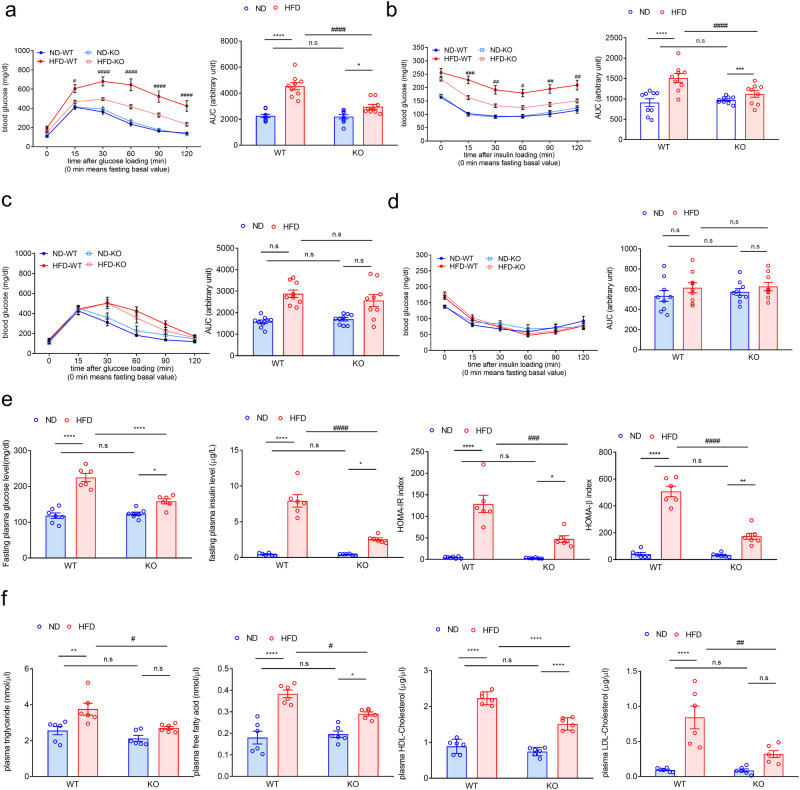
ADAR2 KO ameliorates glucose intolerance and insulin intolerance in male obese mice. The blood glucose levels in WT and ADAR2 KO mice fed with ND or HFD for 12 weeks (at the age of 17 weeks old) were measured at 2 h after glucose (male: **a**, female: **c**) and insulin (male: **b**, female: **d**) injections. ipGTT-area under the curve (AUC) quantification (0–120 min) (male: **a**, female: **c**) and ipITT-area under the curve (AUC) quantification (0–120 min) (male: **b**, female: **d**) were shown (*n* = 9 mice/group). **e** Fasting plasma glucose levels, fasting plasma insulin levels, and calculated HOMA-IR index of male mice (*n* = 6 mice/group). **f** Plasma levels of TG, free fatty acid, HDL-cholesterol, and LDL-cholesterol in male mice (*n* = 6 mice/group). All data are expressed as mean ± SEM. Tukey’s multiple comparison test after the two-way ANOVA was conducted for (**a**–**f**). *ND-WT group versus HFD-WT group or ND-KO group versus HFD-KO group; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; #HFD-WT group versus HFD-KO group; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, ####*p* < 0.0001; n.s. not significant.

### ADAR2 KO prevents male mice from HFD-induced hepatic lipid accumulation

As shown in Fig. 2c, male ADAR2 KO mice fed with HFD had lower liver weight when compared with male WT mice fed with HFD. Histological analyses further showed that ADAR2 KO mice fed with HFD (Fig. 4a), but not ND (Fig. 4a), had markedly reduced lipid deposition in the liver, but not in WAT and BAT. Hepatic TG content was reduced in ADAR2 KO mice fed with HFD compared with that of WT mice fed with HFD (Fig. 4b). Moreover, the expressions of SREBP-1c, ACC, FAS, and SCD1 were reduced in the liver of ADAR2 KO mice fed with HFD compared with that of WT mice fed with HFD (Fig. 4c). These results indicated that ADAR2 KO prevented liver against lipid accumulation through inhibiting de novo lipogenesis.

**Fig. 4:**
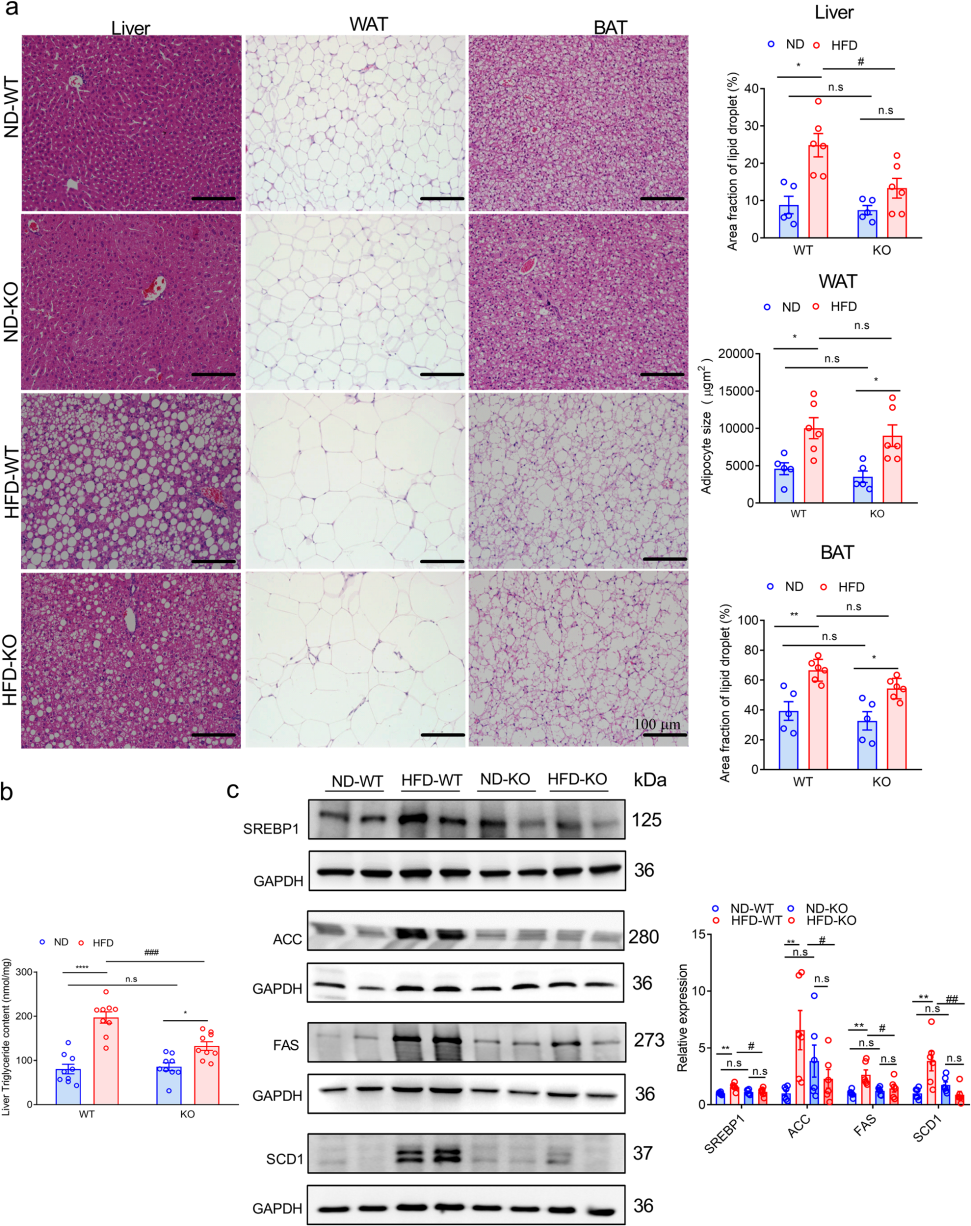
ADAR2 KO reduces lipid deposition in the liver. **a** Representative H&E staining of the liver, WAT, and BAT derived from WT and ADAR2 KO mice fed with ND or HFD is shown (Left panel), and quantitative analysis of lipid droplets of the liver, WAT and BAT in each group (Right panel). Scale bars = 100 µm (*n* = 5 mice/group). **b** Quantitative results of the liver TG content in each group (*n* = 9 mice/group). **c** Western blot assays of the proteins associated with the SREBP-1c-mediated lipogenesis pathway in each group (Left panel) and Quantitative analysis of the proteins associated with the SREBP-1c-mediated lipogenesis pathway in each group. All data were analyzed using 17-week-old mice after ND or HFD feeding for 12 weeks (*n* = 6 mice/group, three independent experiments). All data are expressed as mean ± SEM. Tukey’s multiple comparison test after the two-way ANOVA was conducted for (**a**–**c**). *ND-WT group versus HFD-WT group or ND-KO group versus HFD-KO group; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; #HFD-WT group versus HFD-KO group; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001; n.s, not significant.

### Improved insulin signaling specifically in the liver of ADAR2 KO mice

As shown in Fig. 3, ADAR2 KO prevents male mice from HFD-induced systemic insulin resistance. To determine which insulin-responsive tissue(s) exhibited improved insulin signaling in ADAR2 KO mice, we examined the insulin action in mice fed with HFD. Insulin-stimulated phosphorylation at Ser473 of protein kinase B (Akt) was increased in liver (Fig. 5a), but not in the muscle (Fig. 5b), WAT (Fig. 5c) and BAT (Fig. 5d) of ADAR2 KO mice, when compared with those of WT mice (Fig. 5a–d). The results were confirmed in ADAR2-deficient Huh7 cells treated with PA for 24 h, suggesting that the knockdown of ADAR2 improved PA-impaired insulin signaling (Fig. 5e).

**Fig. 5:**
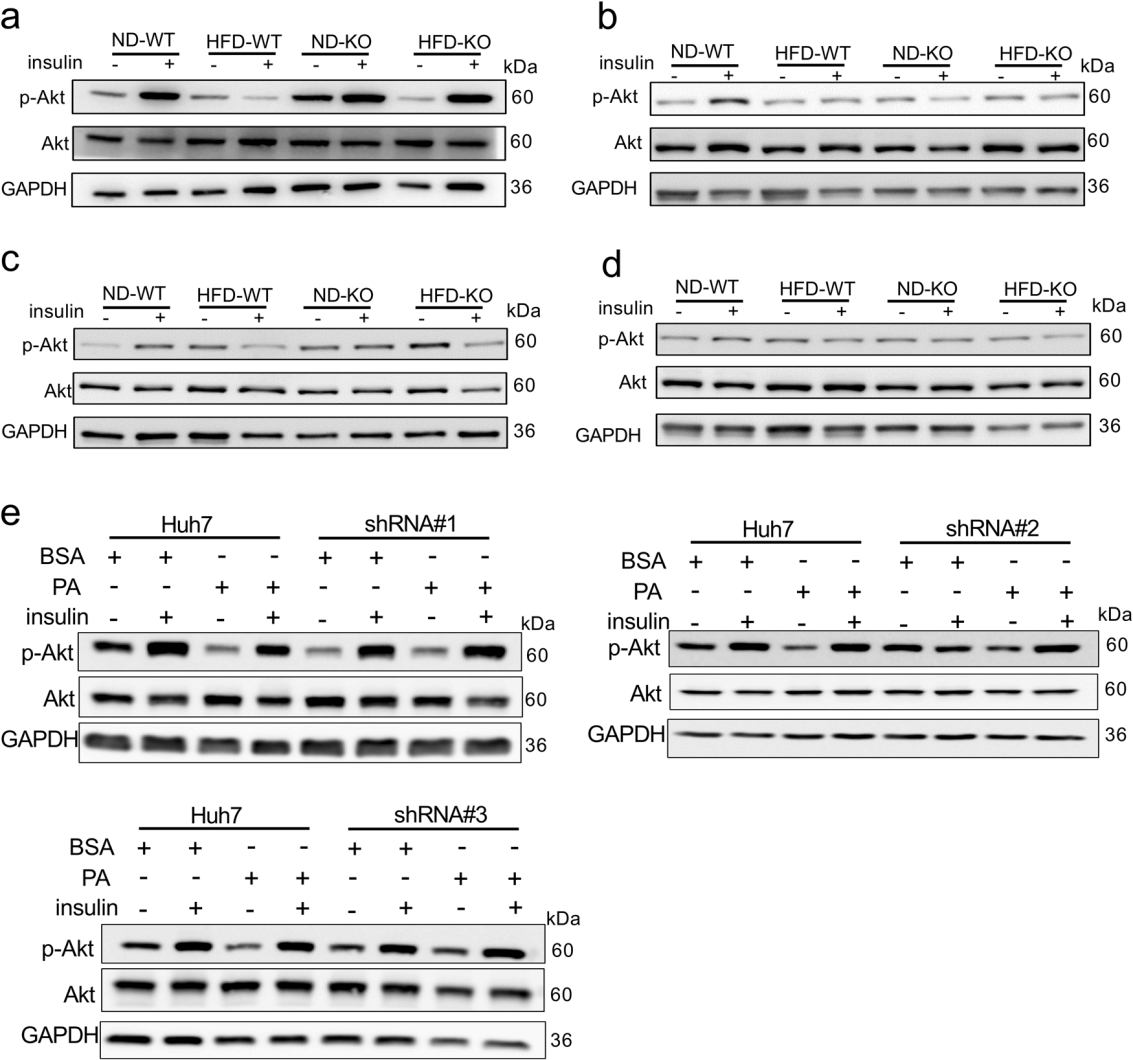
Insulin signaling in ADAR2 KO mice and ADAR2-deficient Huh7 cells. Immunoblot analyses on phosphorylation at Ser473 of Akt in the **a** liver, **b** muscle, **c** WAT, and **d** BAT of mice fed with ND and HFD. Each band represents a tissue extract from a single mouse. All data were analyzed using 17-week-old mice after ND or HFD feeding for 12 weeks (*n* = 3 mice/group, three independent experiments). **e** ADAR2-deficient Huh7 cells. Cells were treated with 0.25 mM PA for 24 h and then were stimulated with or without insulin for 30 min (*n* = 3 mice/group, three independent experiments).

### Improved glucose metabolism in the liver of ADAR2 KO mice

To determine the functional correlates of increased insulin signaling in the livers of ADAR2 KO mice, we determined aspects of hepatic glucose metabolism. Pyruvate tolerance tests showed that glucose levels were significantly lower in ADAR2 KO mice fed with HFD in response to the administration of pyruvate, a major gluconeogenesis substrate (Fig. 6a). To further investigate the regulation of gluconeogenesis, we examined glucose production and gluconeogenic gene expression. ADAR2 deficiency significantly reduced pyruvate-induced glucose release into the medium by primary hepatocytes (Fig. 6b) and ADAR2-deficient Huh7 cells (Supplementary Fig. 4). Consistent with these observations, protein levels of phosphoenolpyruvate carboxykinase (PEPCK) and Glucose 6-phosphatase (G6Pase) in the liver of ADAR2 KO mice fed with HFD were significantly decreased compared with WT mice fed with HFD (Fig. 6d). To examine the functional effects of ADAR2 deficiency on hepatocyte insulin responsiveness, the ability of insulin to stimulate hepatocyte glucose uptake was determined. As expected, glucose uptake in isolated primary hepatocytes from ADAR2 KO mice was increased (Fig. 6c). Similar results were observed in ADAR2-deficient Huh7 cells (Supplementary Fig. 5). Moreover, PAS staining showed that the decreased glycogen in HFD mice was prevented by ADAR2 deficiency (Fig. 6e).

**Fig. 6:**
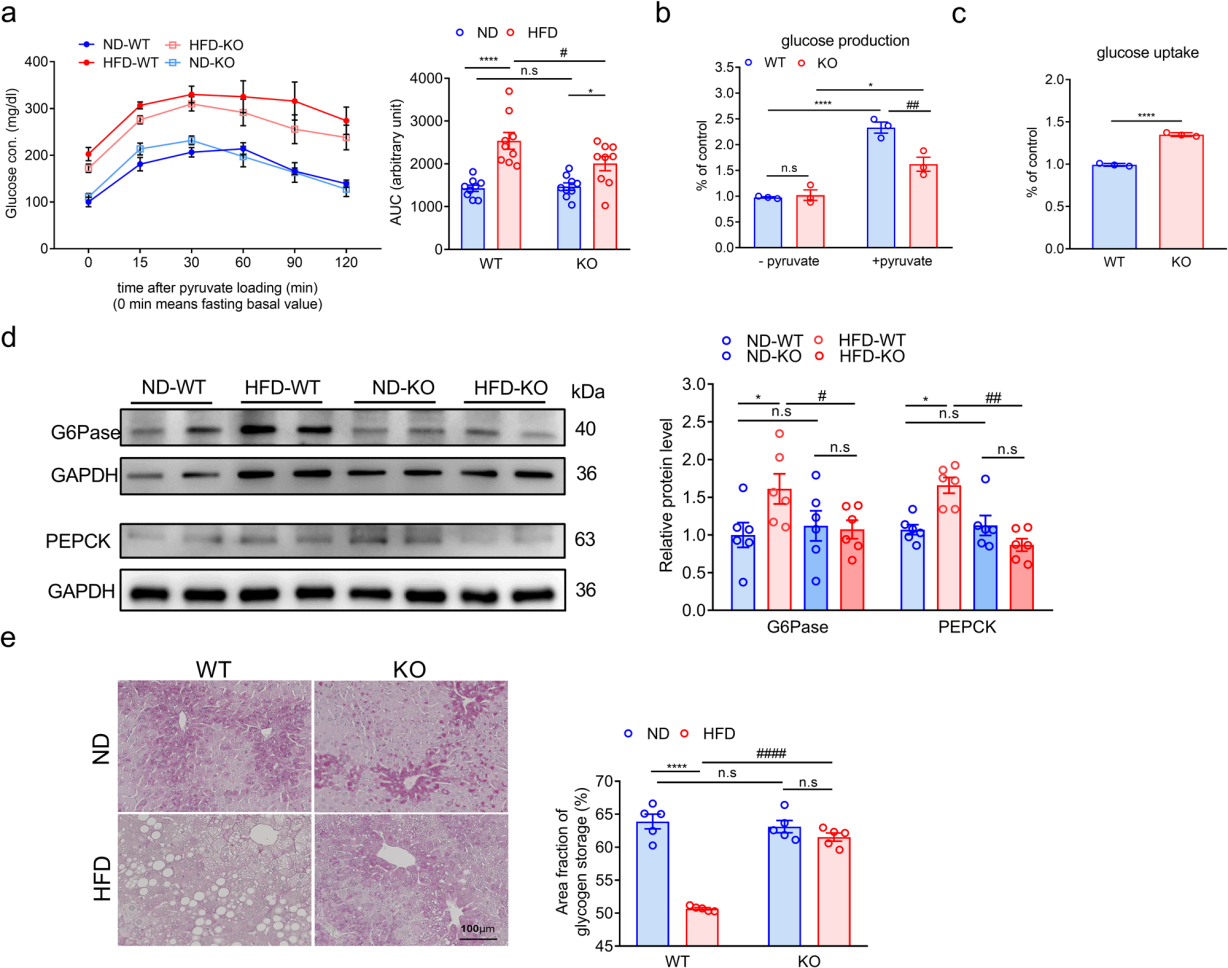
Glucose metabolism in the liver of ADAR2 KO mice. **a** Plasma glucose levels during PTT in male mice fed with ND and HFD and analysis of area under the curve (AUC) of IPPTT results. *n* = 9 mice per group. **b** Basal and pyruvate-induced glucose release into the medium after 4 h incubation in primary hepatocytes isolated from ADAR2 KO and WT mice. Results are derived from three independent experiments performed in triplicate. **c** Insulin-stimulated glucose uptake in primary hepatocytes from ADAR2 KO and WT mice. Results are derived from three independent experiments performed in triplicate. **d** Western blot assays of the proteins associated with gluconeogenesis in each group and Quantitative analysis of the proteins associated with gluconeogenesis in each group (*n* = 6 mice/group, three independent experiments). **e** Representative photographs of PAS staining in liver sections. *n* = 5 mice per group. All data are expressed as mean ± SEM. Tukey’s multiple comparison test after the two-way ANOVA was conducted for (**a**, **b**, **d** and **e**). Unpaired two-tailed Student’s *t*-test was conducted for (**c**). *ND-WT group versus HFD-WT group or ND-KO group versus HFD-KO group; *p < 0.05, ****p < 0.0001; #HFD-WT group versus HFD-KO group; #*p* < 0.05, ##*p* < 0.01, ####*p* < 0.0001; n.s, not significant.

### ADAR2 KO activates the AMPK signaling cascade during NAFLD progression

To systemically demonstrate the role of ADAR2 in NAFLD, we performed RNA-sequencing (RNA-seq) analysis in liver tissues from ADAR2 KO mice and WT mice after 12-week HFD feeding. 

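Liver RNA was sequenced in 2 HFD-WT and 2 HFD-KO libraries from male mice fed the HFD for 12 weeks from 5 weeks of age. The mice came from intercrosses of heterozygous animals on a B6129S background, and both genotypes carried the GluR-B R/R allele. Whether a library holds RNA of 1 mouse or of several is not stated in the paper's text, and the legend of Fig. 7b gives 6 mice per group. The authors deposited the number of reads they counted on each of 25655 genes, with gene positions on GRCm39. The total count was 28691330 and 26907857 in the HFD-WT libraries and 26540624 and 24480798 in the HFD-KO libraries. At this depth, 3 counts correspond to between 0.105 and 0.123 CPM, which was taken as the smallest expression that a library could show and covers counting error only. Counts were normalized by the TMM method and compared between genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12967 genes that passed edgeR's filter on low counts. Values are CPM with the TMM-adjusted library size unless stated otherwise. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so the tests of single genes rest on a variance that edgeR shares across genes.

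Adarb1, which encodes ADAR2, is listed as ENSMUSG00000020262 on chromosome 10 from 77126560 to 77254104. Its expression was 15.7 and 19.8 CPM in the HFD-WT livers and 6.23 and 9.55 CPM in the HFD-KO livers, from 454 and 545 reads and from 164 and 228 reads. The log2 fold change of HFD-KO against HFD-WT was -1.17 (standard error 0.20, adjusted p = 0.159 by edgeR) and stayed between -1.51 and -0.89 when each library was left out in turn. Over the alternatives the adjusted p of Adarb1 ranged from 0.00069 with DESeq2's Wald test to 0.165 with DESeq2's size factors in the edgeR fit. Reads on Adarb1 were thus counted in both HFD-KO libraries, and counts per gene do not show on which exons they fell. Adar, which encodes ADAR1, had 31.4 ± 2.0 CPM (SD, n = 2) in HFD-WT and 32.3 ± 3.0 CPM in HFD-KO livers, a log2 fold change of 0.04 (standard error 0.10, adjusted p = 0.929 by edgeR). Adarb2 had 3 reads in the 4 libraries together and Gria2, which encodes GluR-B, had 0 reads, so neither was detectable at this depth.

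At an adjusted p under 0.05, 7 genes were higher and 3 genes were lower in HFD-KO livers, and at an unadjusted p under 0.05 551 genes were higher and 613 were lower. The choice that moved the counts at an adjusted p under 0.05 most was the filter: with no filter on low counts, 81 genes were higher and 81 were lower. At an unadjusted p under 0.05 the counts were 698 higher and 789 lower with no filter and 304 higher and 372 lower with DESeq2's Wald test, and with the library size alone as scaling they leaned to lower genes, 346 higher and 894 lower. The 6 genes with the largest positive log2 fold change among the 7 were Mup15, Mup17, Slco1a1, Mup9, Cyp2c54 and 2210418O10Rik, and the 3 lower genes were Gm14296, Gsta1 and Gstm3. Slco1a1, an organic anion transporter gene on chromosome 6 from 141853008 to 141892688, had 18.2 ± 0.41 CPM (SD, n = 2) in HFD-WT and 58.7 ± 0.95 CPM in HFD-KO livers, a log2 fold change of 1.69 (standard error 0.083, adjusted p = 0.0013 by edgeR). Mup17, a major urinary protein gene on chromosome 4 from 61510166 to 61514108, had 115 ± 12 CPM in HFD-WT and 413 ± 36 CPM in HFD-KO livers, a log2 fold change of 1.84 (standard error 0.11, adjusted p = 0.0025 by edgeR). How reads shared between the similar Mup genes were counted is not stated in the paper's text, and the summed expression of all Mup genes was higher by 0.52 on the log2 scale. Gstm3, a glutathione S-transferase gene on chromosome 3 from 107871012 to 107876599, had 85.0 ± 11.6 CPM in HFD-WT and 33.4 ± 3.8 CPM in HFD-KO livers, a log2 fold change of -1.35 (standard error 0.12, adjusted p = 0.024 by edgeR). For each of these genes both HFD-KO values lay outside the range of the HFD-WT values.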

Gene ontology (GO) functional enrichment analysis showed that metabolic biological pathways such as regulation of lipid metabolic process, fatty acid metabolic process, and regulation of fatty acid metabolic process were upregulated in livers of ADAR2 KO mice fed with HFD (HK) as compared with WT mice fed with HFD (HW) (Fig. 7a). 

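A log2 fold change of at least 1 with an unadjusted p under 0.05 by edgeR was found for 67 genes, and 58 genes had a log2 fold change of -1 or less with such a p. The GO annotation was not used here. In its place the 67 upregulated genes were compared with 3 lists of genes compiled before any value was seen. Of the listed genes, 175 of fatty acid metabolism, 122 regulators of lipid metabolism and 33 immunoglobulin and B cell genes had been tested. The last list was included because immunoglobulin and B cell terms stand beside the lipid terms in Fig. 7a. The background of each two-sided Fisher's exact test was all genes tested.

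Fatty acid metabolism genes made up 5 of the 67 upregulated genes, 7.46% against 1.35% of all genes tested (odds ratio 6.04, Fisher's exact test, p = 0.0021, adjusted over the 3 lists p = 0.0031). They were Cyp2c40, Cyp2c54, Cyp2c69, Fabp5 and Ptges. Cyp2c54, on chromosome 19 from 40026384 to 40062271, had 44.5 ± 9.9 CPM (SD, n = 2) in HFD-WT and 118 ± 15 CPM in HFD-KO livers, a log2 fold change of 1.41 (standard error 0.16, adjusted p = 0.046 by edgeR). The other four had adjusted p values from 0.260 for Ptges to 0.545 for Fabp5 by edgeR, and mean values in HFD-WT livers from 0.0718 CPM for Cyp2c69 to 5.05 CPM for Fabp5. Cyp2c40 had 1.48 and 8.46 CPM in the HFD-KO livers, and Fabp5 had 5.47 and 16.0 CPM, the lower of which lay within the HFD-WT values of 4.07 and 6.03 CPM. Cyp2c40, Cyp2c69 and Cyp2c54 are similar genes that lie close together on chromosome 19, between 39755515 and 40062271, so they are not independent members of the list. The alternative that moved this result most was the list itself: of the 84 tested genes of the Reactome set for fatty acid, triacylglycerol and ketone body metabolism, 0 were among the 67 (odds ratio 0, Fisher's exact test, p = 1). That set held 0.648% of all genes tested, so a count of 0 was likely even without a difference and does not rule out an enrichment.

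Among the regulators of lipid metabolism, only Fabp5 was one of the 67 genes (odds ratio 1.6, Fisher's exact test, p = 0.470, adjusted p = 0.470). The broader Reactome set for metabolism of lipids and lipoproteins had 8 of its 426 tested genes among them (odds ratio 4.05, Fisher's exact test, p = 0.0015). These were the same 5 genes of fatty acid metabolism together with Cyp17a1, Hsd3b5 and Slco1a1, the last of which transports organic anions. Immunoglobulin and B cell genes made up 7 of the 67 genes (odds ratio 57.8, Fisher's exact test, p = 2.7e-10, adjusted p = 8.2e-10), namely Derl3, Igha, Ighg2c, Ighm, Igkc, Igkv3-4 and Jchain. Summed over all immunoglobulin genes with the plain library size, expression was 24.7 and 20.3 CPM in the HFD-WT livers and 161 and 25.4 CPM in the HFD-KO livers, so replicate 1 of HFD-KO held 86.4% of the HFD-KO sum. Ighm, on chromosome 12 from 113382178 to 113386350, had 7.77 and 7.85 CPM in the HFD-WT livers and 73.9 and 7.45 CPM in the HFD-KO livers. Its log2 fold change of 2.39 (standard error 0.85, adjusted p = 0.475 by edgeR) became -0.07 when replicate 1 of HFD-KO was left out. Of the 7 genes, Ighm and Igkc overlapped between the groups, while the other 5 were higher in both HFD-KO libraries than in both HFD-WT libraries. Derl3, with 2.39 and 7.33 CPM, and Igha, with 1.48 and 3.39 CPM, were highest in replicate 2 of HFD-KO. Derl3 lies within 20 Mb of Adarb1, on chromosome 10 from 75729247 to 75731775. Ighg2c, Igkv3-4 and Jchain, the last with 8.21 and 1.72 CPM, were highest in replicate 1 of HFD-KO. Among the 7 genes higher at an adjusted p under 0.05, 1 was of fatty acid metabolism, Cyp2c54 (odds ratio 12.2, Fisher's exact test, p = 0.0908), and 0 were on the other two lists. From the terms enriched among upregulated genes, the paper states that metabolic processes were upregulated in the livers of HFD-KO mice (Fig. 7a).

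**Figure D1:**
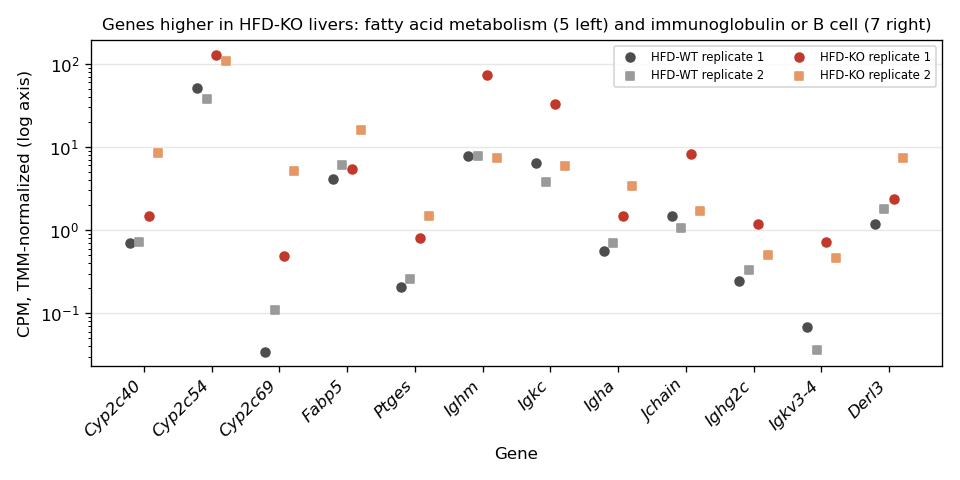
CPM with the TMM-adjusted library size (log axis) of the 5 fatty acid metabolism genes and the 7 immunoglobulin or B cell genes among the 67 upregulated genes, with a point for each of the 4 libraries. Ighm and Igkc stand apart in replicate 1 of HFD-KO, with 73.9 and 32.7 CPM, while Cyp2c54 is higher in both HFD-KO libraries than in both HFD-WT libraries.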

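Whole gene sets were examined by gene set enrichment analysis. The 17301 genes with at least 1 count were ranked by the difference of the mean CPM, HFD-KO minus HFD-WT, here with the plain library size. A normalized enrichment score above 0 stands for higher expression in HFD-KO livers. Each p is the share of 10000 random gene sets of the same size, among those with a score of the same sign, that had a score at least as extreme, a permutation of genes and not of mice. The gene sets were compiled by hand before any value was seen, because the MSigDB collections were not used here. Because the metric is a difference of CPM, genes with high expression weigh most.

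The set for regulation of fatty acid beta-oxidation held 48 genes with a count and had a score of 0.78 (permutation p = 0.710, adjusted over the 3 sets of the comparison p = 0.710). Of these genes, 13 were higher and 35 were lower in HFD-KO livers on this scale, and of the 47 tested by edgeR after TMM normalization 17 were higher and 30 were lower. Fabp1, which encodes the liver fatty acid-binding protein and lies on chromosome 6 from 71176811 to 71182007, held 44.2% of the summed absolute difference of the set, with a difference of 365.7 CPM. It had 2808 and 3268 CPM in the HFD-WT livers and 4123 and 2887 CPM in the HFD-KO livers after TMM normalization, so the groups overlapped (log2 fold change 0.21, standard error 0.18, adjusted p = 0.779 by edgeR). Without Fabp1 the score was -1.35 (permutation p = 0.111). When each library was left out in turn, the score ranged from -1.37 to 1.19. The member with the next largest difference was Cpt1a, on chromosome 19 from 3372334 to 3435733, with a difference of -94.9 CPM. Its expression was 676 ± 9.5 CPM (SD, n = 2) in HFD-WT and 601 ± 30 CPM in HFD-KO livers, a log2 fold change of -0.17 (standard error 0.091, adjusted p = 0.644 by edgeR). Ppara and Ppargc1a had log2 fold changes of -0.06 (standard error 0.15) and -0.03 (standard error 0.13). Over the 42 tested enzymes of fatty acid beta-oxidation, where every gene has equal weight, the mean log2 fold change was -0.02 (adjusted p = 0.597 by limma's camera over 34 sets), with 17 genes higher and 25 lower.

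The set for unsaturated fatty acid biosynthesis held 58 genes with a count and had a score of -1.58 (permutation p = 0.0135, adjusted p = 0.040), and that for long-chain fatty acid biosynthesis held 49 genes and had a score of -1.5 (permutation p = 0.0395, adjusted p = 0.0593). After TMM normalization, 16 of the 47 tested genes of the former were higher and 31 were lower, and 13 of the 39 tested genes of the latter were higher and 26 were lower. Scd1, which encodes a stearoyl-CoA desaturase on chromosome 19 from 44382894 to 44396318, belonged to both sets and held 58.4% and 62.0% of their summed absolute differences, with a difference of -2269 CPM. Its expression was 8943 and 8234 CPM in the HFD-WT livers and 5496 and 7641 CPM in the HFD-KO livers (log2 fold change -0.39, standard error 0.18, adjusted p = 0.588 by edgeR). Without Scd1 the scores were -1.43 (permutation p = 0.0642) and -1.21 (permutation p = 0.226). Gstm1 followed with a difference of -618.8 CPM and a log2 fold change of -0.60 (standard error 0.12, adjusted p = 0.233 by edgeR, from 0.00035 with DESeq2's Wald test to 0.269 over the alternatives). Across the 3 sets, 0 members had an adjusted p under 0.05 over all genes tested by edgeR in the main comparison. In the same fit 8, 10 and 10 members had an unadjusted p under 0.05. Of these, 5, 4 and 3 were higher and 3, 6 and 7 were lower in HFD-KO livers. Over the genes of the set alone, 1, 3 and 2 members had an adjusted p under 0.05. Over 23 tested genes of de novo lipogenesis the mean log2 fold change was -0.22, with 20 genes lower (adjusted p = 4.0e-05 by limma's camera). The rotation test fry of limma, which lets the genes of a set be correlated, gave an adjusted p = 0.669 for the same genes, but no set of the 34 had a lower one, so it does not set these genes apart from other sets.

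**Figure D2:**
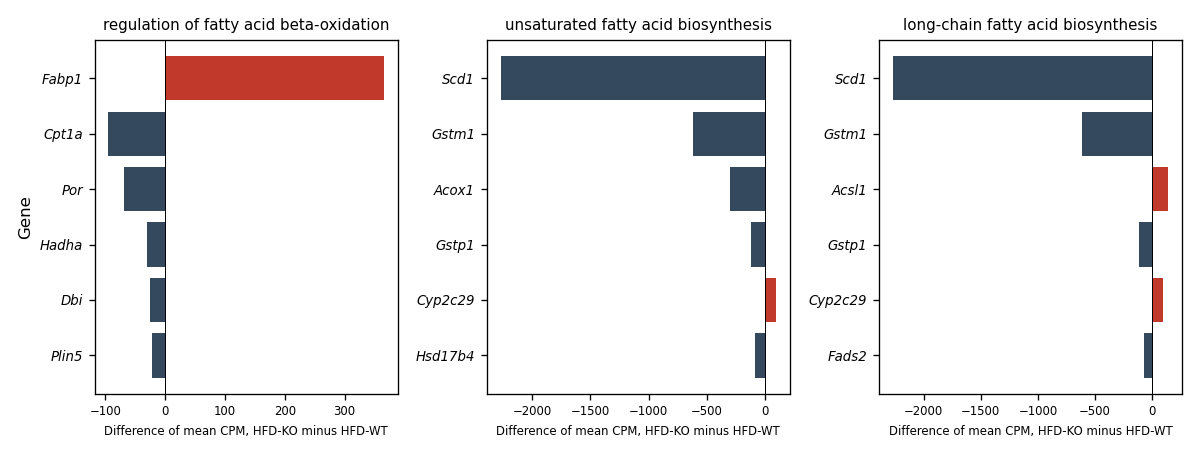
Difference of the mean CPM, HFD-KO minus HFD-WT, for the 6 members with the largest absolute difference in each of the 3 gene sets, as bars from 0. Fabp1 is the longest bar of the oxidation set, with 365.7 CPM, and Scd1 that of both biosynthesis sets, with -2269 CPM.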

Further, Gene-set enrichment analysis also showed that signaling pathways related to lipid metabolism such as regulation of fatty acid beta-oxidation upregulated, whereas the biosynthesis process such as unsaturated fatty acid and long chain fatty acid biosynthetic process downregulated in the HK group as compared with HW group. (Fig. 7b). We further explored the mechanism underlying the role of ADAR2 in lipid metabolism. ADAR2 KO significantly downregulated the levels of proteins involved in fatty acid synthesis (Fig. 4c). In contrast, ADAR2 KO increased the levels of mRNA involved in fatty acid β-oxidation, such as Peroxisome proliferator-activated receptor alpha (PPARα), peroxisome proliferator-activated receptor-gamma coactivator-1 alpha (PGC-1α), and carnitine palmitoyltransferase 1A (CPT1A) in the livers of HFD mice (Fig. 7c). As shown in Fig. 7d, protein expression of Sirt1 and the ratio of p-AMPK/AMPK were markedly increased in the liver of ADAR2 KO mice fed with HFD. These results indicate that ADAR2 KO regulates lipid metabolism by activating the AMPK/Sirt1 signaling pathway. The phosphorylation level of CREB was significantly reduced in the liver of ADAR2 KO mice fed with HFD compared with that of the WT mice fed with HFD (Fig. 7e). Furthermore, ADAR2 KO also increased the phosphorylation level of GSK3β (Fig. 7e). These findings demonstrated that ADAR2 KO partially reduced hepatic gluconeogenesis and increased glycogen contents by the AMPK/CREB/GSK3β signaling pathway. To provide additional evidence that ADAR2 KO inhibited hepatic lipogenesis via AMPK activation, ADAR2-deficient Huh7 cells were treated with palmitic acid in the presence or absence of compound C, an AMPK inhibitor. Following treatment, compound C attenuated the effect of ADAR2 KO on lipid accumulation. Results showed that lipid accumulation was decreased in ADAR2 KD Huh7 treated with PA compared with naïve Huh7 cells treated with PA, while treatments with PA and compound C enhanced lipid accumulation in ADAR2 KD Huh7 cells (Supplementary Fig. 6a, b). Moreover, compound C attenuated the effect of ADAR2 KO on the protein abundance of SREBP1, ACC1, FAS, and SCD1 (Supplementary Fig. 6c).

**Fig. 7:**
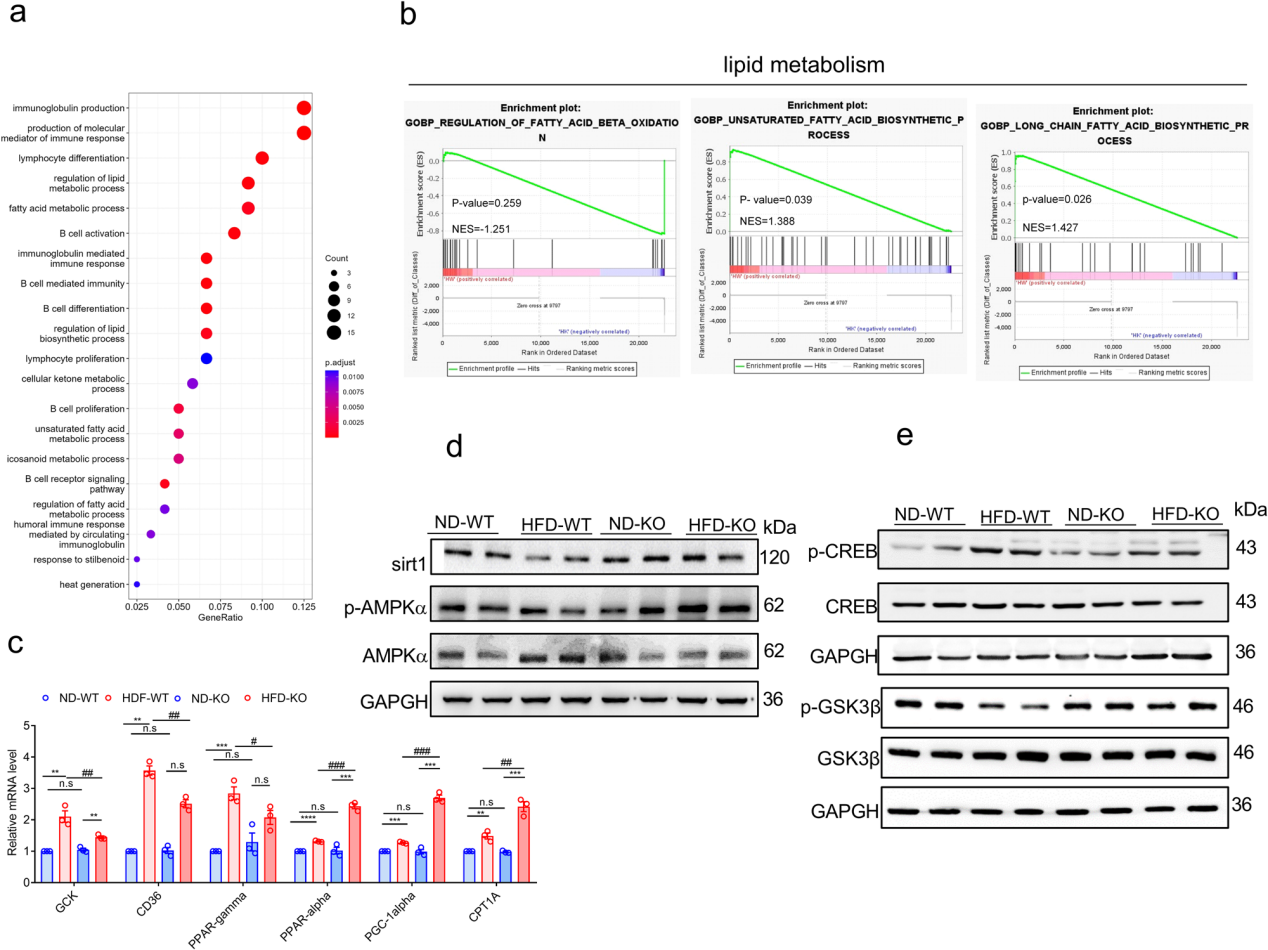
ADAR2 KO promotes activation of AMPK signaling in HFD-induced MAFLD of mice. **a** Gene ontology analysis showed the changed gene enrichment in the major pathway. **b** Gene set enrichment analysis showed the enrichment of signaling pathways associated with lipid metabolism in the livers of HFD-WT and HFD-KO mice after 12 weeks of the HFD feeding (*n* = 6 mice/group). **c** Relative mRNA expression levels of PPARα, PGC1α, and CPT1A in the liver were measured by qPCR (*n* = 6 samples/group, three independent experiments). **d** Relative protein expression levels of p-AMPK, AMPK, and sirt1 in the liver were determined by western blotting (*n* = 6/group, three independent experiments). **e** Relative protein expression levels of p-GSK3β, GSK3β, p-CREB, and CREB in the liver were determined by western blotting (*n* = 6/group, three independent experiments).

## Discussion

ADARs were originally identified as RNA-editing enzymes that modify cellular and viral RNA sequences by adenosine deamination^25^. Recent advances indicated that ADAR1 plays a vital role in hepatic immune homeostasis and adipogenesis^22^. Xiang et al. showed that overexpression of ADAR1 ameliorates HFD-induced NAFLD by inhibiting NLRP3 inflammasome and subsequent inflammation^22^. Yu et al. reported that ADAR1 overexpression could inhibit adipocyte differentiation, with a decrease in cell size and intracellular lipid droplets^26^. ADAR2 is another member of the adenosine deaminase family. However, little is known about its role in NAFLD. Heterozygous ADAR2^+/−^ mice were phenotypically normal, but ADAR2^−/−^ mice became prone to seizures after P12 and died between P0 and P20^27^. Early postnatal death of mice lacking ADAR2 was averted after introducing the second GluR-BR allele^24^. ADAR2^−/−^/GluR-B^R/R^ mice appeared normal at all ages. In this study, we employed ADAR2^−/−^/Glu-RB ^R/R^ mice that carry the edited (mutant) version of GluR to feed with HFD and examined the influence of ADAR2 in lipogenesis, especially in NAFLD. Our finding is that ADAR2 KO improved HFD-induced glucose/lipid-metabolic dysfunctions and improved hepatic glucose/lipid metabolism in obese mice. We also used Huh7 cells treated with PA to further clarify the functional ADAR2 in lipid accumulation. Knockdown of ADAR2 in Huh7 cells could inhibit lipid generation, with a reduction in intracellular lipid droplets and the expression of lipogenesis-related genes. Together, we exposed the crucial role of ADAR2 in hepatic lipogenesis, which indicates that ADAR2 could be the potential therapeutic target for NAFLD.

Differences in the diet composition, feeding duration, and age to start HFD feeding may differentially affect the functions of ADAR2. Wang et al. showed that HFD feeding, combined with Nω-nitro-l-arginine methyl ester, hydrochloride (L-NAME) decreased the ADAR2 expression in the livers of NAFLD mice and that exercise resulted in an obvious reversal in the ADAR2 level, which is synchronous with the process of lipid accumulation and dissipation in the liver observed in the histology results. This study also demonstrated that overexpression of ADAR2 in HepG2 cells treated with OA could inhibit lipid generation, with a decrease in intracellular lipid droplets and the expression of lipogenesis-related genes. In contrast with previous research, our study demonstrated that ADAR2 expression was increased in the livers of mice fed with 12-week HFD. ADAR2 KO could inhibit hepatic lipid accumulation in HFD-induced obese mice and PA-treated ADAR2 knockdown Huh7 cells. Thus, we speculate the different diet composition seems to affect the ADAR2 expression on NAFLD phenotypes. The seemingly contradictory effect may also be due to differences in ADAR2 expression that could affect RNA editing activities and the RNA target within the liver. Further studies of this remain to be investigated. In the present study, ADAR2 KO ameliorated the HFD-induced NAFLD phenotype in obese mice. As far as we know, this is the first research to investigate the hepatoprotective function of ADAR2 in HFD-induced NAFLD mice.

Sex differences exist in the susceptibility of NAFLD. However, the results of several epidemiological studies are still rather contradictory and the mechanisms involved are not yet clarified. The studies of Pinidiyapathirage et al.^28^ and Zhang et al.^29^ suggest a higher prevalence of NAFLD and NASH in men than in women. In contrast, the studies of Fernandes et al. conducted in Brazil^30^ and that of Haentjens et al. performed in Belgium^31^ show that women and girls, especially when being obese, are at higher risk of developing NAFLD than men. Furthermore, a study carried out in a mouse model in which mice were exposed chronically to 30% fructose solution to induce NAFLD suggests that female mice are more susceptible to the development of NAFLD^32^. In the present study, there is a marked weight gain in both male and female mice after HFD feeding, and ADAR2 KO reduced HFD-induced weight gain in both genders. Interestingly, ADAR2 KO reduced HFD-induced liver tissue weight gain and hepatic lipid accumulation in male mice but not in female mice (Supplementary Fig. 7). Indeed, glucose intolerance and insulin resistance were improved in male ADAR2 KO mice fed with HFD, while not observed in female ADAR2 KO mice fed with HFD. Taken together, these data suggest that female mice are more resistant to ADAR2 deficiency compared to male mice of the same strain under HFD feeding. However, the underlying mechanisms by which ADAR2 KO improved HFD-induced NAFLD in male mice but not in female mice, respectively, will have to be clarified in future studies.

AMP-activated protein kinase (AMPK) is a phylogenetically conserved serine/threonine protein kinase that has been proposed to act as an important energy sensor that regulates metabolic homeostasis. High-fat diet feeding reduces the expression and phosphorylation of AMPK in multiple tissues, including skeletal muscle, heart, liver, adipose tissue, aortic endothelium, and hypothalamus^33–35^. Activation of hepatic AMPK leads to increased glucose uptake and fatty acid oxidation and inhibition of fatty acid synthesis, cholesterol synthesis, and gluconeogenesis^36^. Hepatic AMPK activity is generally suppressed in both NAFL and NASH^37^. Our results showed that p-AMPK/AMPK protein expression was increased in the liver of ADAR2 KO mice fed with HFD compared with that of WT mice fed with HFD, indicating that ADAR2 KO improved hepatic impaired lipogenesis and gluconeogenesis via reactivation of AMPK. AMPK and Sirtuin 1 (Sirt1) are closely associated with lipid metabolism and activate each other in a finely tuned network^38^. Phosphorylation of AMPK changes the nicotinamide adenine dinucleotide (NAD^+^) abundance and the NAD^+^/NADH ratio to upregulate Sirt1^39^, which in turn plays favorable roles in regulating hepatic lipid metabolism, hepatic oxidative stress, and hepatic inflammation through deacetylating some transcriptional regulators against the development of fatty liver diseases^40^. Treatment*s* that enhance AMPK*/*Sirt1 expression to inhibit ACC activity and to increase lipolysis and β*-*oxidation could improve NAFLD in HFD-fed mice^41,42^. In this study, we showed for the first time that ADAR2 KO induced the Sirt1/AMPK pathway in vivo. Moreover, ADAR2 KO reduced the expression of lipogenic genes such as SREBP1c, ACC, FAS, and SCD1 at protein levels and increased the mRNA levels of β-oxidation genes, including PPARα, PGC1α, and CPT1A.

Glucose metabolism is a very complex process regulated by many mechanisms. In this study, we used a T2DM mouse model to investigate the effects of ADAR2 KO on glucose metabolism in vivo. ADAR2 KO significantly reduced fasting blood glucose levels, suggesting that ADAR2 KO had an obvious regulatory role in glucose metabolism. Most glucose utilization and production are derived from hepatic gluconeogenesis in vivo. Hepatic gluconeogenesis is mainly regulated by some key enzymes, including PEPCK, G6Pase, fructose-bisphosphatase 1 (FBP1), and pyruvate carboxylase (PCX). As the rate-limiting enzymes of hepatic gluconeogenesis, the expressions of PEPCK and G6Pase were all significantly decreased in the liver of ADAR2 KO mice fed with HFD, which suggested that ADAR2 KO influenced hepatic gluconeogenesis. Additionally, we also found that ADAR2 KO could promote glycogen synthesis. CREB activity has been proposed to exert a key role in modulating hepatic gluconeogenesis^43^. Interestingly, activation of AMPK could also induce an increase in the phosphorylation level of GSK3β, which leads to an increase in the glycogen synthesis level^44^. The relative expression levels of p-AMPK/AMPK, p-GSK3β/GSK3β, and p-CREB/CREB were all significantly changed in ADAR2 KO mice fed with HFD. Taken together, our results suggested that ADAR2 KO could induce the downregulation of PEPCK and G6Pase activities to inhibit hepatic gluconeogenesis via the AMPK/CREB signaling pathway and promote glycogen synthesis by activating the AMPK/GSK3β signaling pathway.

NAFLD and T2DM are common comorbidities^45^, and hepatic steatosis often develops before insulin resistance, indicating a causal role of hepatic lipid accumulation in the pathogenesis of hepatic insulin resistance^46^. We found that ADAR2 KO increased hepatic insulin action without affecting the insulin sensitivity of other tissues and was sufficient to improve systemic insulin resistance and glucose intolerance. Previous studies have demonstrated that hepatic glycogen synthesis decreases during hepatic insulin resistance due to decreased PI3K/AKT signaling^47^. Our results showed that p-PI3K/PI3K protein expression was increased in the liver of ADAR2 KO mice fed with HFD compared with that of WT mice fed with HFD, indicating ADAR2 KO mice fed with HFD had better insulin sensitivity (Supplementary Fig. 8).

In conclusion, our study elucidates that ADAR2 plays an essential role in lipid metabolism and is also critically involved in the pathogenesis of NAFLD. Collectively, we demonstrated that ADAR2 KO ameliorates hepatic steatosis, reduces liver tissue weight and body weight, and significantly decreases lipid accumulation in the livers of obese mice by regulating the AMPK-mediated signaling cascade.

## Methods

### Animals

ADAR2^−/−^/ GluR-B^R/R^ mice were kindly provided by Prof. Bertrand CM Tan and maintained on a B6129S genetic background^24^. The heterozygous animals were intercrossed, producing the wild‐type (ADAR^+/+^/ GluR-B^R/R^) and homozygous mutant (ADAR2^−/−^/ GluR-B^R/R^) mice employed in this study. Under the care of National Cheng Kung University Institutional Animal Care, mice were housed (4–5 per cage) in a temperature- (temperature: 25  ±  2 °C; humidity: around 60–80%) and light-control environment under a 12:12 h light–dark cycle (lights on at 6:00 AM). All experimental procedures of animal studies were approved by the Institutional Animal Care and Use Committees (IACUC) of National Cheng Kung University (IACUC approval number: 106069). We have complied with all relevant ethical regulations for animal use. Male or female mice at the age of 5 weeks were randomly divided into two groups as follows: normal diet (ND) and high-fat diet (HFD) feeding groups. The ND mice were fed with a standard diet (Cat. #: 5010, LabDiet, St. Louis, MO, USA), and the HFD mice were fed a diet containing 60% kcal fat (Cat. #: 58Y1, TestDiet, St. Louis, MO, USA). The mice were grouped during experimentation. The experimental timelines and the details of the number of mice utilized in each experiment are listed in Supplementary Fig. 1.

### Intraperitoneal glucose tolerance test

Glucose tolerance was assessed by intraperitoneal glucose tolerance test (IPGTT)^48,49^. After 16-h fasting, mice were intraperitoneally injected with glucose solution (2 g/kg body weight). Blood samples were collected at 0,15, 30, 60, 90, and 120 min after injections. Glucose concentration was determined by using OneTouch® Ultra test strips and OneTouch® UltraEasy blood glucose meter (LifeScan, Milpitas, CA, USA).

### Intraperitoneal insulin tolerance test

Insulin tolerance was assessed by intraperitoneal insulin tolerance test (IPITT)^48,49^. Mice were given insulin (0.75 U/kg body weight) by intraperitoneal injection after 4-h fasting. Blood samples were collected from the tails of mice at 0, 30, 60, 90, and 120 min after insulin injection. Glucose concentration was determined by using OneTouch® Ultra test strips and OneTouch® UltraEasy blood glucose meter (LifeScan).

### Intraperitoneal pyruvate tolerance test

Pyruvate tolerance was assessed by intraperitoneal pyruvate tolerance test (IPPTT)^50^. Mice were intraperitoneally injected with sodium pyruvate (2 g/kg body weight) after 12-h fasting. Blood samples were collected from the tails of mice at 0, 30, 60, 90, and 120 min after sodium pyruvate injection. Glucose levels were measured by using OneTouch® Ultra test strips and OneTouch® UltraEasy blood glucose meter (LifeScan).

### Measuring fasting plasma levels of glucose and insulin

After 12-h fasting, the mice were anesthetized, and blood samples were collected from the cardiac puncture with heparinized capillary tubes. Plasma was collected after centrifuging the blood at 3000 × *g* for 10 min. Plasma glucose concentrations were measured by a commercial glucose-oxidase kit (Cat. #: 11538, BioSystems, Barcelona, Spain). Plasma insulin concentrations were measured by a commercial mouse insulin ELISA kit (Cat. #: 10-1247-01, Mercodia, Uppsala, Sweden).

### Calculating homeostasis model assessment insulin resistance index

The insulin resistance (IR) index was calculated as follows using the formula: fasting glucose (mM) × fasting insulin (mU/l)/22.5^48,49^.

### Circulating lipid concentration measurements

The plasma specimens were directly applied to commercial quantification colorimetric kits to detect the selected plasma lipid levels. Commercial quantification colorimetric kits were employed to measure the circulating triglycerides (K622-100, BioVision, Milpitas, CA, USA), free fatty acid (K612-100, BioVision), HDL (K613-100, BioVision) and LDL/VLDL (K613-100, BioVision).

### Cell culture and cell treatment

Human hepatocellular carcinoma cell line Huh7 was kindly provided by Prof. Ming-Hong Tai^51,52^ and cultured in DMEM medium supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 1% penicillin–streptomycin solution. The culture was maintained at 37 °C in a humidified 5% CO_2_ incubator. Huh7 cells were cultured in the presence or absence of 0.25 mM palmitic acid for 24 h and then used for the indicated assays. All the cell lines in this study were tested for mycoplasma. The cell lines with free contamination of mycoplasma were subjected to consequently experiments.

### Generation of ADAR2 knockdown (ADAR2 KD) Huh7 cells

ADAR2 knockdown cells were established by using shRNA lentiviral transduction, followed by puromycin selection. The pLKO-ADAR2-shRNA1 (5’CCCGTGATGATCTTGAACGAA3’), pLKO-ADAR2-shRNA2 (5’ CGGAGATCCTTGCTCAGATTT 3’) and pLKO-ADAR2-shRNA3 (5’ CCCAGGACTCAAGTATGACTT 3’) constructs were used for the lentivirus packaging.

### Oil Red O staining

Lipid droplet formation in cultured Huh7 cells was tested by using Oil Red O staining^53^. Huh7 cells were placed on coverslips overnight and then treated with 0.25 mM PA for 24 h. After PA treatment, cells were washed in PBS and then fixed in 4% paraformaldehyde for 30 min. The sample was briefly washed in isopropanol and stained with 60% Oil Red O solution (Sigma, Cat. #: 00625) for 1 h. The stained cells were washed in distilled water. The sample was then counterstained with hematoxylin (Leica, Cat #: 3801522) for 1 min and then observed under a bright field microscope.

### Antibodies, chemicals, immunoblotting

Antibodies against ACC (Cat. #: 3676), AKT (Cat. #: 9272), phospho-AKT (Cat. #: 4060), AMPKα (Cat. #: 5831), phospho-AMPKα (Cat. #: 2535), CREB (Cat. #: 9197), phospho-CREB (Cat. #: 9198), GSK3β (Cat. #: 5676), phospho-GSK3β (Cat. #: 9327), FAS (Cat. #: 3180), PEPCK (Cat. #: 12940), SCD1 (Cat. #: 2794), sirt1 (Cat. #: 8469) were from Cell Signaling Technology. Antibodies against G-6-P (Cat. #: ab83690) were from Abcam. Antibodies against GAPDH (Cat. #: MA5-15738) were from Thermo Fisher. Antibodies against SREBP-1(Cat. #: sc-13551) were from Santa Cruz. For western blotting, liver tissue specimens of mice were lysed with ice-cold commercial tissue protein extraction reagent (Cat. #: 78510, Thermo Fisher Scientific, Waltham, MA, USA) containing complete protease inhibitor cocktail tablets (Cat. #: 04693132001, Roche, Basel, Switzerland). Protein concentrations were measured by a Bio-Rad protein assay. An equal amount of protein lysates was separated by SDS–PAGE and then transferred to a nitrocellulose membrane (Cat. #: S80209, Pall Life Science, Port Washington, NY, USA). Membranes were blocked in blocking buffer and then incubated with primary antibodies, washed, and incubated with the corresponding horseradish peroxidase-conjugated secondary antibodies (Cat. #: 115-035-003 and 111-035-003, Jackson ImmunoResearch, West Grove, PA, USA), and visualized with western blotting luminol reagent (Cat. #: sc-2048, Santa Cruz Biotechnology, Inc.). Bands in the immunoblots were quantified by using ImageQuant LAS 4000 (GE Healthcare, Chicago, IL, USA).

### Analysis of tissue lipid droplets

Liver, white adipose tissue (WAT), and brown adipose tissue (BAT) isolated from mice (*n* = 5) were fixed at 4% paraformaldehyde, embedded in paraffin, and cut into 5 μm sections. Specimens were deparaffinized, hydrated, and stained as a usual method with standard hematoxylin and eosin staining (H&E). The analysis was done with the measurement tool within the ImageJ software. For each mouse, 500–1000 lipid droplets were counted. Five random fields per tissue were evaluated.

### In vivo insulin sensitivity in mice

Mice were fasted for 24 h and then given five units of insulin (Novo Nordisk, Bagsvaerd, Denmark) in the inferior vena cava. Tissues (liver (WAT) and muscle (BAT)) were harvested from the injected animals in each group after 5 min and snap frozen. Whole-cell extracts were prepared from each tissue to measure insulin-dependent phosphorylation of Akt by western blot analysis.

### Isolation of mouse primary hepatocytes

Primary hepatocytes were isolated from the livers of 6- to 8-week-old male mice by a two-step collagenase perfusion process. Briefly, after anesthetization, mice were perfused through the portal vein with Ca^2+^ and Mg^2+^ free Hank’s balanced salt solution (HBSS) with 0.5 mM EGTA and then perfused with HBSS containing collagenase type I. After digestion, the livers were excised, minced, and filtered through a 100-µm cell strainer. Hepatocytes were separated by centrifugation at 100 × *g* for 5 min two times. The obtained hepatocytes were resuspended in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin and seeded on collagen-coated dishes (BD Falcon, 35 mm).

### Glucose production assay

Cells were washed twice with PBS to remove glucose and incubated in 500 µl glucose-free culture medium with and without 2 mM pyruvate, and 20 mM lactate for 4 h. Glucose concentrations were measured with glucose oxidase assay kit (BioSystems, Cat: #11538) and normalized with protein concentrations. Protein content was determined using a Bio-Rad protein assay.

### Glucose uptake assay

Glucose uptake assay was performed by using a glucose uptake cell-based assay kit (Cayman, Cat: #600470) according to the manufacturer’s instructions. After cells were cultured with 0.25 mM PA in glucose-free culture medium for 24 h, cells were treated with or without 200 nmol/l insulin for 30 min. Glucose uptake was performed by incubation with a glucose-free culture medium containing 2-NBDG (200 μg/ml) for 30 min and terminated by treatment with cell-based assay buffer before detecting fluorescein (excitation/emission = 485/535 nm).

### Liver glycogen content

Livers isolated from mice (*n* = 5) were fixed at 4% paraformaldehyde, embedded in paraffin. Livers were sectioned at 5 μm and afterward deparaffinized and rehydrated. The Periodic Acid–Schiff (PAS) stain was performed with periodic acid and Schiff reagent (Sigma-Alddrich, Cat: #101646).

### RNA isolation and transcriptome sequencing

TRIzol reagent (Invitrogen) was used for RNA extraction, and cDNA libraries were prepared based on the MGIEasy RNA Directional Library Prep Kit Guide (MGI Tech, Cat. 1000006385). Equal concentrations of each library were sequenced using a DNBSEQ-G400RS (MGI Tech) platform to create pair-end 100-bp reads. Quality assessment and trimming of the generated sequences were done by the RNA-seq alignment tool from MGI Tech, followed by alignment to the mouse reference genome (mm10). The expression levels of genes in each sample and the corresponding fold changes were estimated by Partek Genomics Suite with GENCODE annotation. Relative expression of each gene is represented by counts per million (CPM). Partek Genomics Suite and statistical package were used for the statistical analysis, hierarchical clustering differential expression analysis.

### Gene ontology (GO) analysis

To further analyze the differences in gene functions and pathways between WT mice fed HFD and ADAR2 KO mice fed with HFD, Gene Ontology (GO) was performed on the upregulated genes (Log fold change ≥ 1) in DEGs using the *enrichGO* function in the clusterProfiler package in R (v4.8.1). The significant enrichment terms were obtained by Benjamini-Hochberg (BH) with an adjusted *p*-value < 0.05.

### Gene set enrichment analysis

We used GSEA Desktop Application v4.3.2 to perform gene set enrichment analysis (GSEA) for our datasets. We chose the mouse collections MH, M2, and M5 gene sets from the Molecular Signatures Database (MSigDB v2023.1.Mm), and the phenotype label was set as HW (WT mice) vs. HK (KO mice). The minimum and maximum criteria for gene sets from the collection were between 15 and 500 genes, and the upregulated pathways were defined by an enrichment score (ES) > 0 and the downregulated pathways were defined by ES < 0, respectively.

### Real-time quantitative PCR analysis

Total RNAs were extracted using TRIzol Reagent (Cat. #: 15596018, Ambion, Life Technologies Corporation). The reverse transcription reaction was performed on 2 μg of RNA using SuperScript III First-standard Synthesis System (Cat. #: 18080-051, Invitrogen) with random hexamer primers according to the manufacturer’s directions. SYBR Green (Cat. #: 4385612, Thermo Fisher Scientific) was used to quantify the PCR amplification products. The expression levels of the target mRNA were measured using a real-time PCR system (Applied Biosystems, Thermo Fisher Scientific). The target mRNA levels were normalized to the levels of the housekeeping gene β-actin, which was used as the endogenous control. The sequences of the primers are listed in Supplementary Table 1.

### Statistical analysis

All data were plotted and reported as mean ± standard error of the mean (SEM). Significance was set at *p* < 0.05. Student’s *t* test was adopted to analyze the data sets with a single factor (HFD effect). The body weight and energy intake of mice were analyzed using repeated measured two-way ANOVA. Ordinary two-way ANOVAs were used to analyze the results with two factors (HFD and ADAR2 KO). Sidak’s post-hoc test was used to perform multiple comparison analyses after the two-way ANOVAs. Statistical analyses were performed with GraphPad Prism 8.0 (GraphPad Software, Inc., San Diego, CA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The gene expression profile reported in this paper has been deposited in the Gene Expression Omnibus (GEO) database (GSE261185). The Source data are provided in Supplementary Data 1. Images of uncropped blots are provided in Supplementary Fig. 9. The data underlying this article will be shared on reasonable request to the corresponding author.

# Supplementary material for: Deficiency of ADAR2 ameliorates metabolic-associated fatty liver disease via AMPK signaling pathways in obese mice
**Source:** Commun Biol. 2024 May 17;7:594. doi: 10.1038/s42003-024-06215-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Deficiency of ADAR2 ameliorates metabolic-associated fatty liver disease via AMPK signaling pathways in obese mice**

†Mei-Lang Kung<sup>1</sup>, †Siao Muk Cheng<sup>2</sup>, Yun-Han Wang<sup>3</sup>, Kai-Pi Cheng<sup>4</sup>, Yu-Lin Li<sup>3</sup>, Yi-Tsen Hsiao<sup>3</sup>, Bertrand Chin-Ming Tan<sup>5,6,7,8</sup>, Yun-Wen Chen<sup>3\*</sup>

† These authors contributed equally

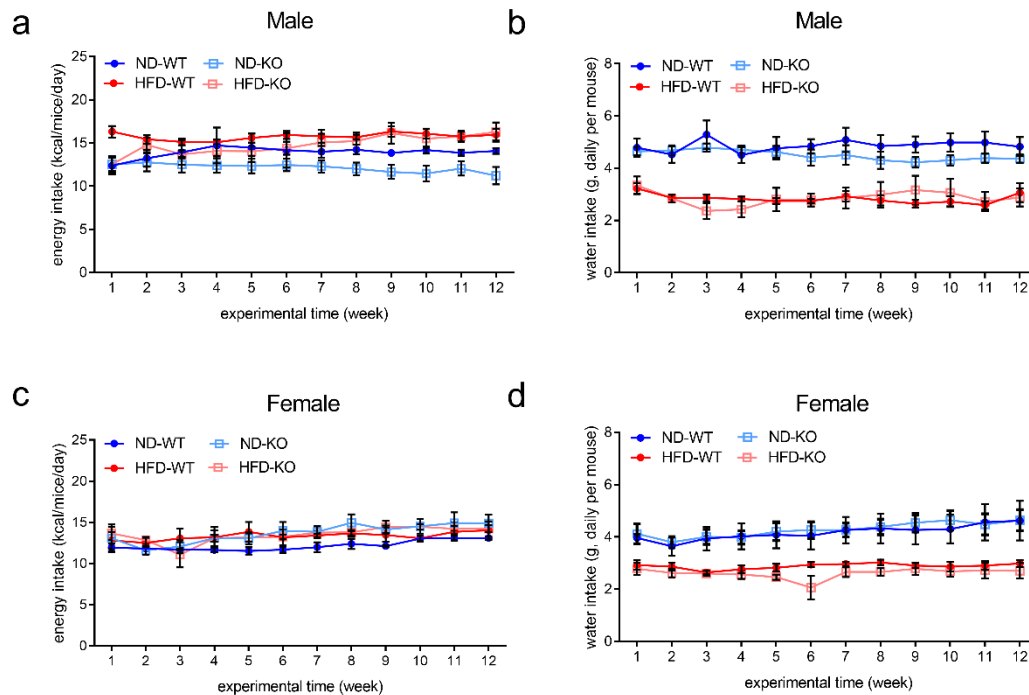

**Supplementary Figure S2. Effects of ADAR2 KO on energy intake and water intake.** Physiological parameters in both male and female mice from the age of 5 weeks to 17 weeks. n=18 mice, 5 cages (a,c) energy intake calculated based on food consumption per week (kCal/week); (b,d) water intake calculated based on water consumption per week

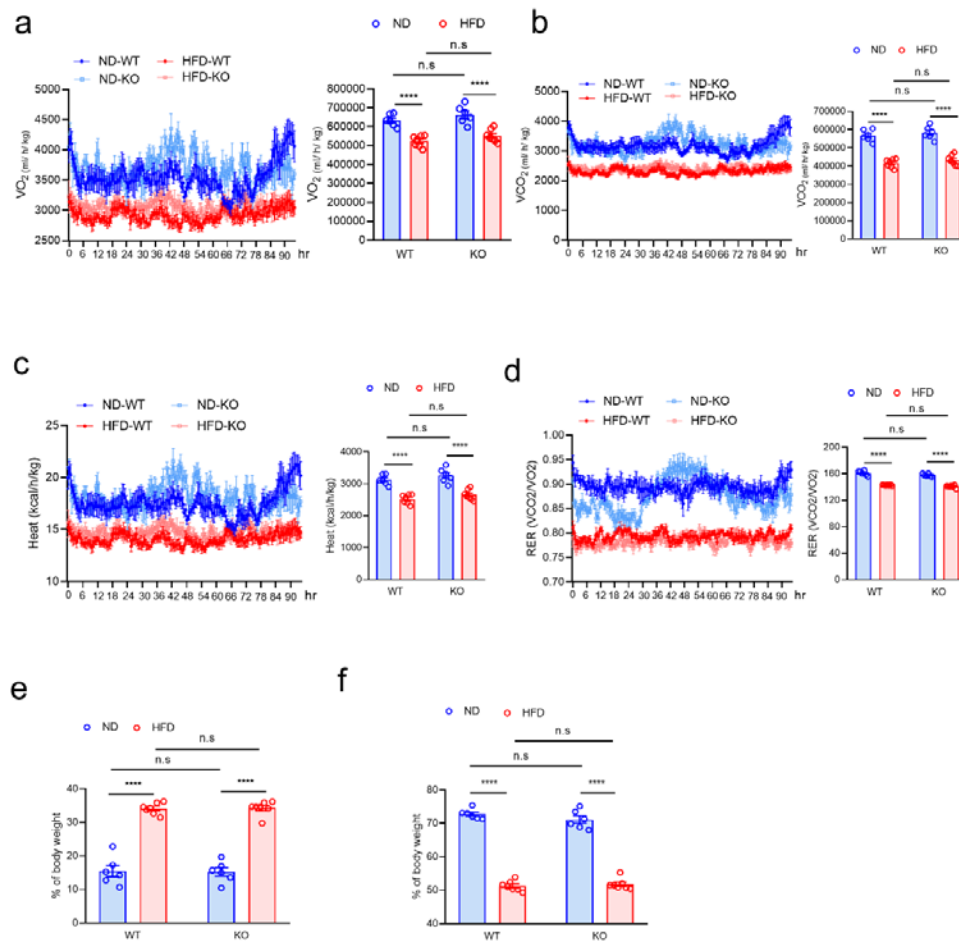

**Supplementary Figure S3.** There was no significant difference on oxygen consumption, carbon dioxide generation, respiratory exchange ratio, energy expenditure/heat generation, lean mass, and fat mass of ADAR2-KO male mice fed with HFD when compared with WT male mice fed with HFD. (a) Oxygen consumption, (b) carbon dioxide generation, (c) energy expenditure, (d) respiratory exchange ratio, (e) fat mass, and (f) lean mass of WT littermates and ADAR2 KO mice fed with either ND or HFD are shown. All data are expressed as mean  $\pm$  S.E.M. Tukey's multiple comparison test after the two-way ANOVA was conducted for (a)- (f). \*ND-WT group versus HFD-WT group or ND-KO group versus HFD-KO group; \*\*\*\*p < 0.0001; n.s, not significant. n=6-7 mice

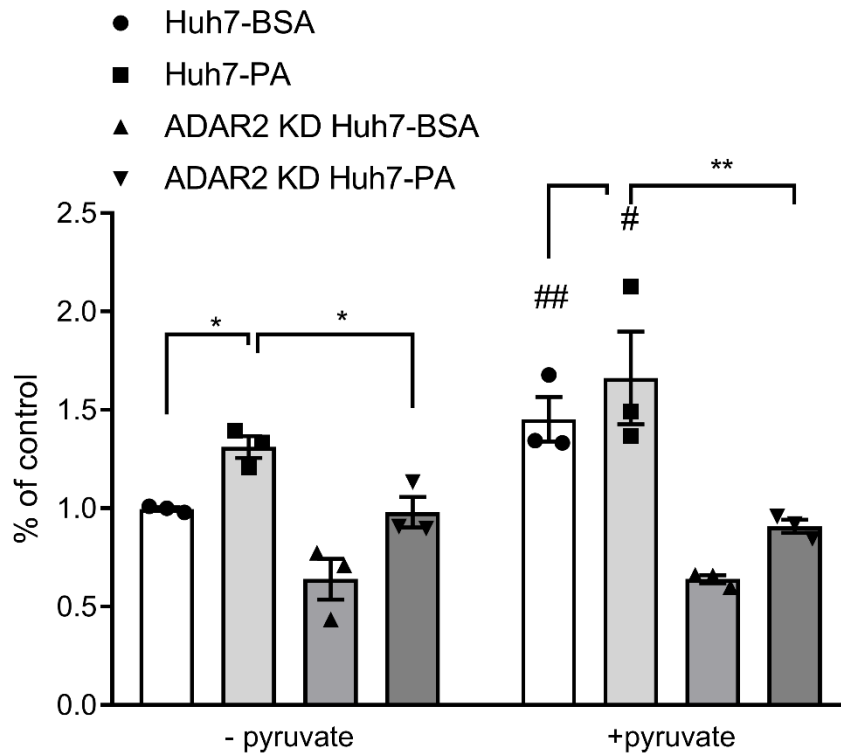

**Supplementary Figure S4. Pyruvate-induced glucose production in ADAR2-deficient Huh7 cells.** ADAR2-deficient Huh7 cells were treated with 0.25 mM PA for 24 hr. After PA treatment, cells were stimulated with or without pyruvate, and glucose production levels were measured by a glucose oxidase assay kit. Results are derived from three independent experiments performed in triplicate. \* $p < 0.05$ , \*\*\*\* $p < 0.001$ , # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$ , vs. without pyruvate group,

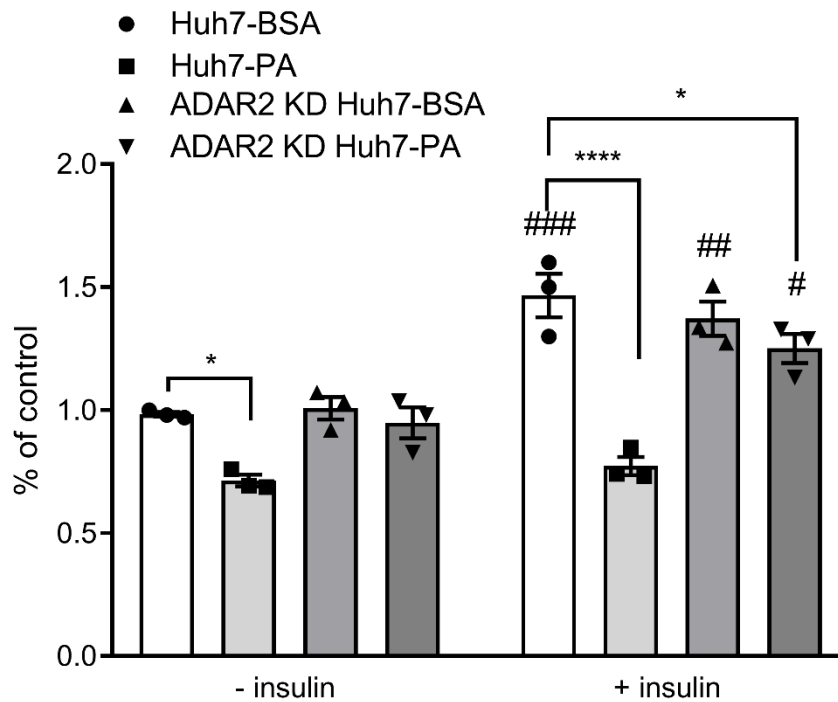

**Supplementary Figure S5. Insulin- stimulates glucose uptake in ADAR2-deficient Huh7 cells.** ADAR2-deficient Huh7 cells were treated with 0.25 mM PA for 24 hr. After PA treatment, cells were stimulated with or without insulin, and glucose uptake levels were measured by a glucose uptake cell-based assay kit. Results are derived from three independent experiments performed in triplicate. \*p < 0.05, \*\*\*\*p < 0.001, #p < 0.05, ##p < 0.01, ###p < 0.001, vs. without insulin group,

a

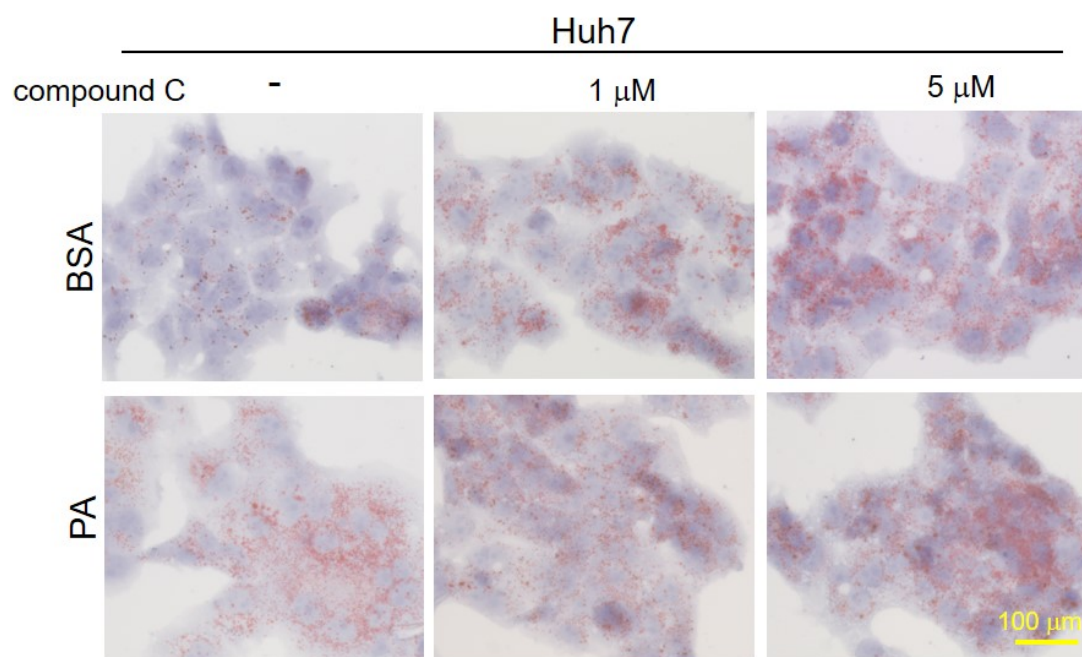

b

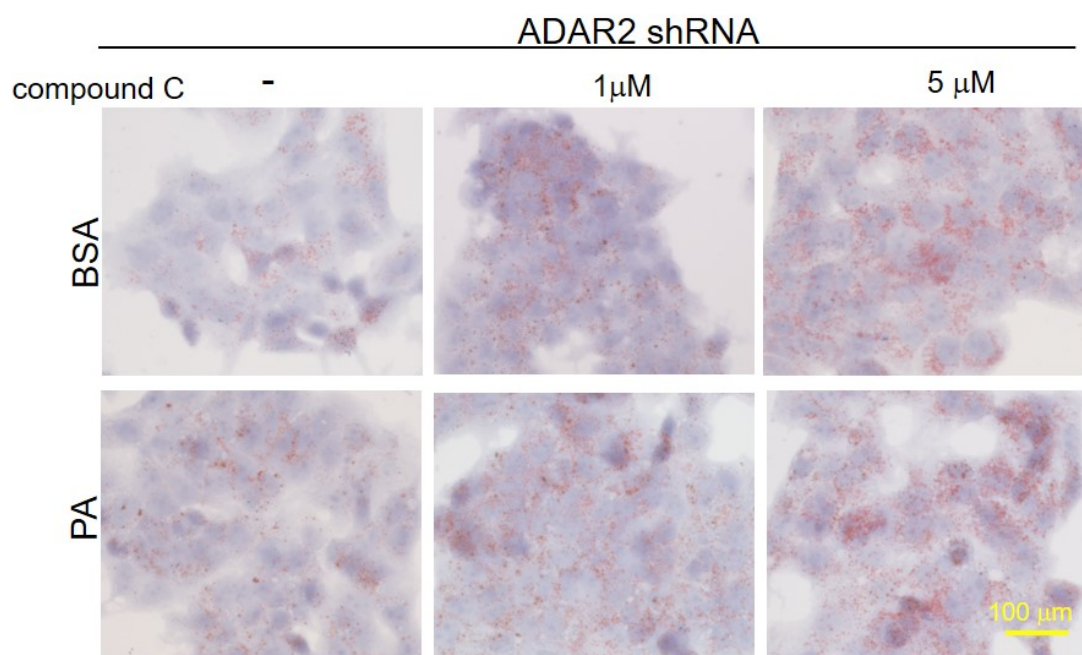

C

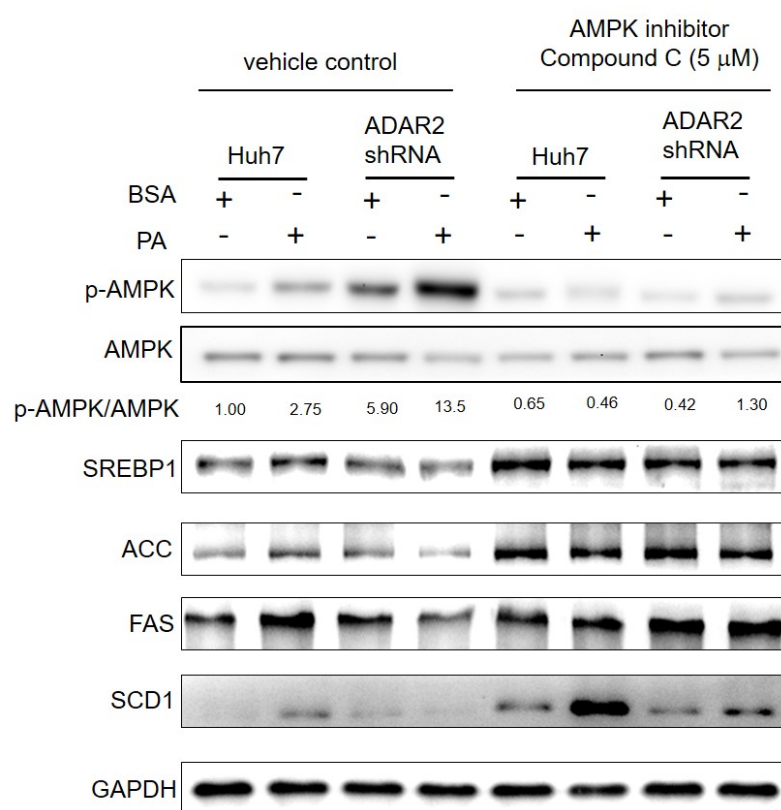

**Supplementary Figure S6.** Inhibition of AMPK by compound C increases ADAR2-mediated reduced hepatic lipogenesis. (a) Representative Oil red O image of lipid drop accumulation in Huh7 cells stimulated with palmitic acid (PA) (0.25 mM) with or without compound C for 24 hours. (n=3, three independent experiments). (b) Representative Oil red O image of lipid drop accumulation in ADAR2-deficient Huh7 cells stimulated with palmitic acid (PA) (0.25 mM) with or without compound C for 24 hours. (n=3, three independent experiments). Scale bars=100  $\mu$ m. (c) Western blot of de novo lipogenesis-related protein in Huh7 cells or ADAR2-deficient Huh7 cells stimulated with palmitic acid (PA) (0.25 mM) with or without for 24 hours (n =3, three independent experiments).

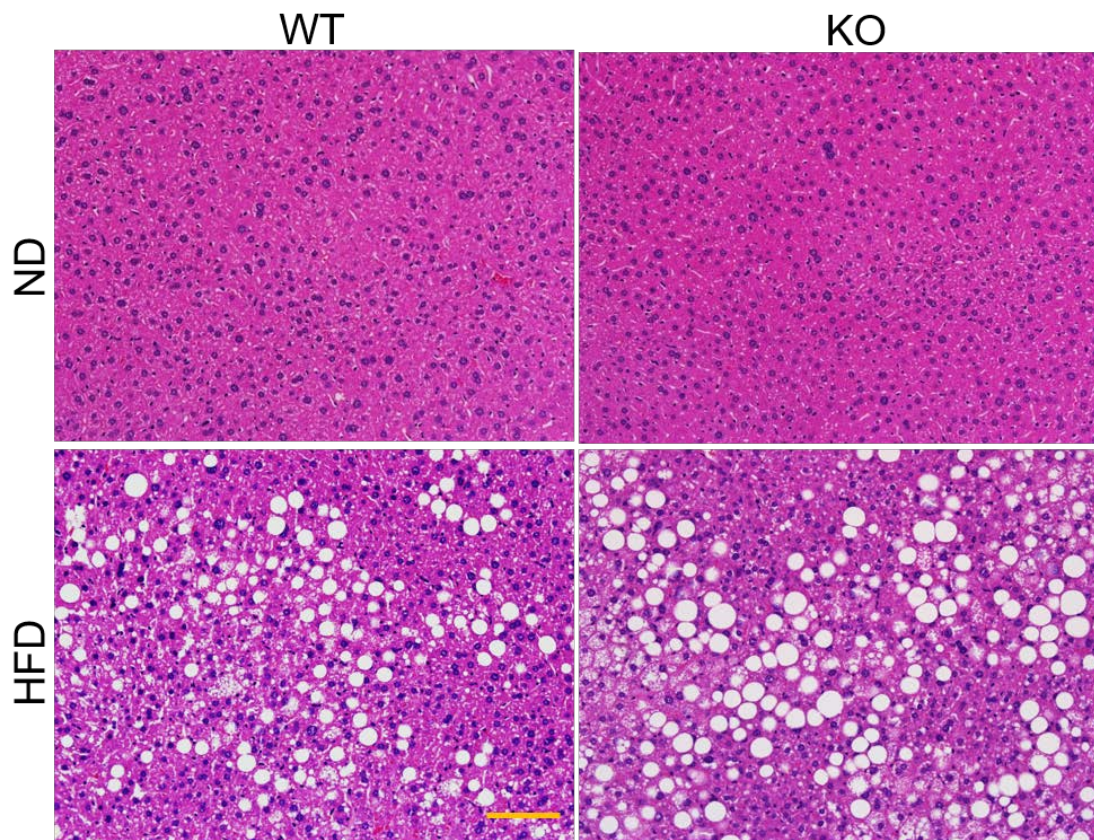

**Supplementary Figure S7. Effects of ADAR2 KO on lipid accumulation in the liver of female mice.** Representative H&E staining of the liver from WT and ADAR2 KO female mice fed with ND or HFD is shown (n = 8 mice/group). Scale bars=100  $\mu$ m.

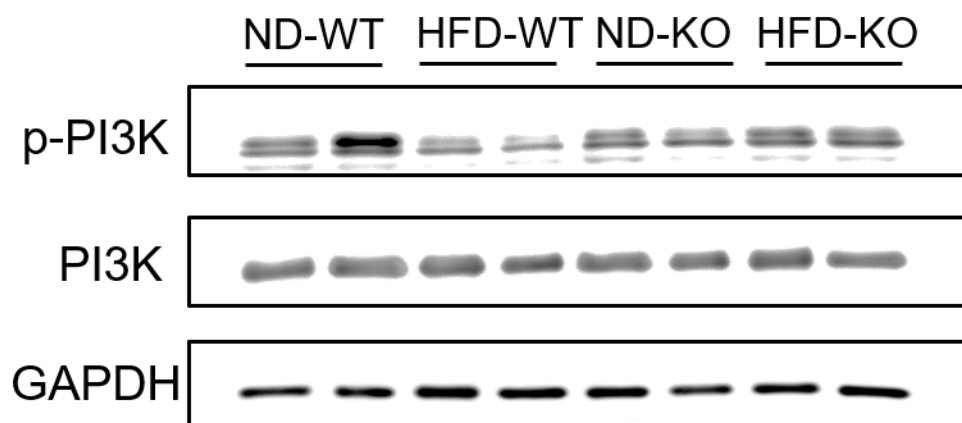

**Supplementary Figure S8. ADAR2 KO mice fed with HFD showed increased protein expression of p-PI3K/PI3K in the liver compared with that of WT mice with HFD.** Relative protein expression levels of p-PI3K and PI3K in the livers were determined by western blotting. n = 6 per group.

Supplementary Figure S9. Images of uncropped blots

Figure 1a

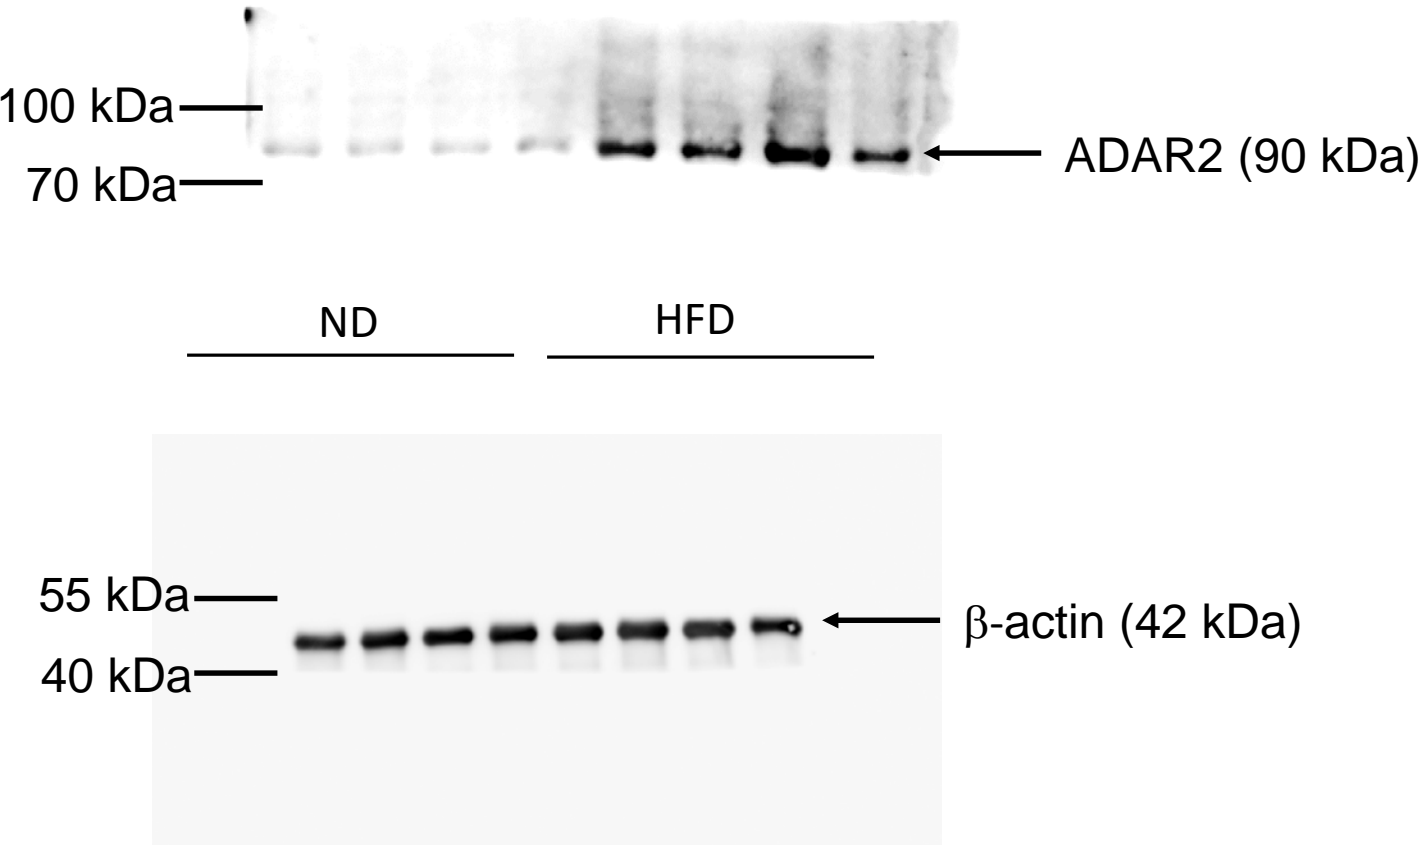

Figure 1b

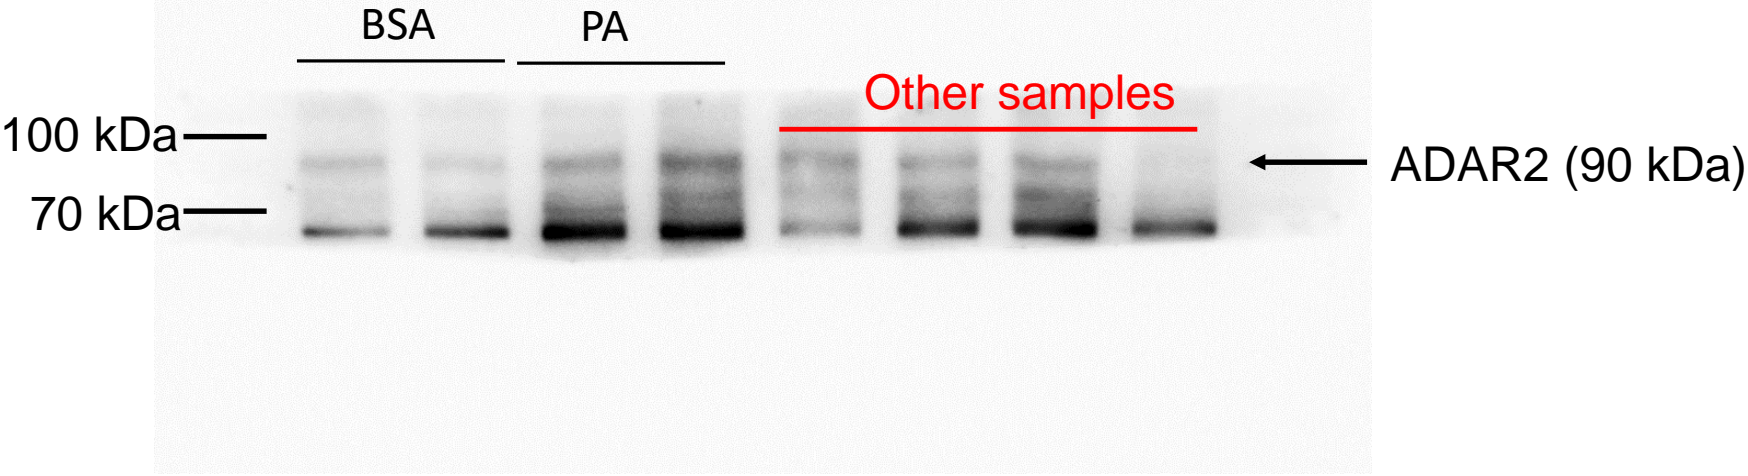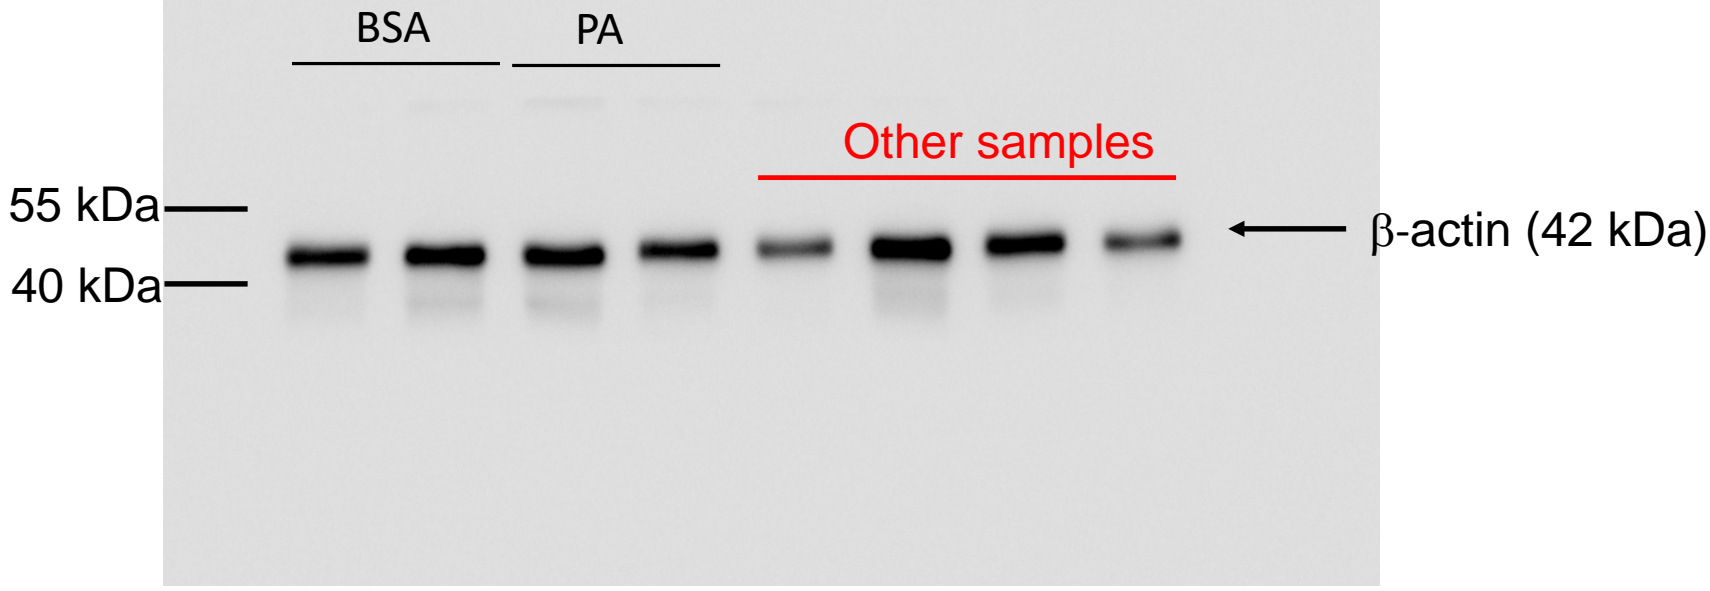

Figure 1c

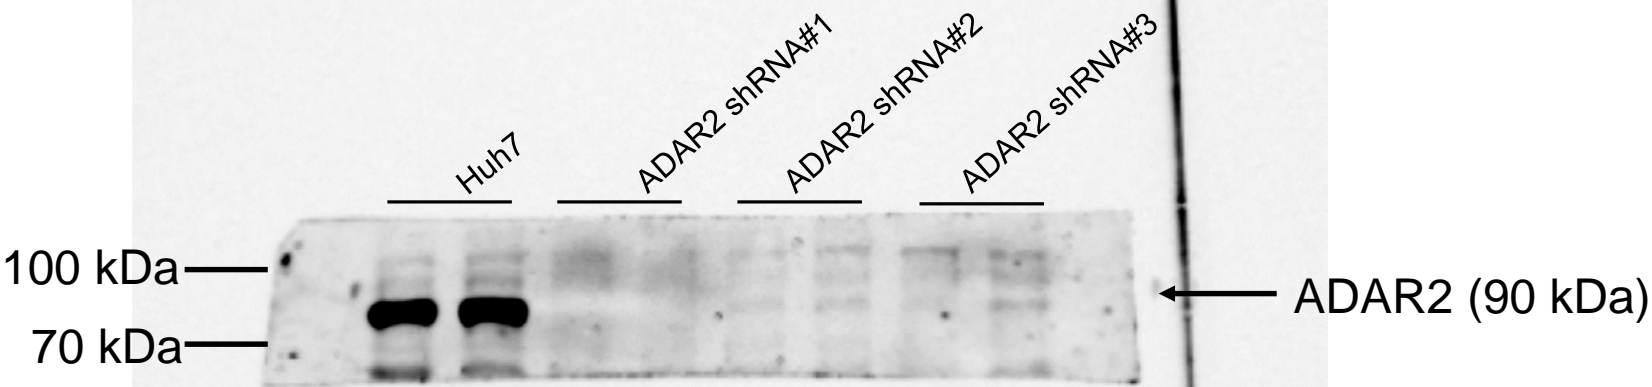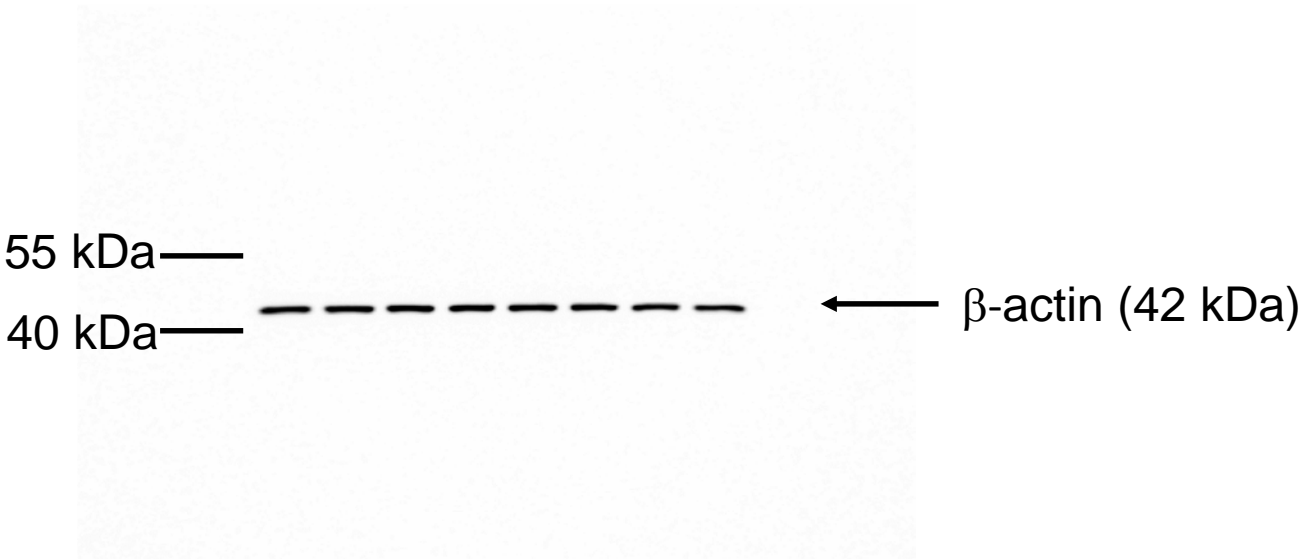

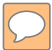

Figure 1e

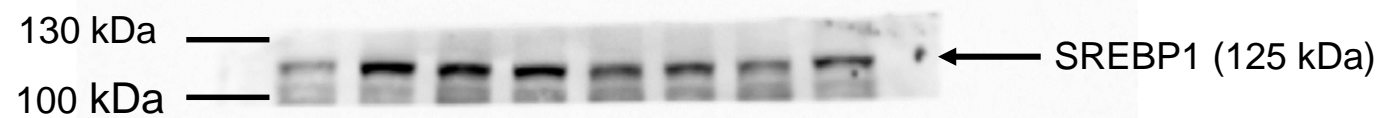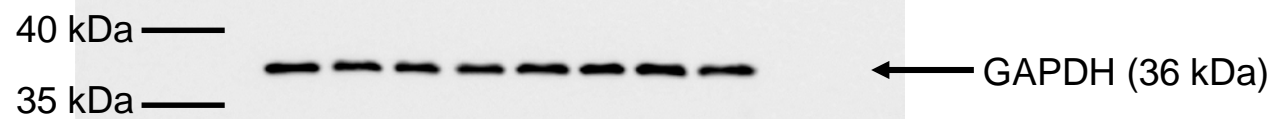

Figure 1e

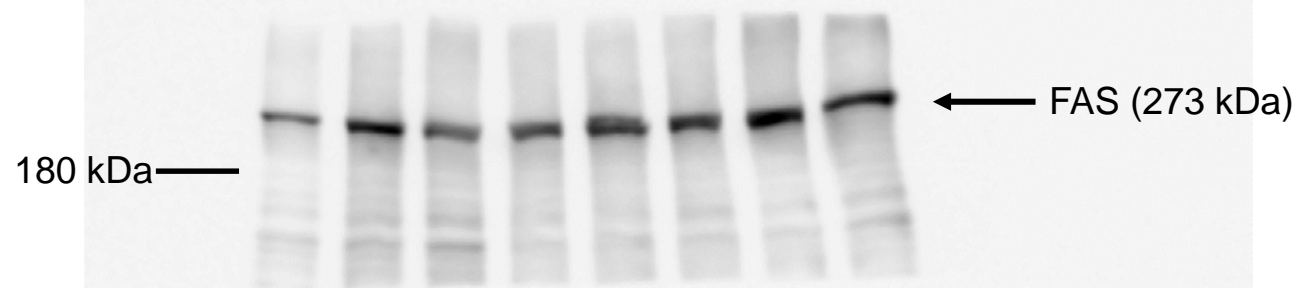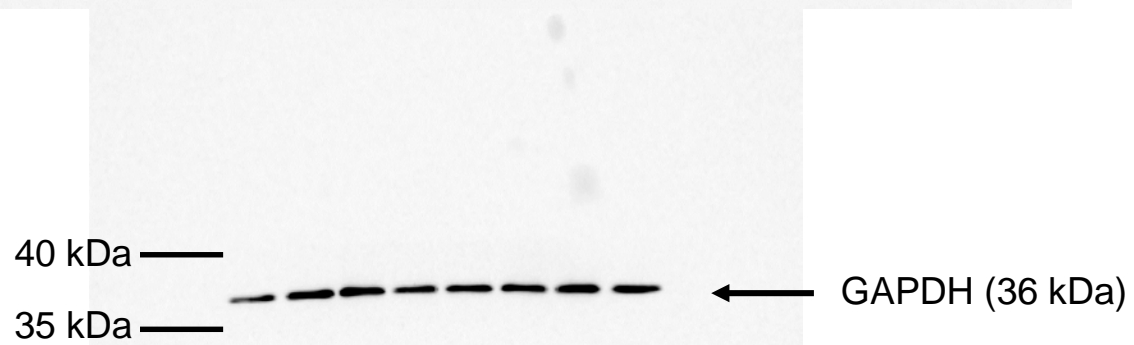

Figure 1e

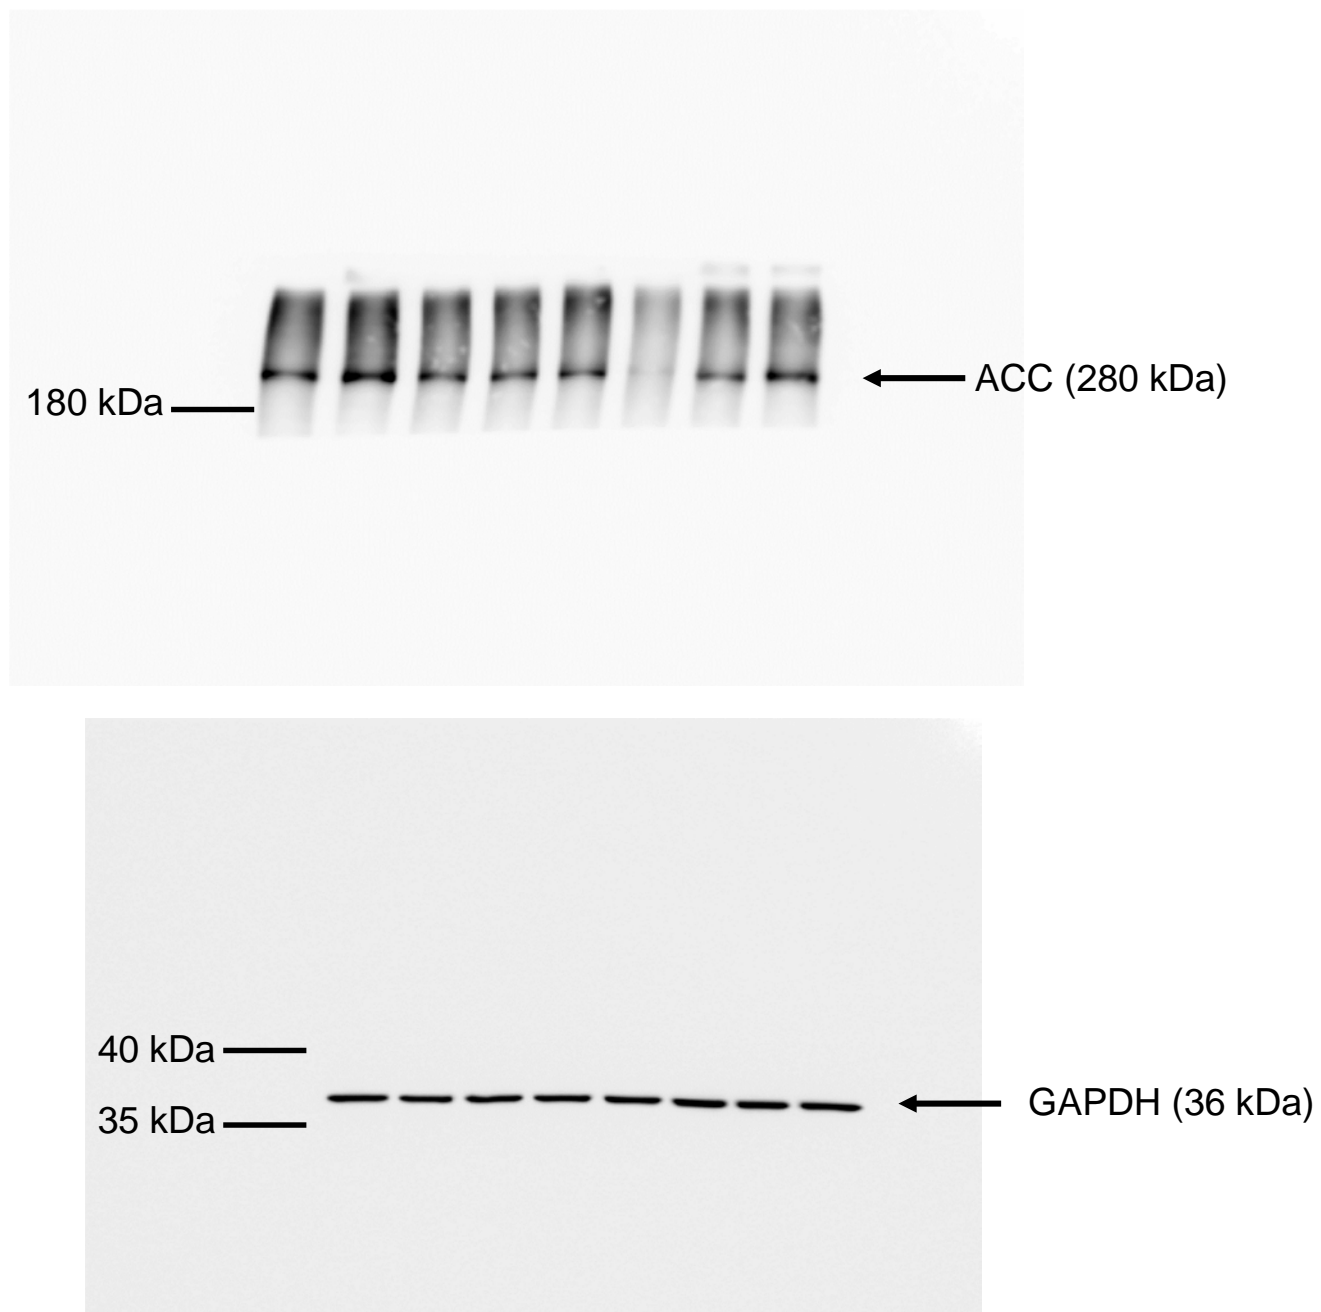

Figure 1e

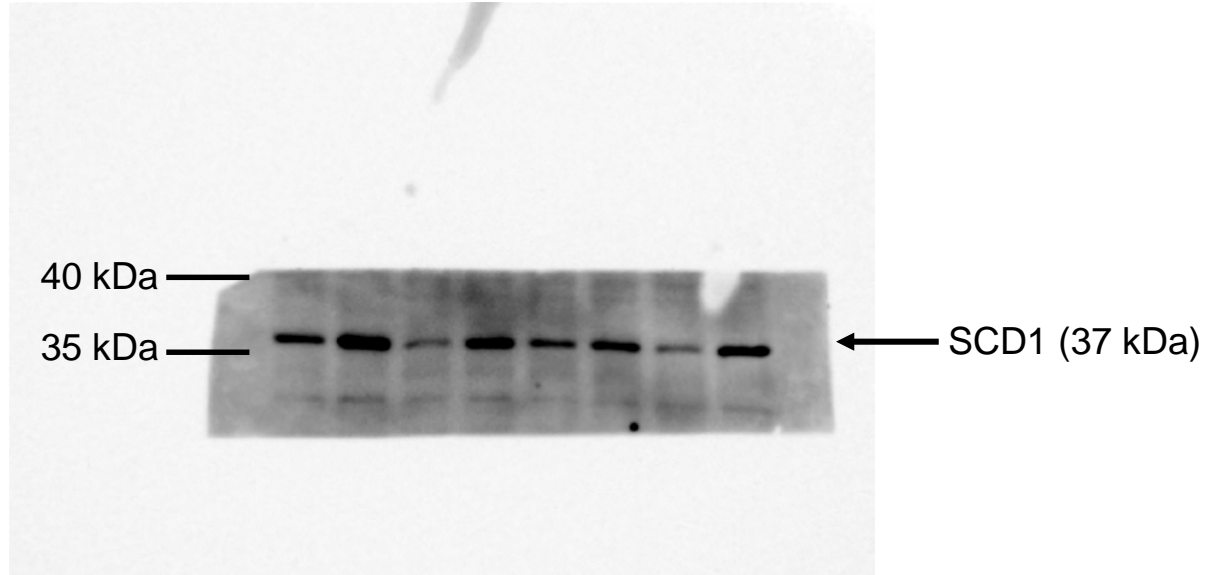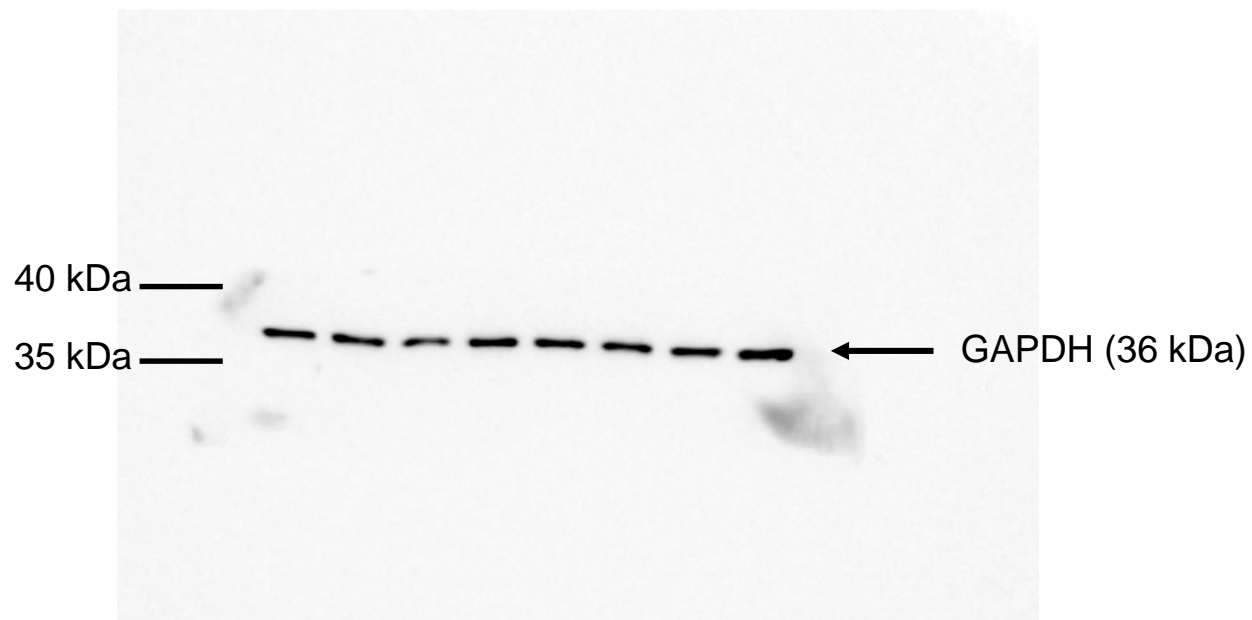

 Figure 4c

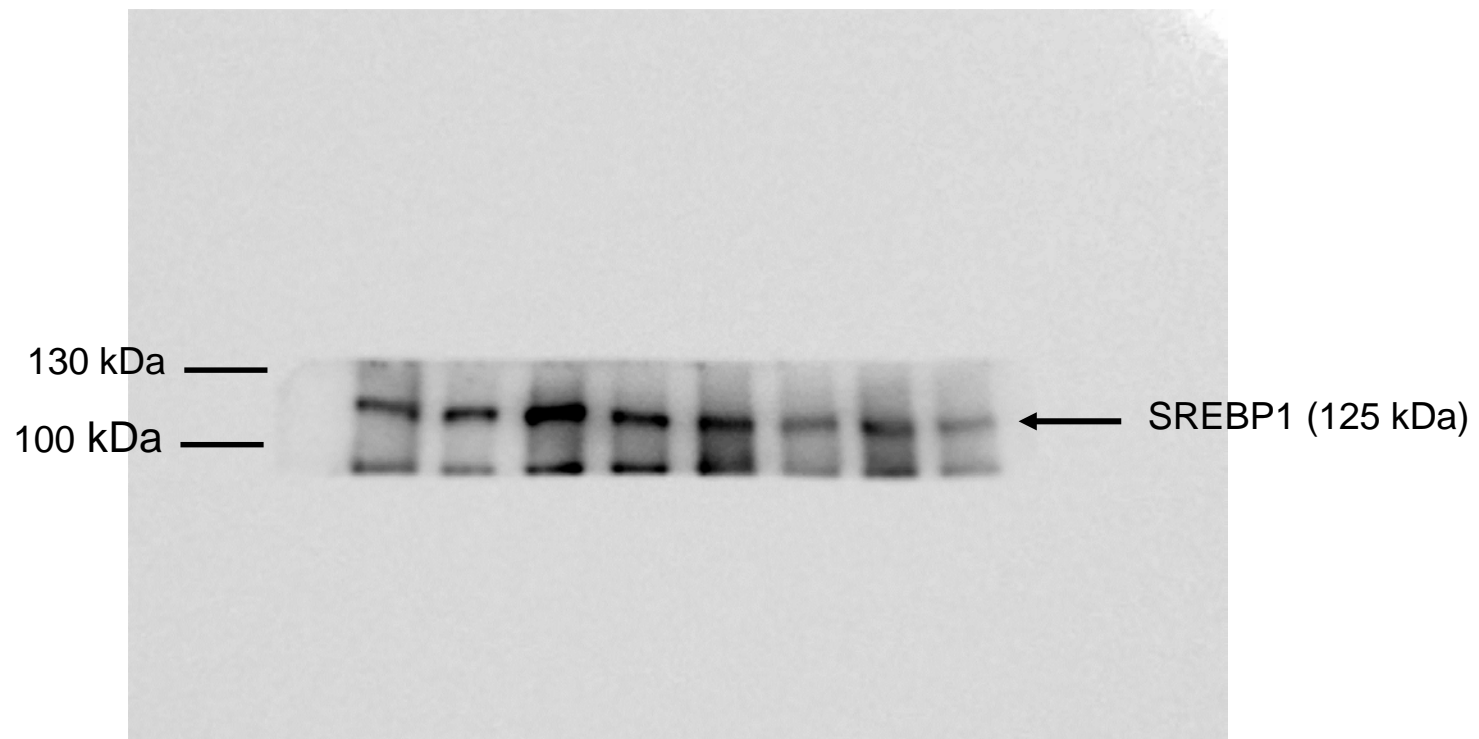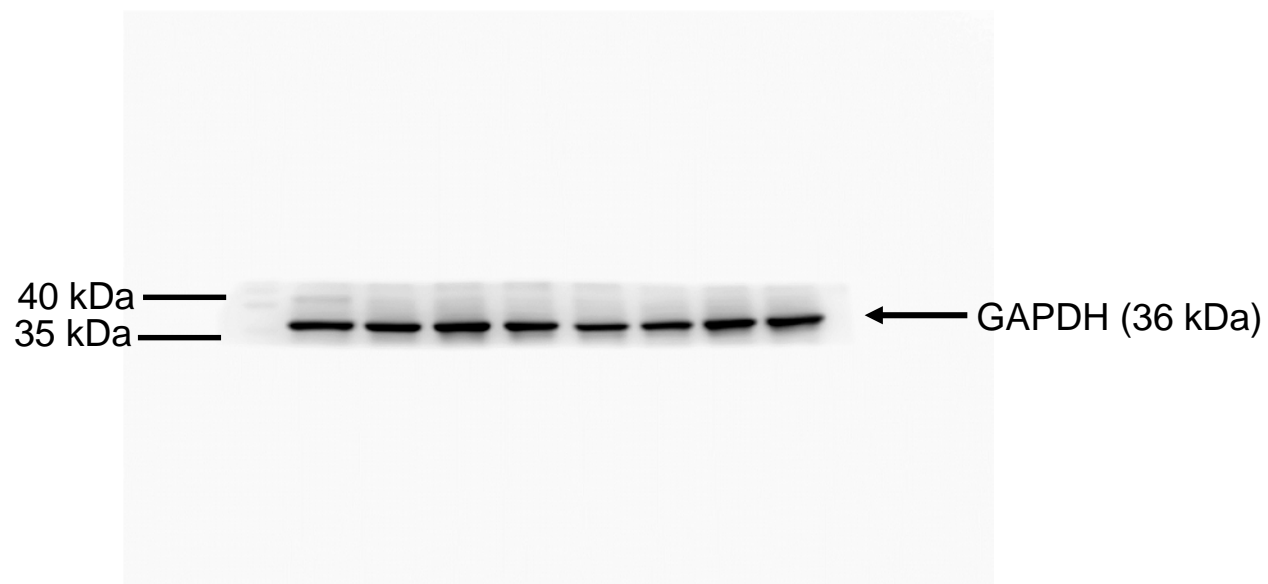

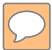

Figure 4c

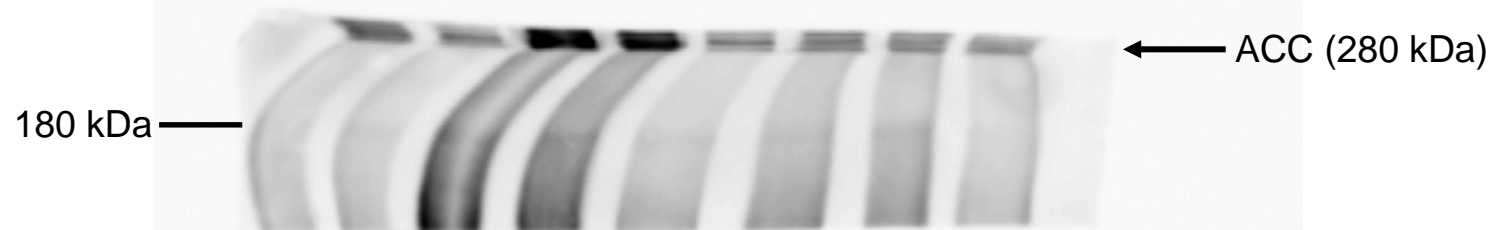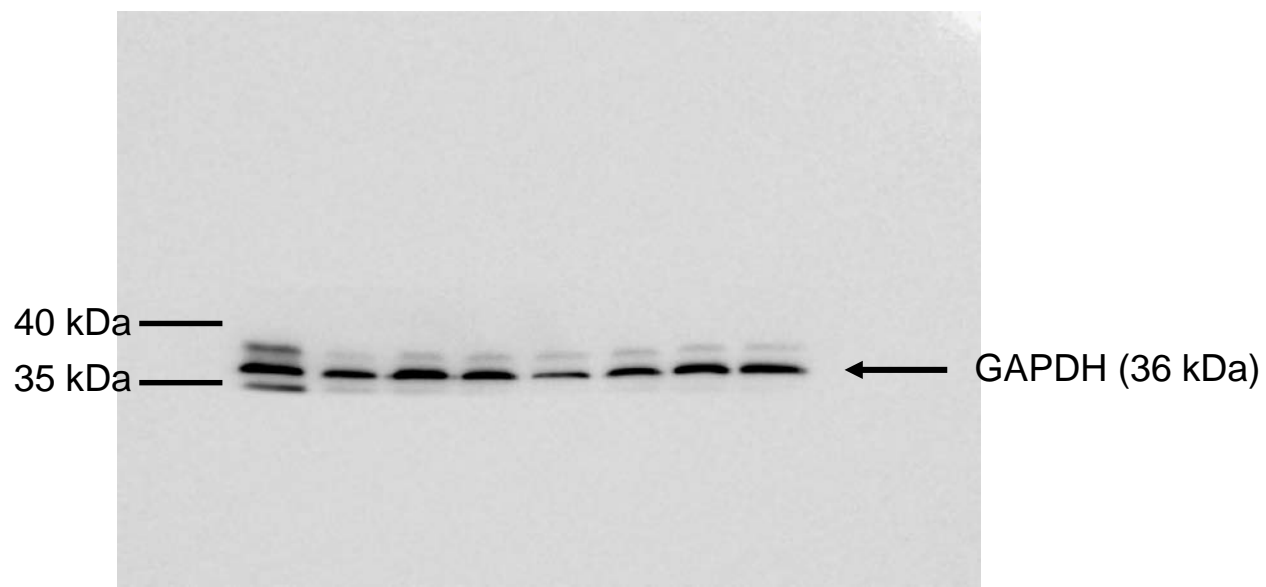

Figure 4c

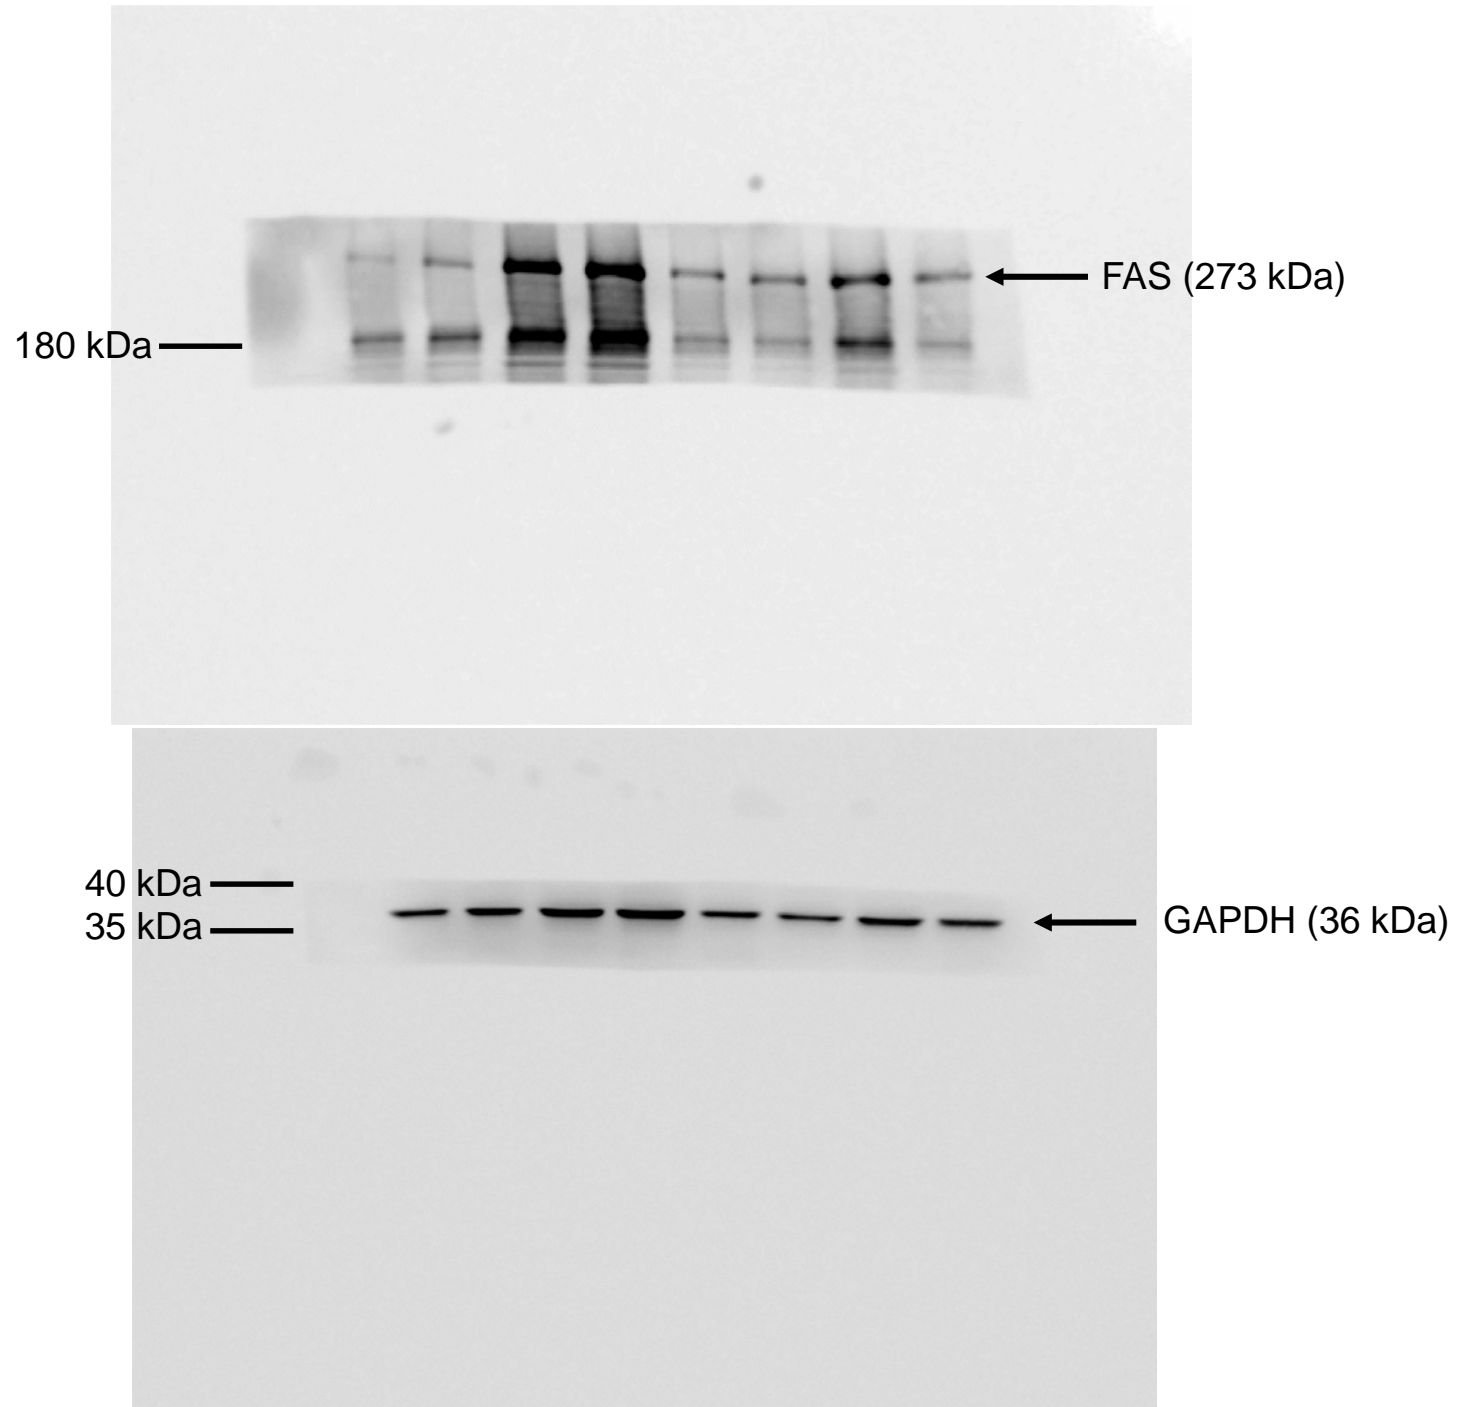

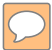

Figure 4c

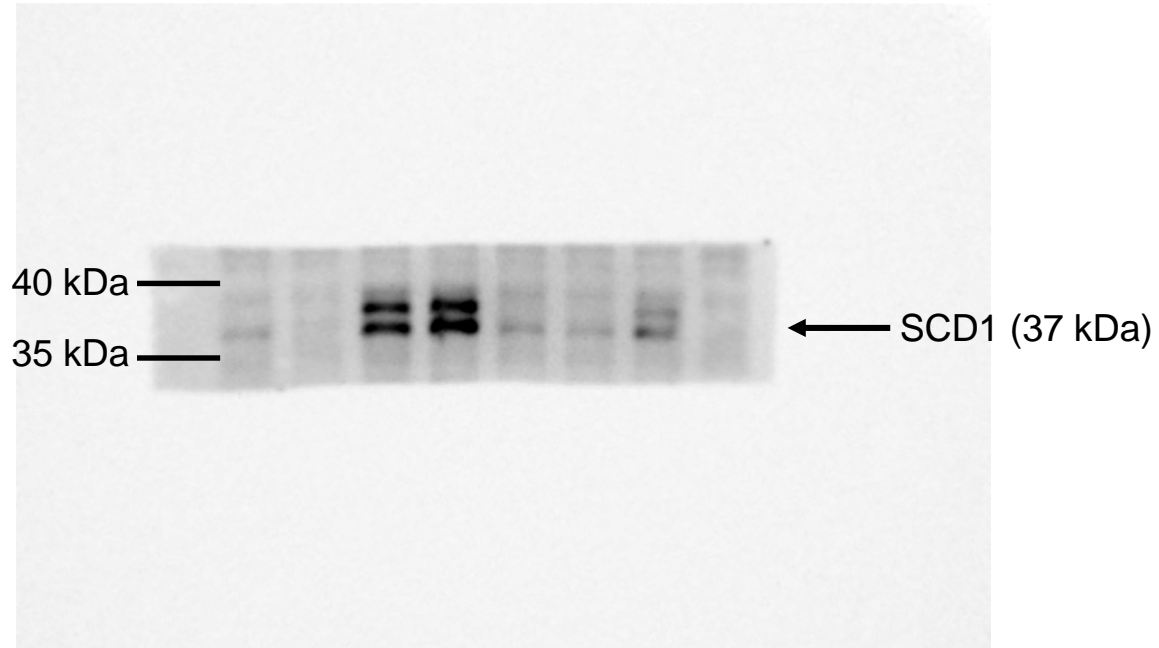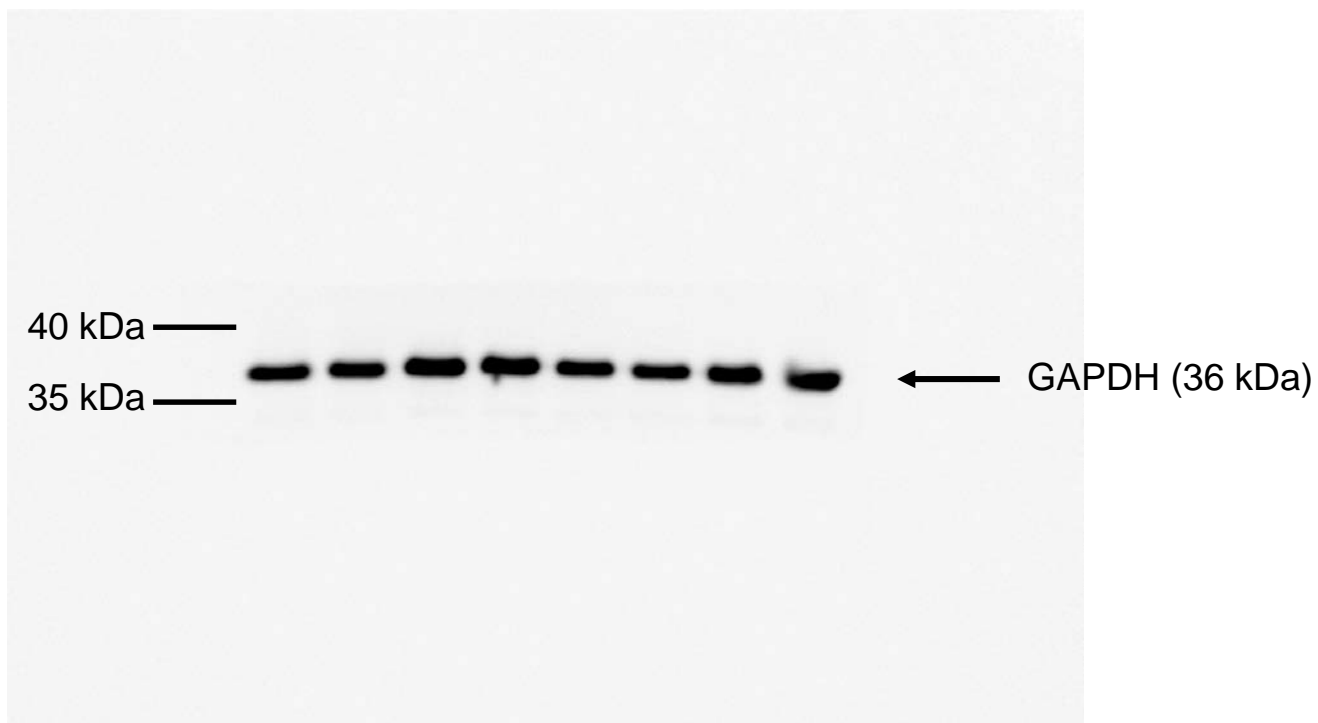

Figure 5a

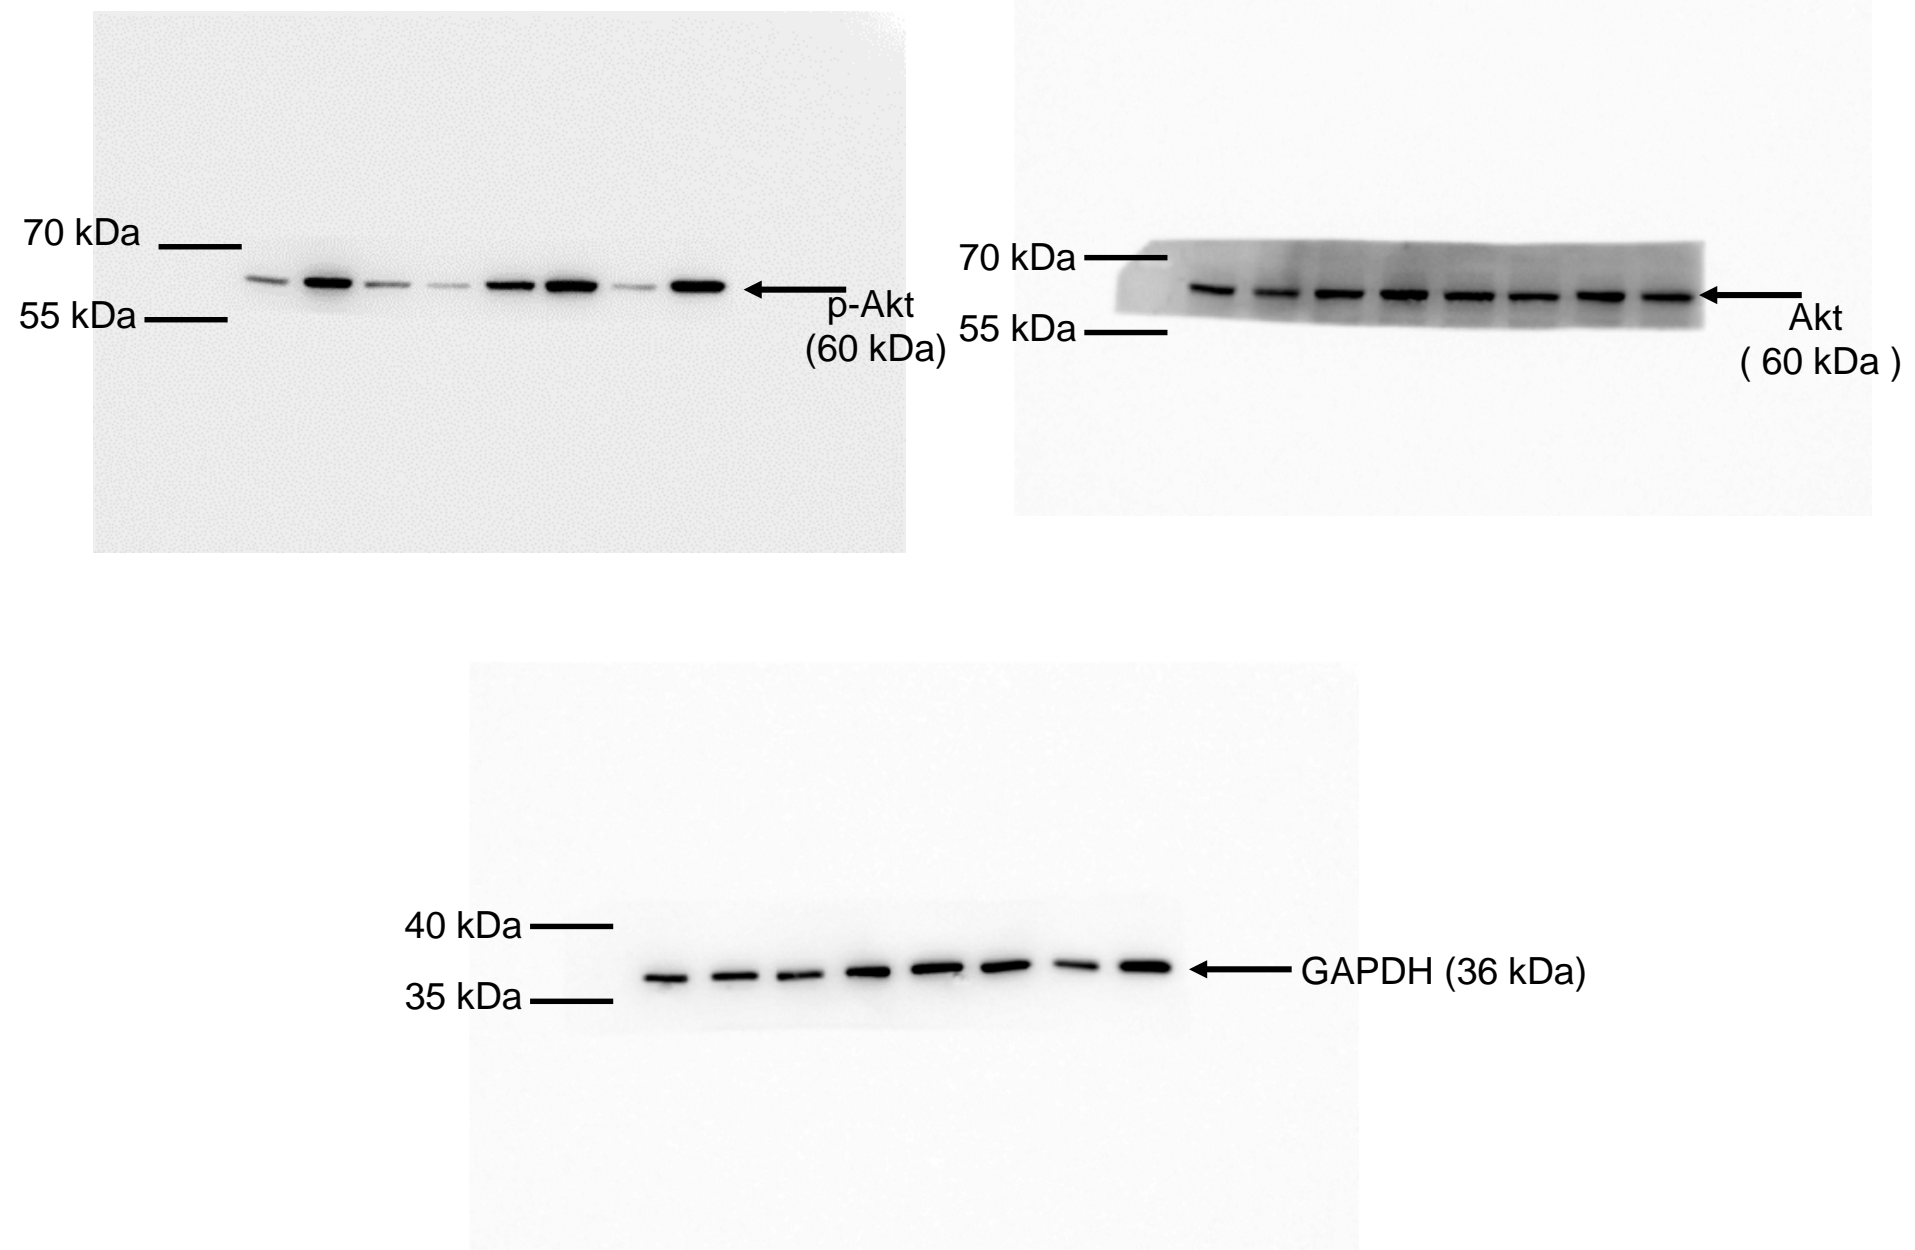

Figure 5b

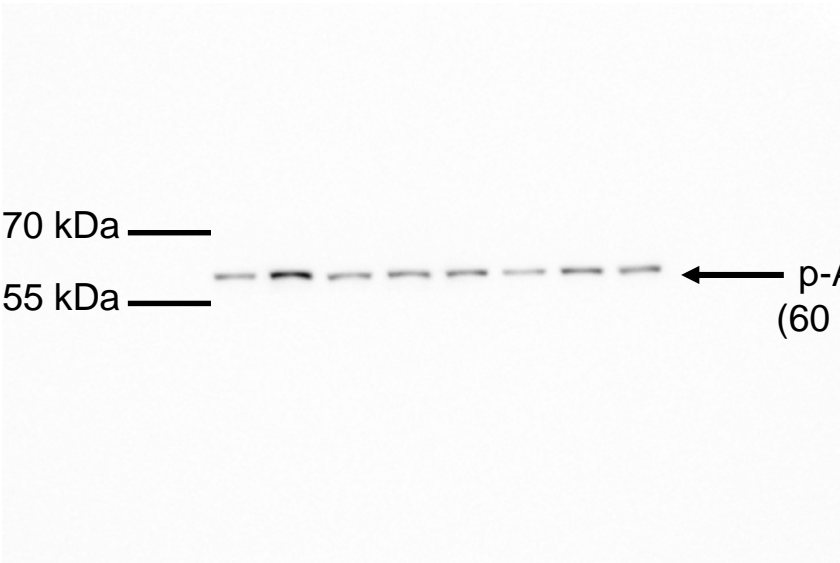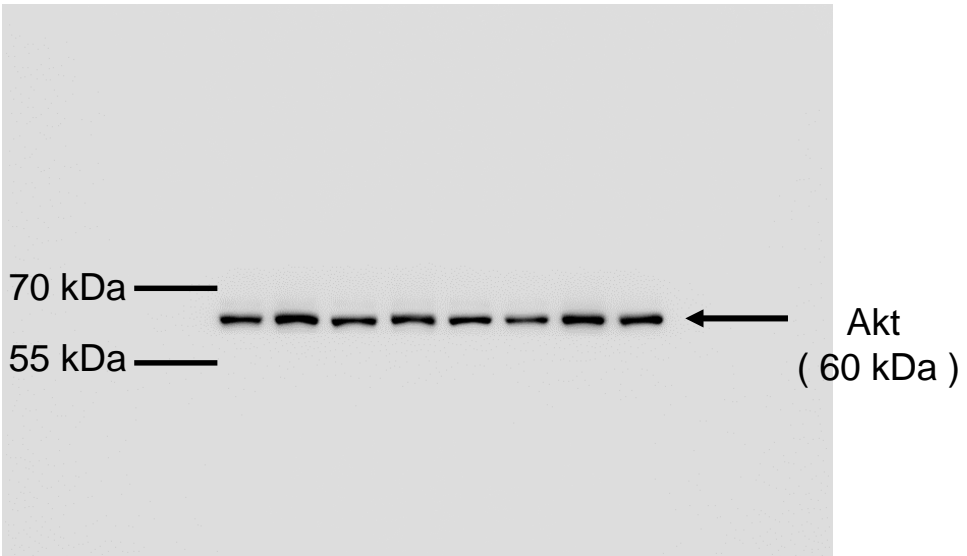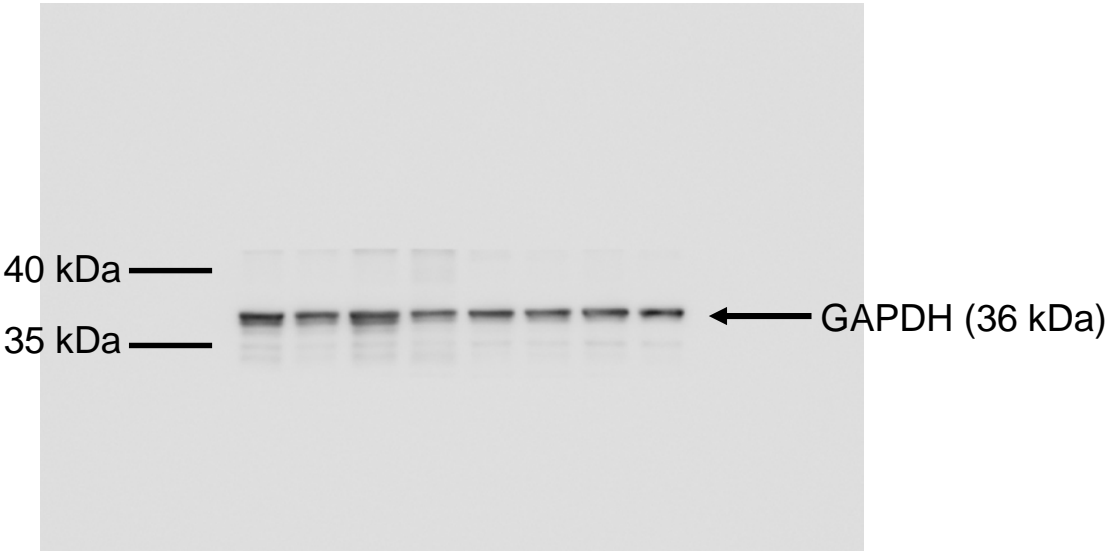

Figure 5c

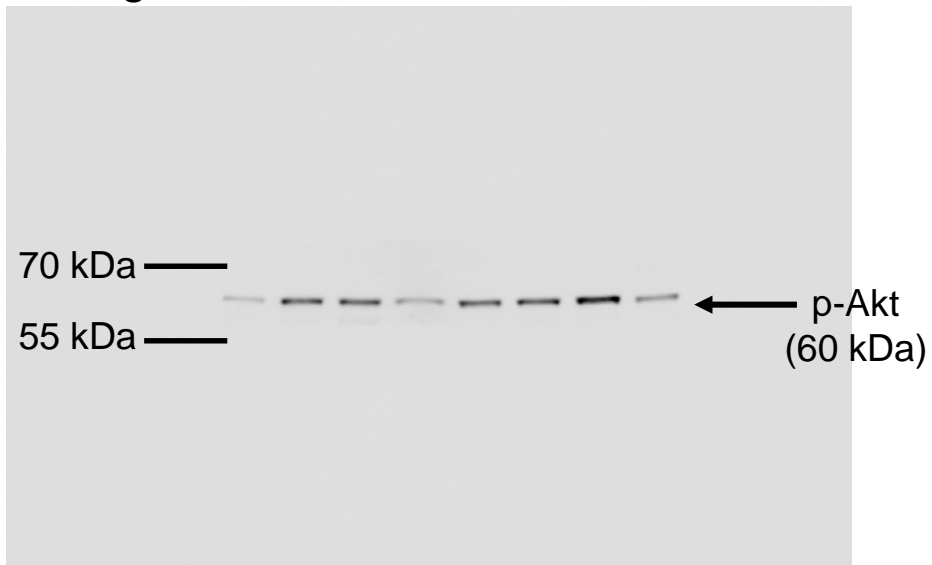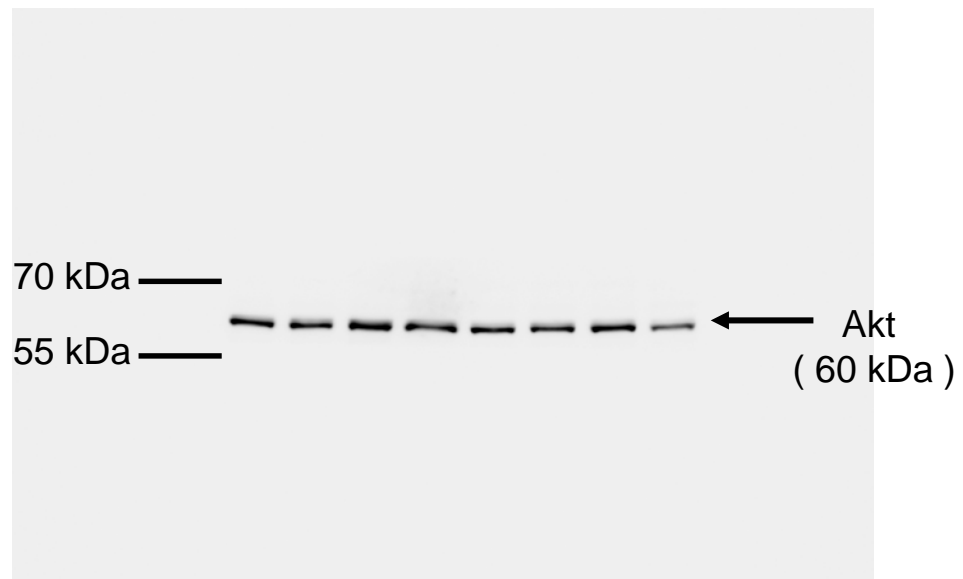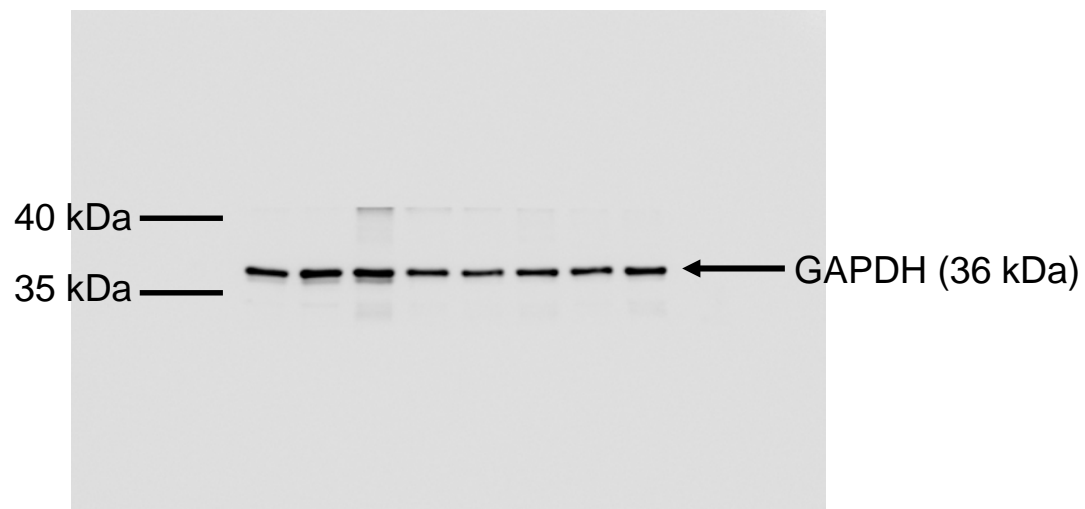

Figure 5d

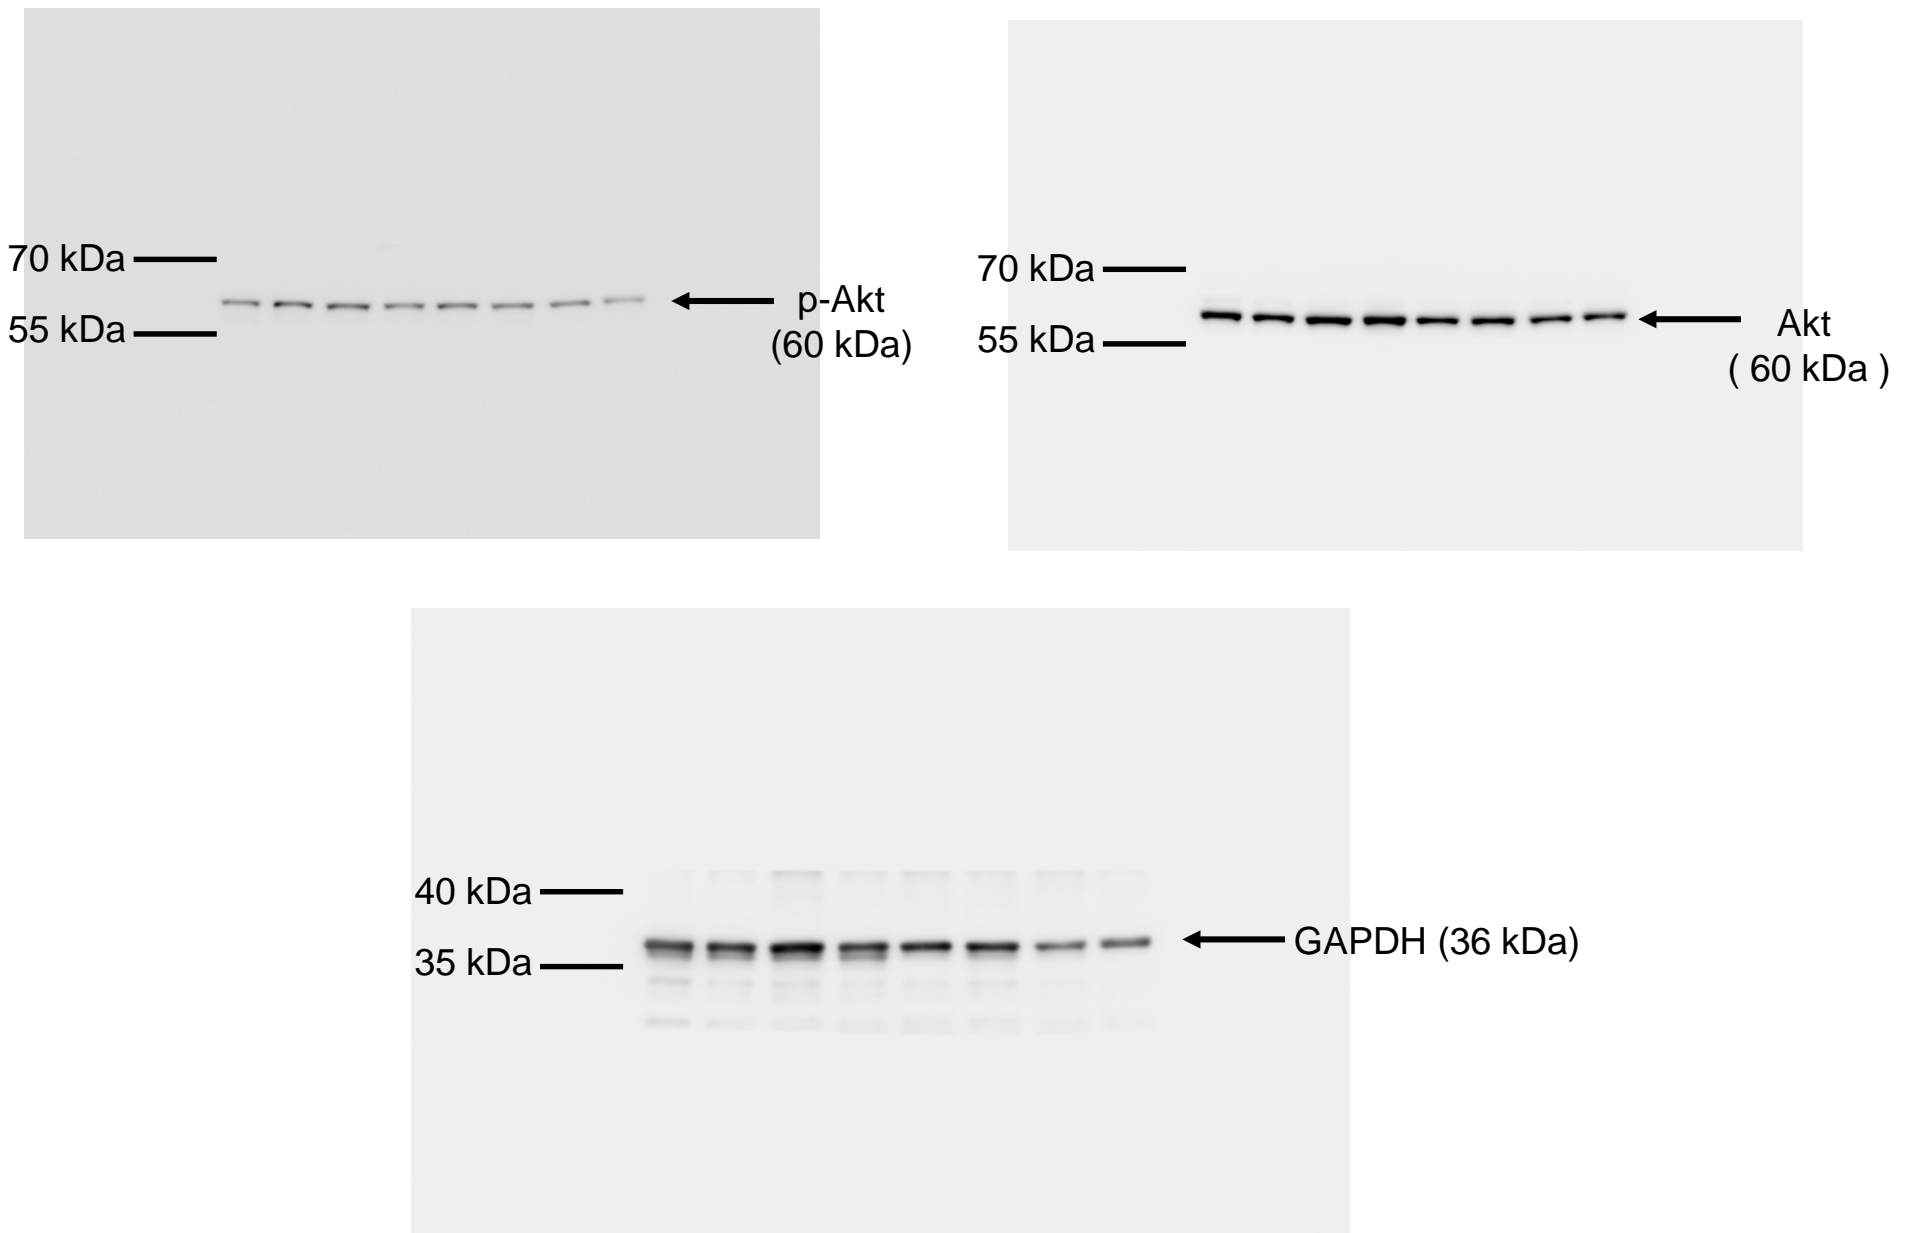

Figure 5e

shRNA#1

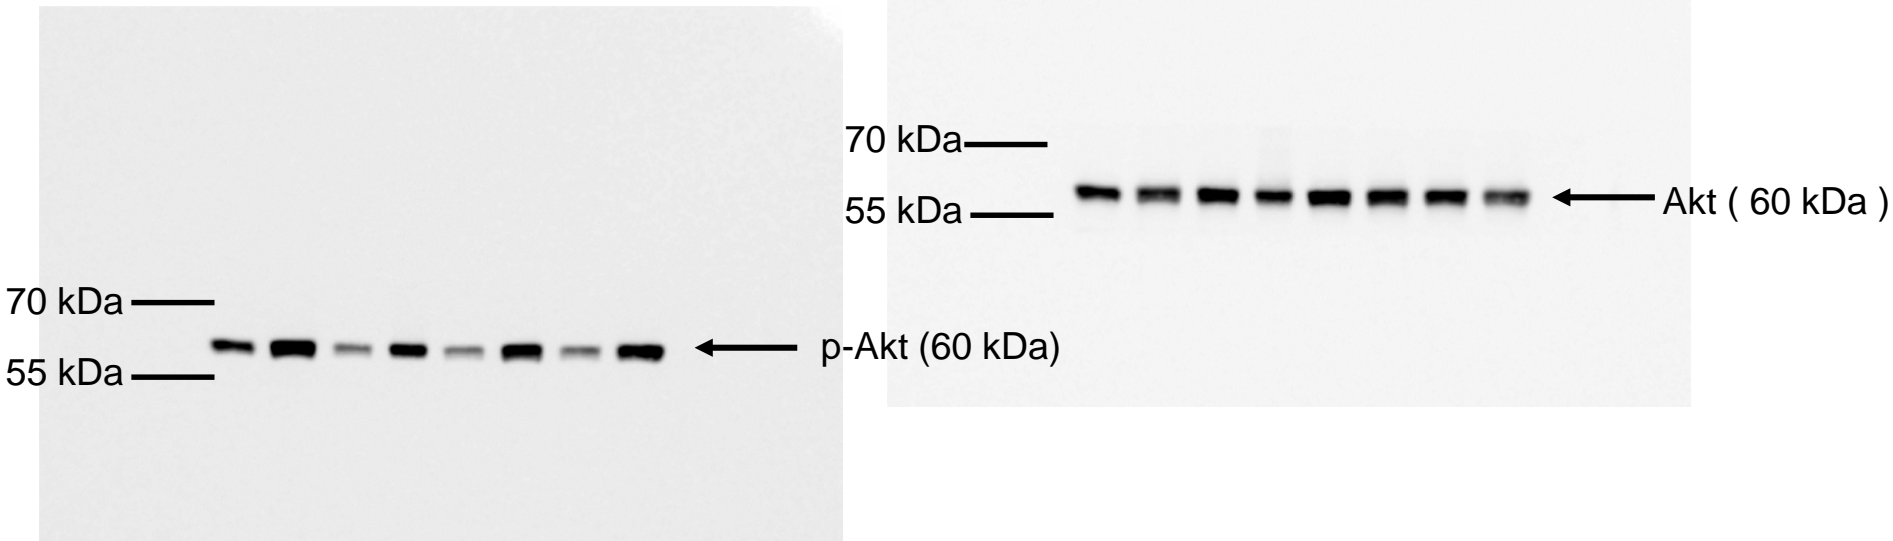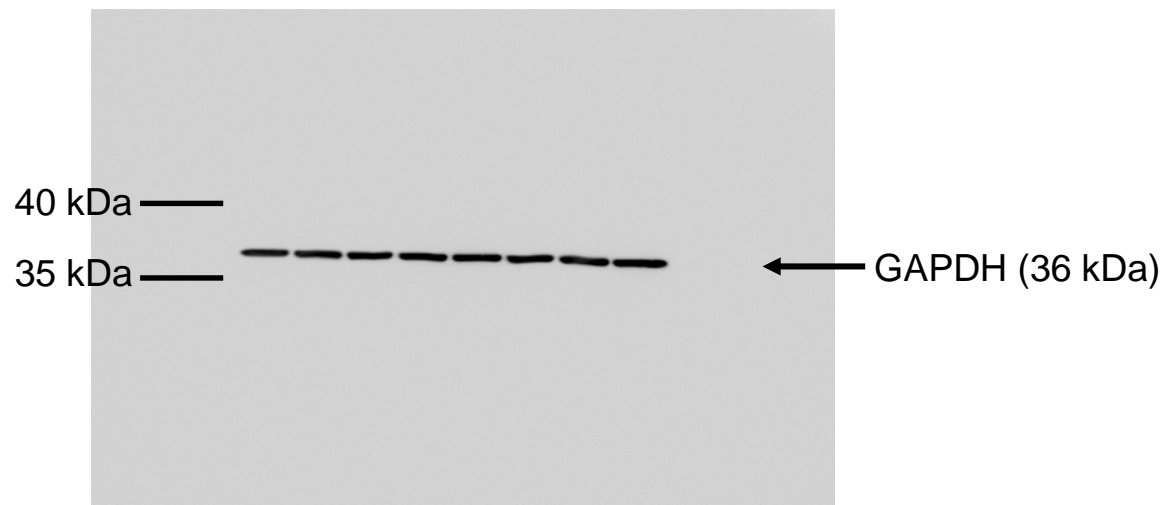

Figure 5e

shRNA#2

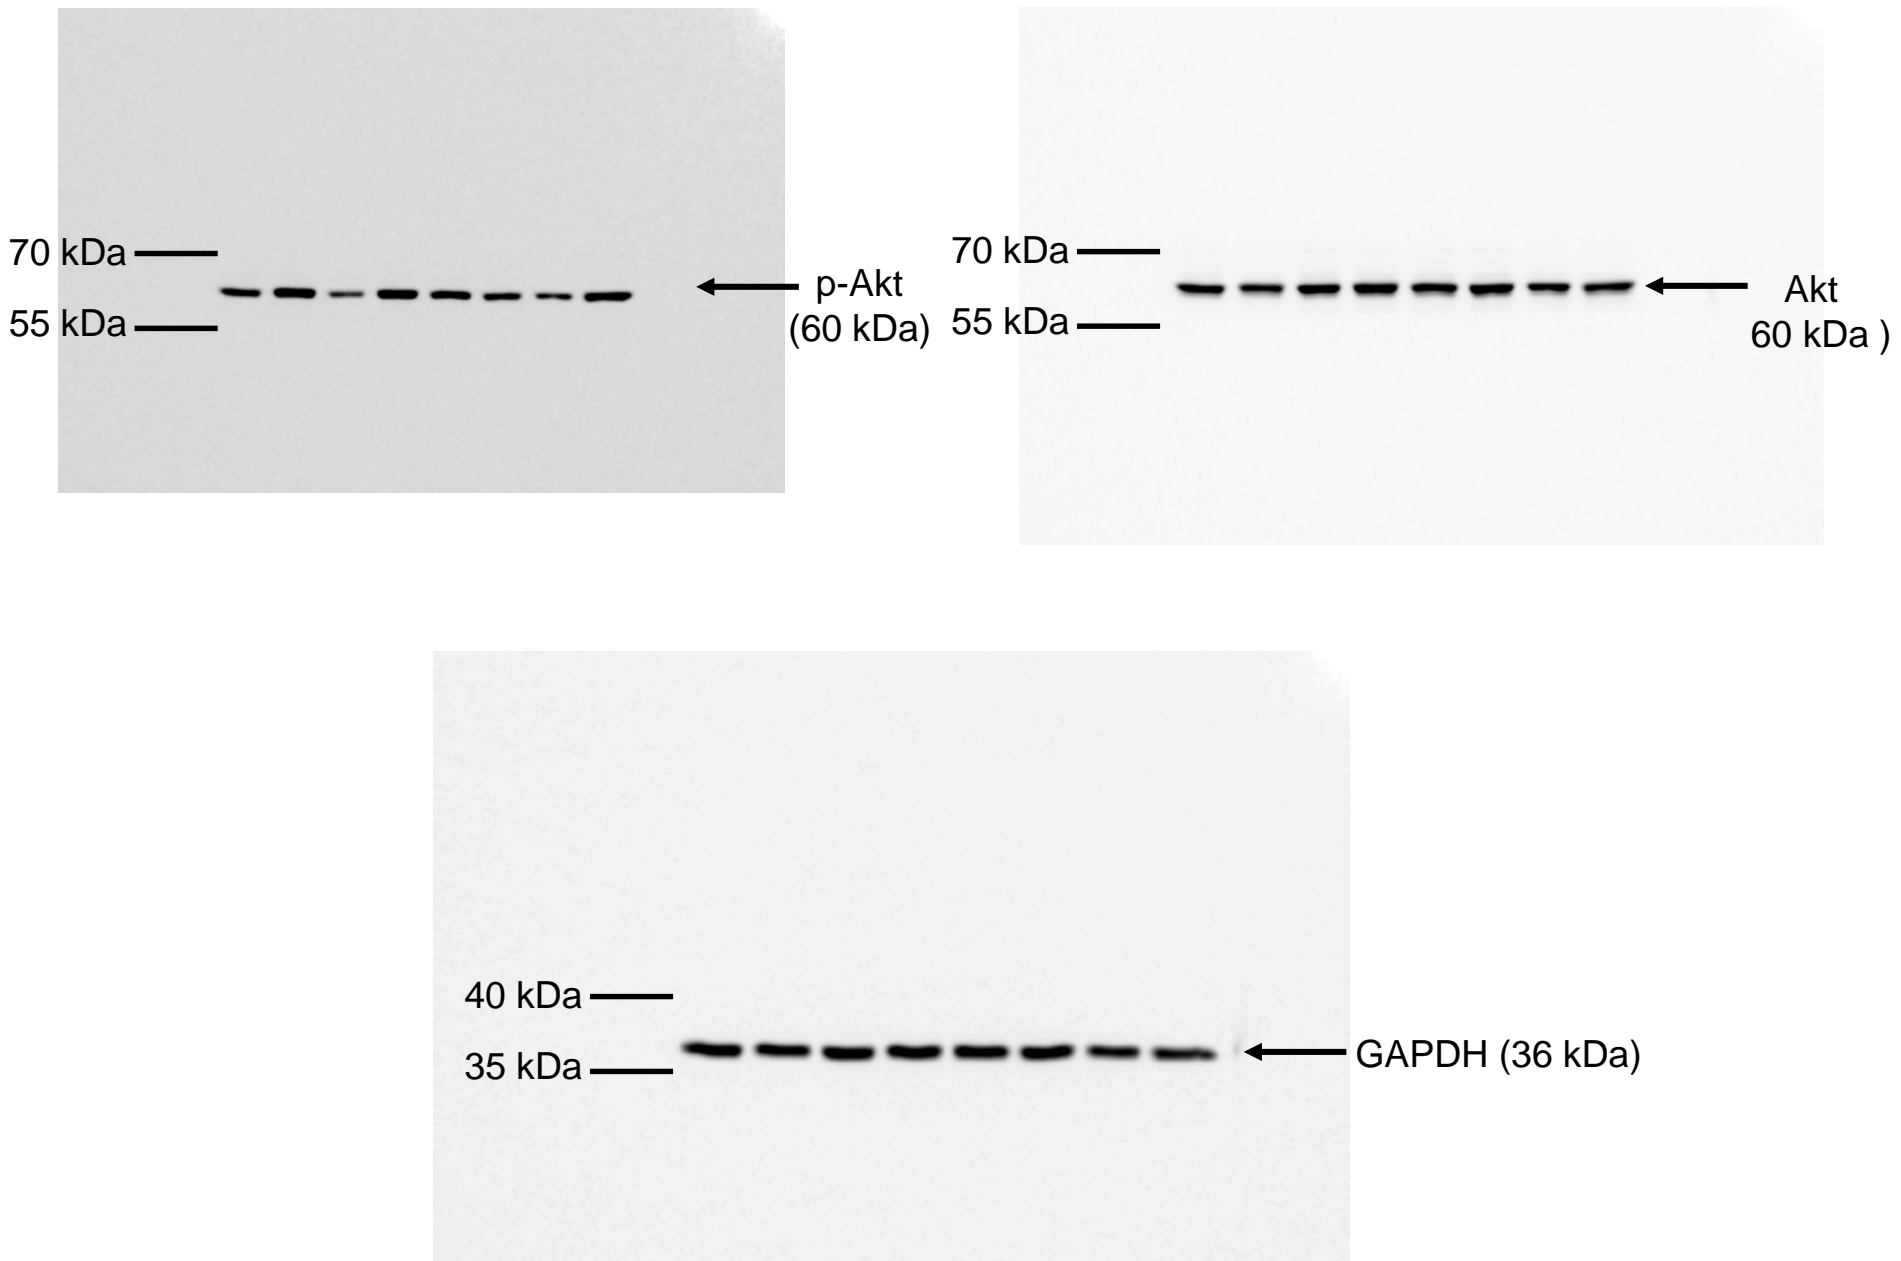

Figure 5e

shRNA#3

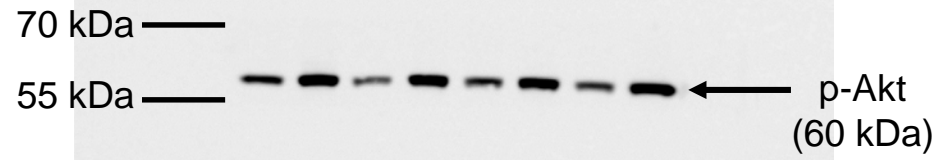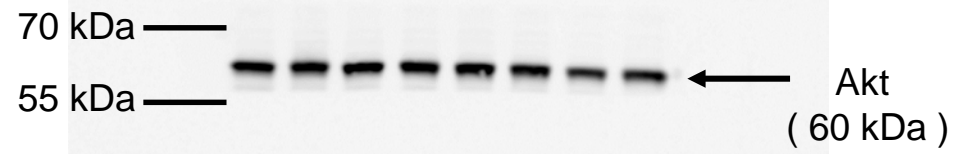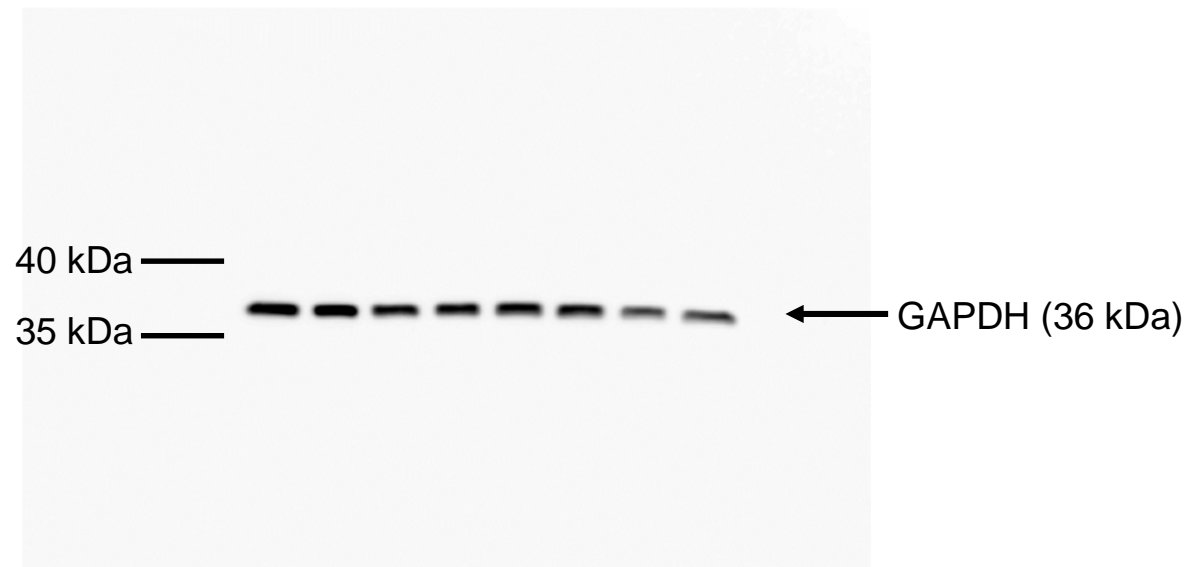

Figure 6e

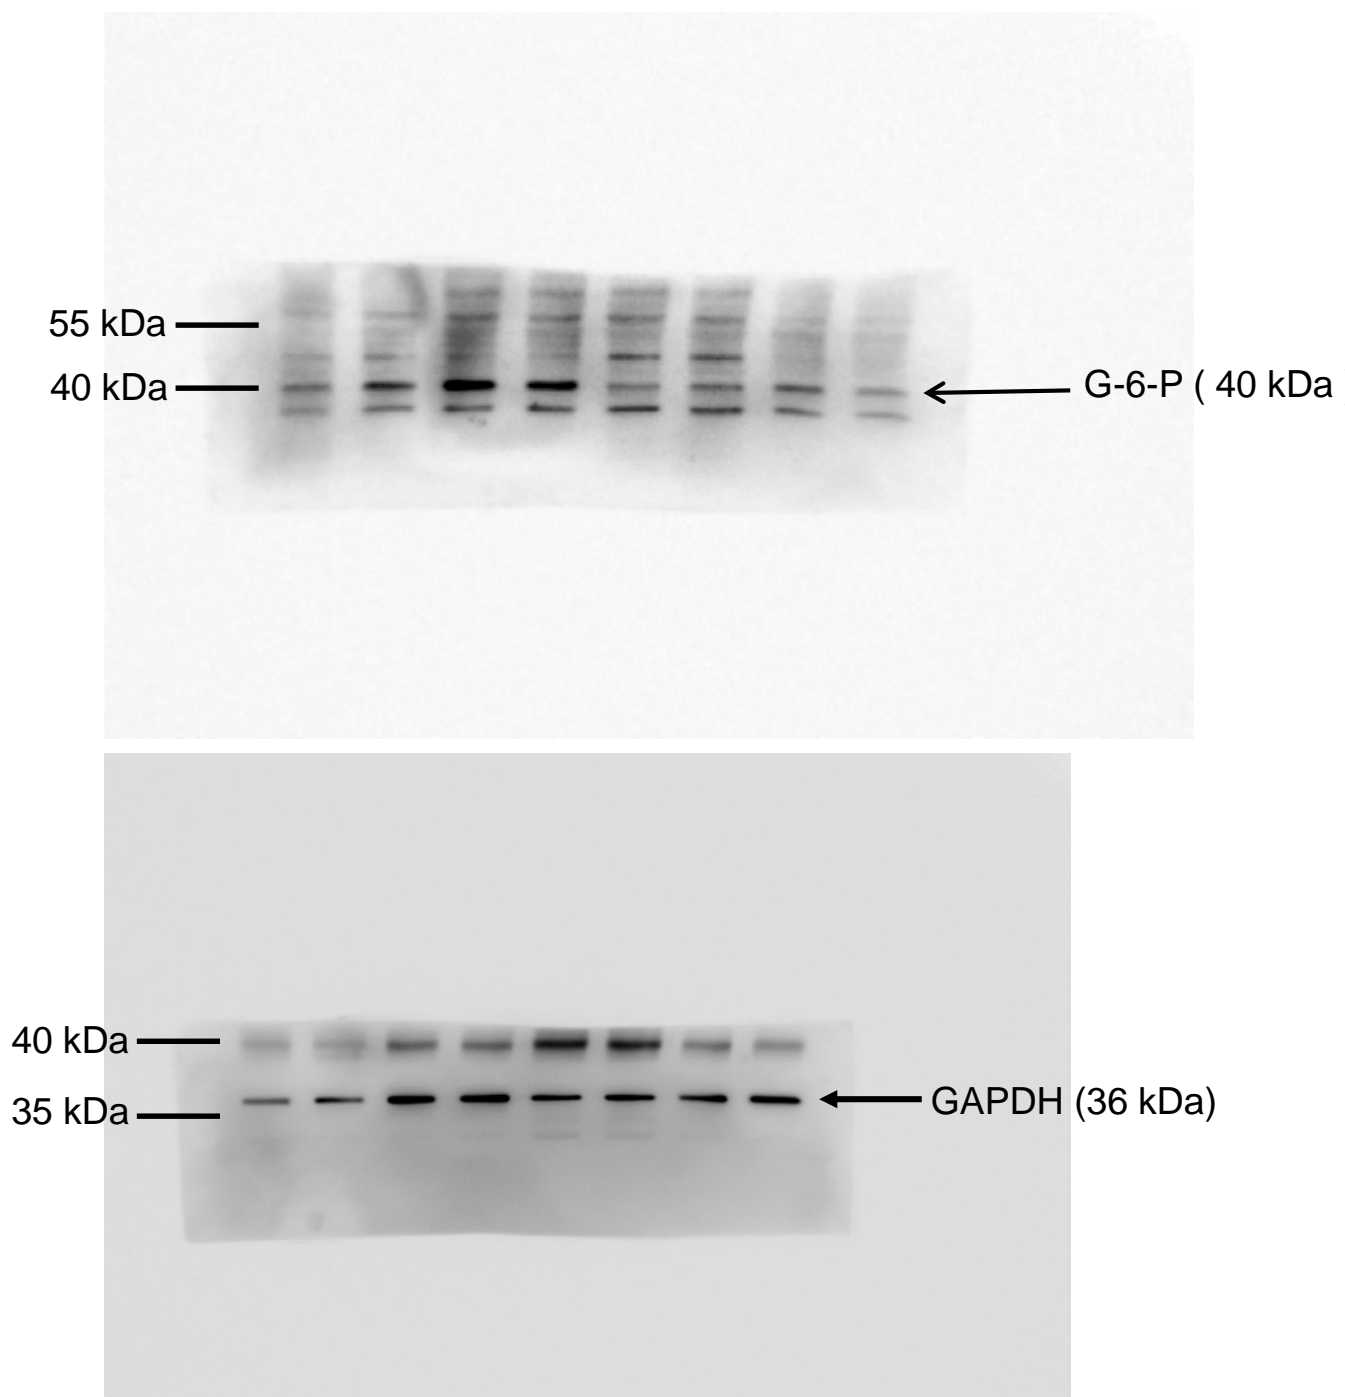

Figure 6e

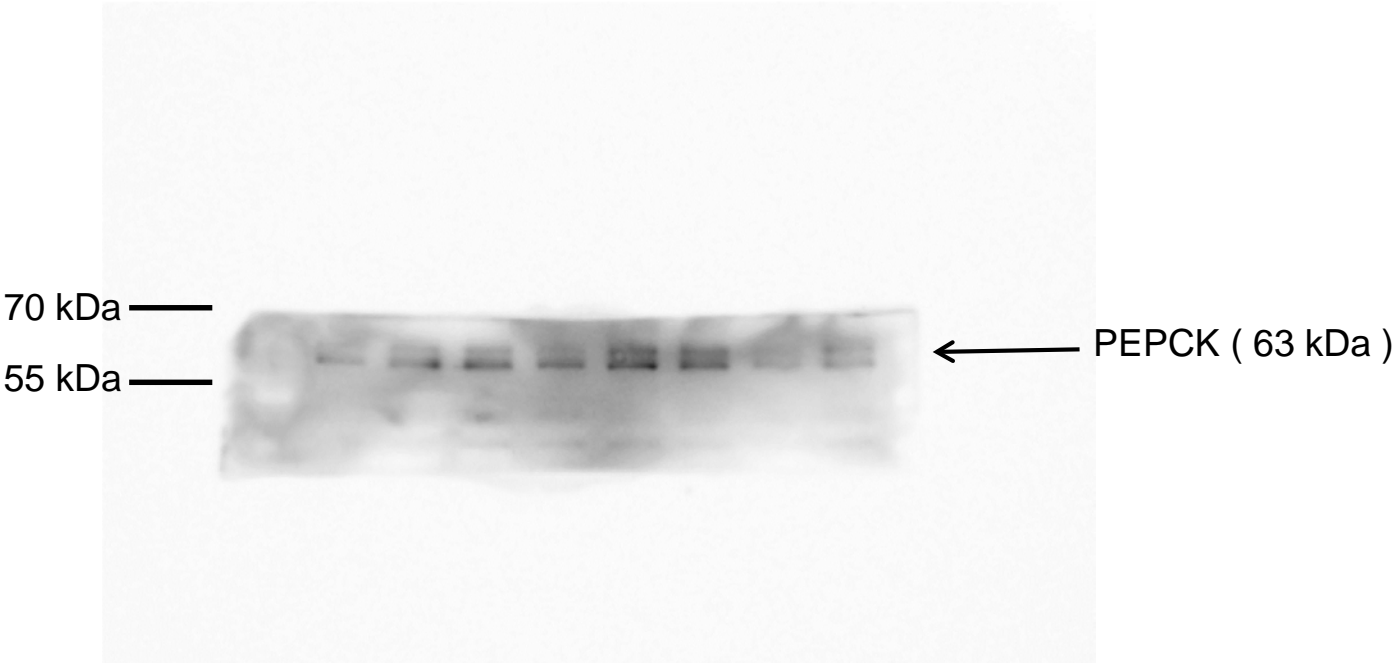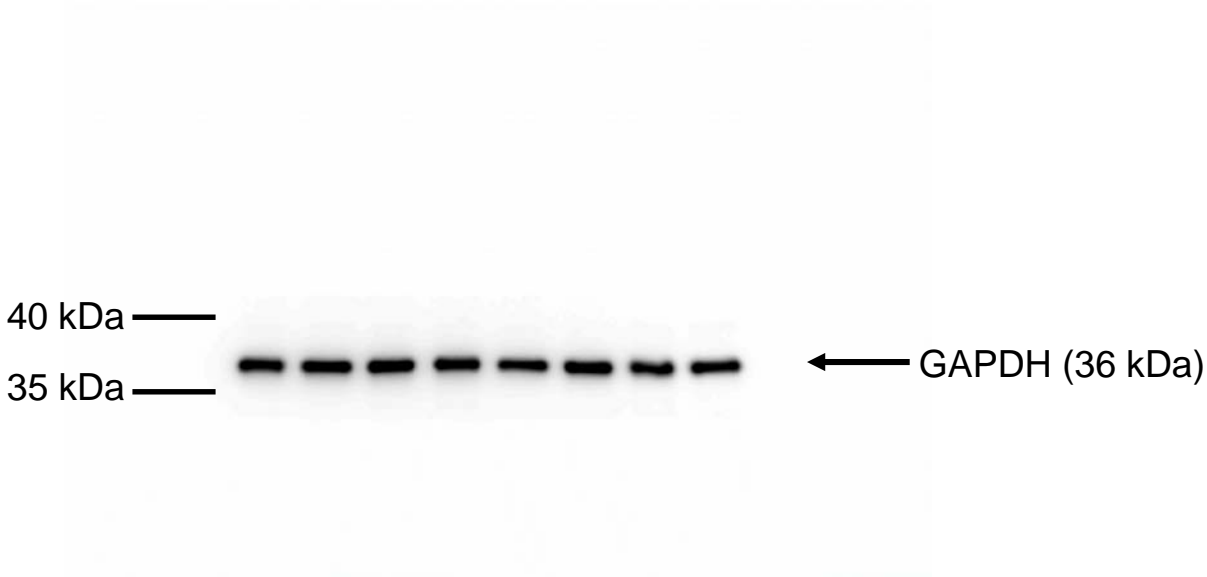

Figure 7d

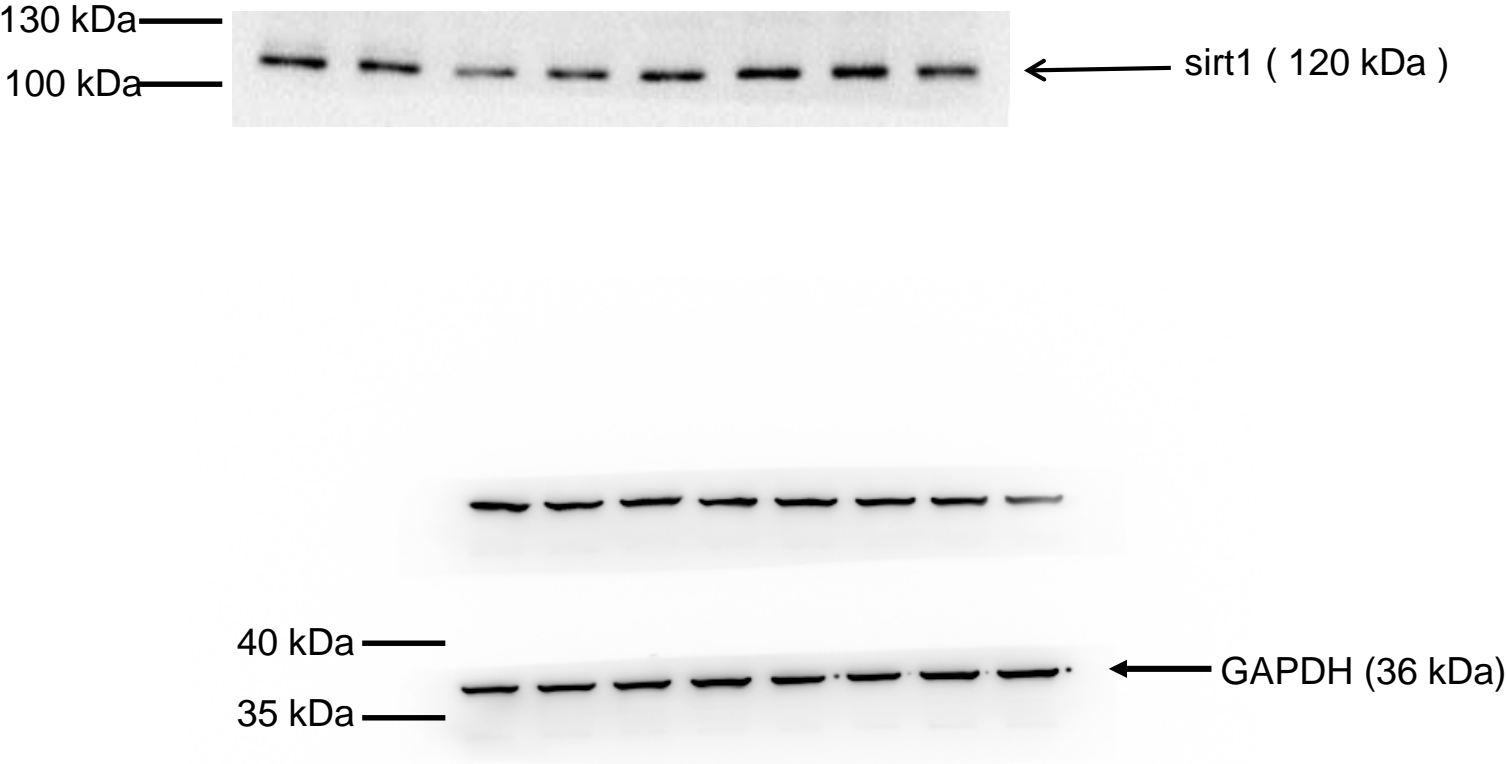

Figure 7d

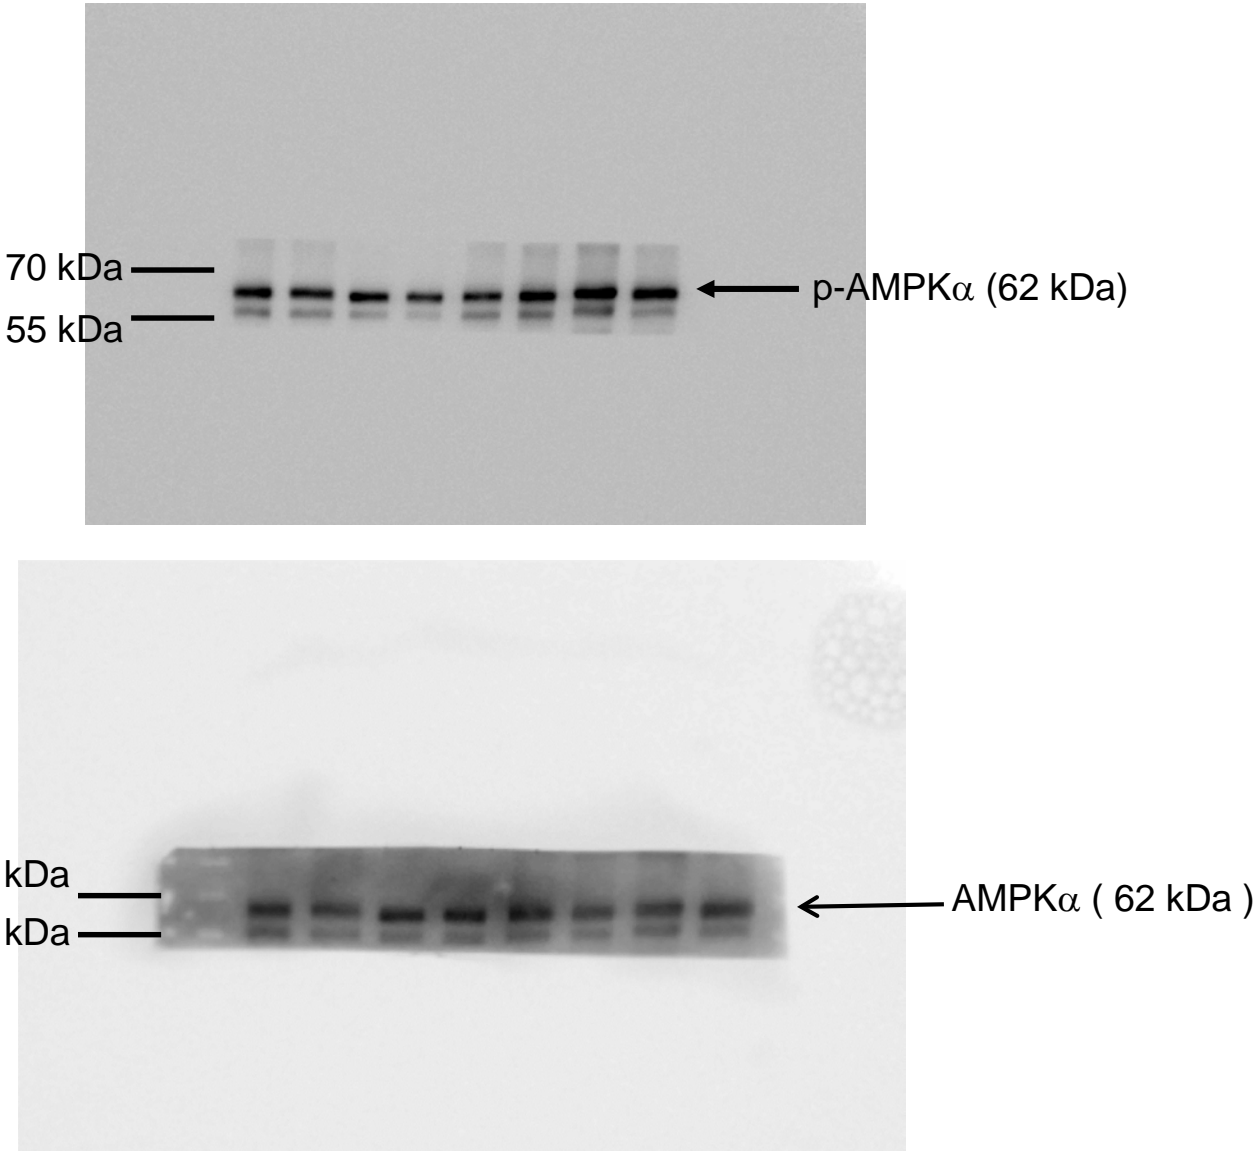

Figure 7e

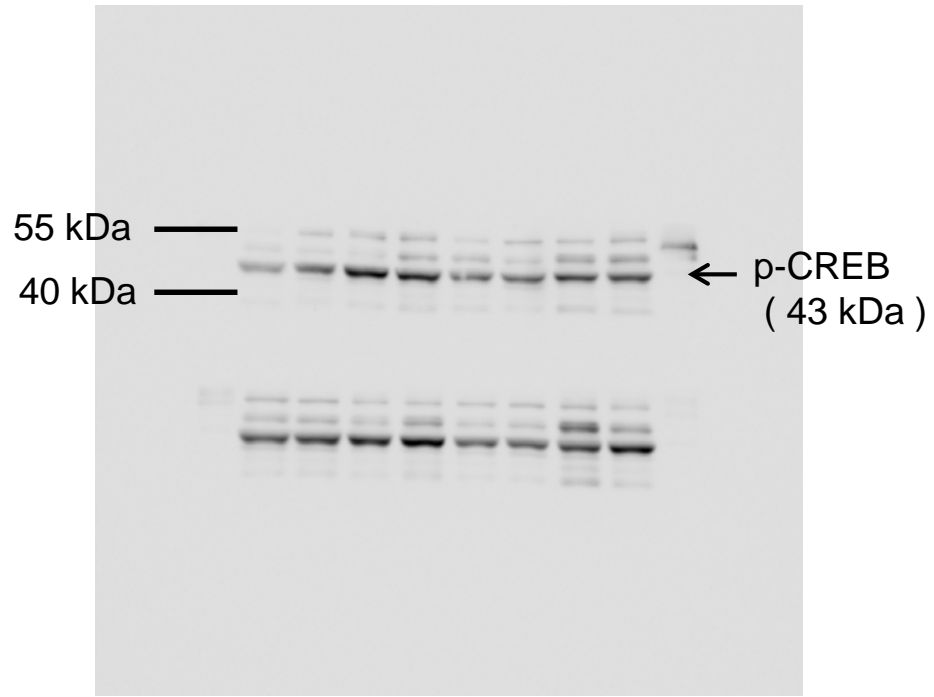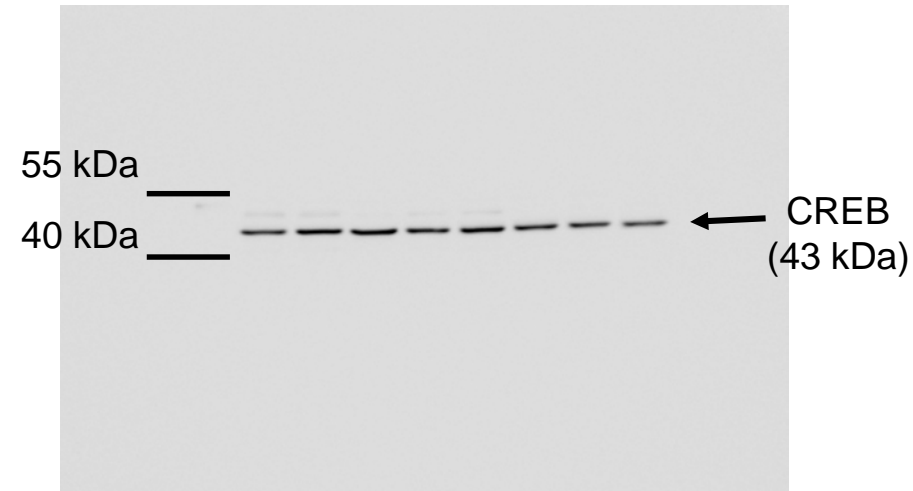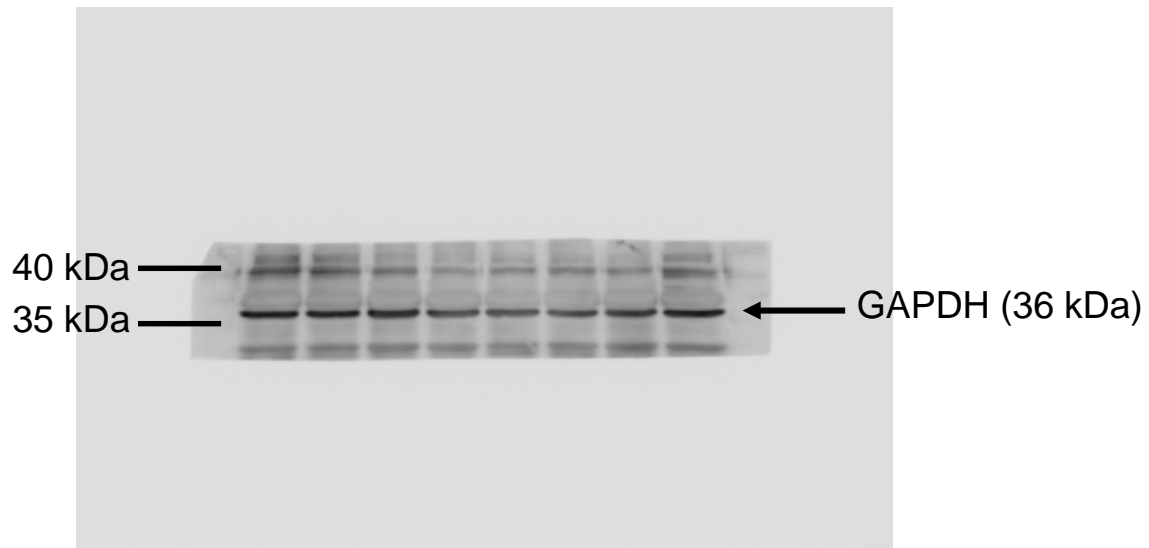

Figure 7e

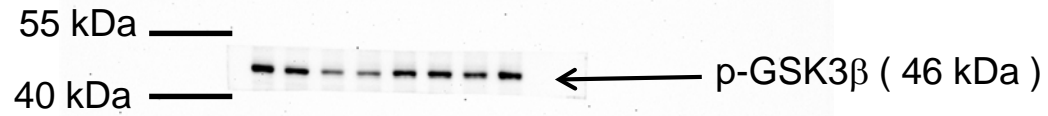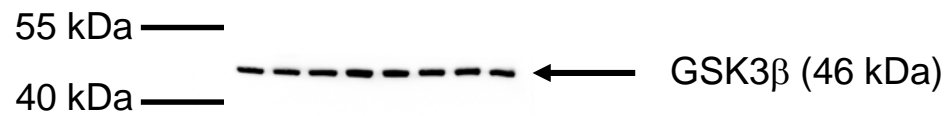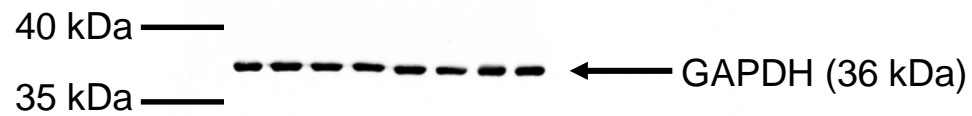

Supplementary Figure 6c

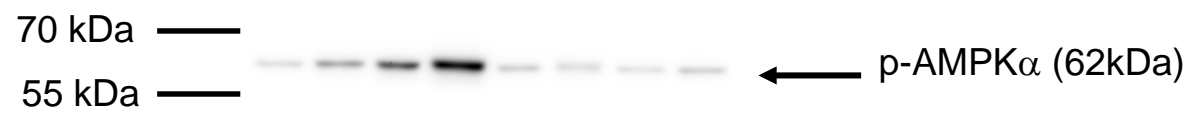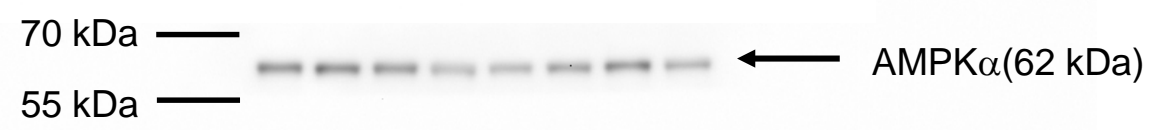

Supplementary Figure 6c

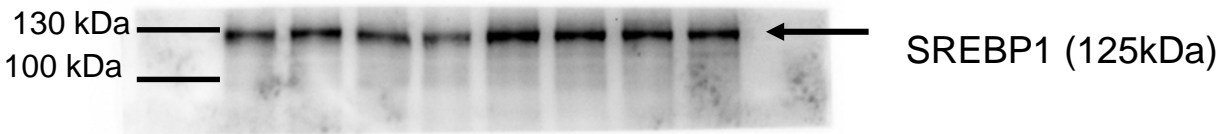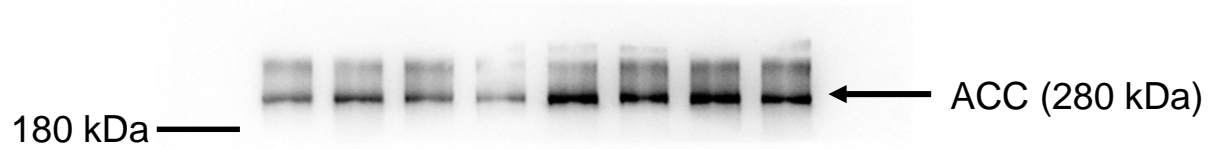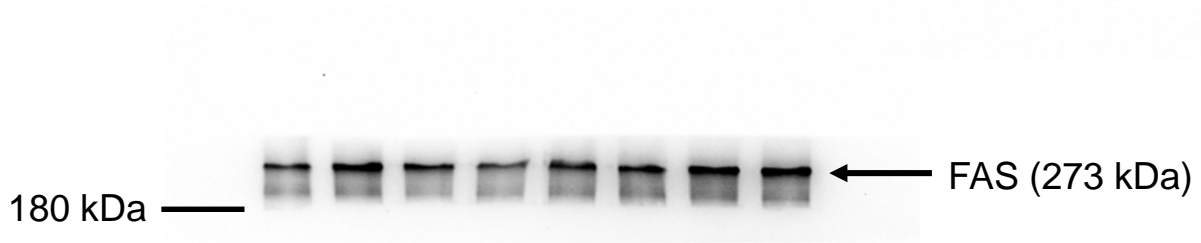

Supplementary Figure 6c

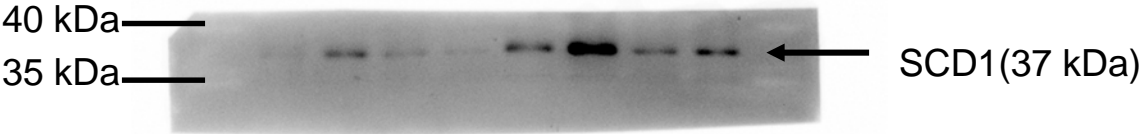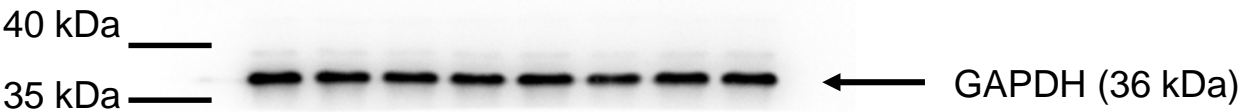

Supplementary Figure 8

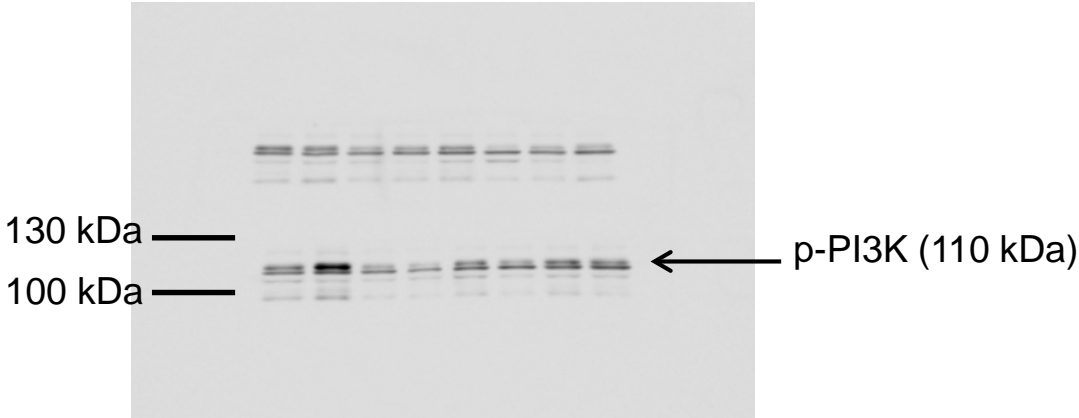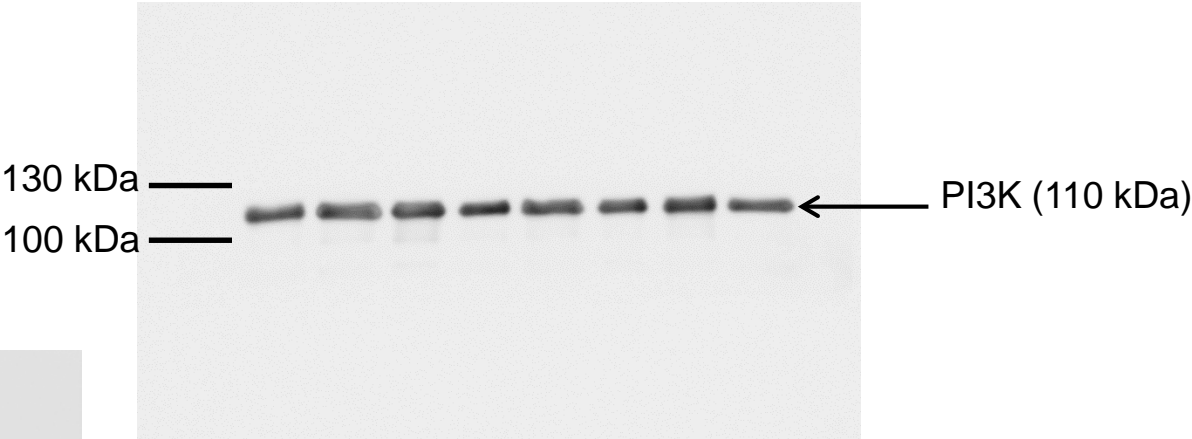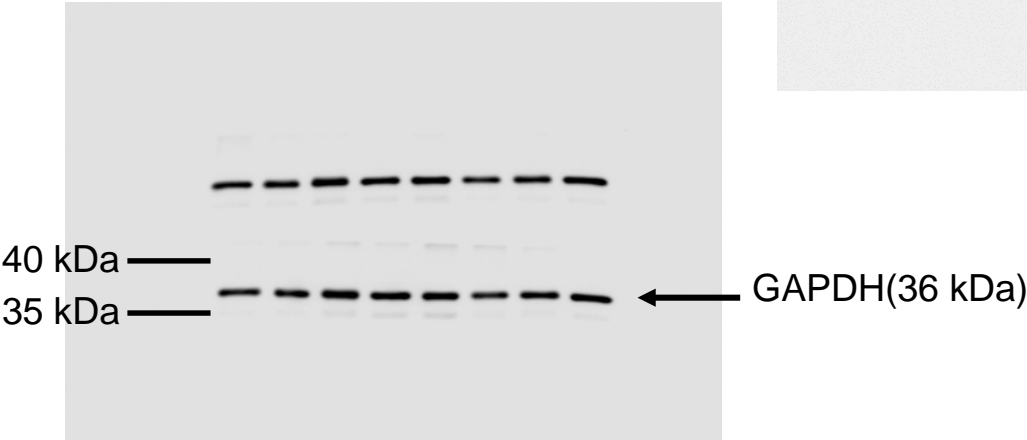

**Supplementary Table 1 – Name and sequences of primers for q-PCR.**

| Primer         | Sequence                                                                                        |
|----------------|-------------------------------------------------------------------------------------------------|
| GCK            | Forward 5'- GCA TCT CTG ACT TCC TGG ACA AG -3'<br>Reverse 5'- CTT GGT CCA GTT GAG CAG GAT G -3' |
| CD36           | Forward 5'-GAC TGG GAC CAT TGG TGA TGA-3'<br>Reverse 5'-AAG GCC ATC TCT ACC ATG CC-3'           |
| PPAR $\gamma$  | Forward 5'-TTG ACA CCA TAC TTG AGC AGA-3'<br>Reverse 5'-CAG GAG CAG AGC AAA GAG GT-3'           |
| PPAR $\alpha$  | Forward 5'-GTT CAC CCT GAT TCC TGA TGT C-3'<br>Reverse 5'-CCT GCT TCC TGC CAC TTG-3'            |
| PGC-1          | Forward 5'-TGC GGG ATG ATG GAG ACA-3'<br>Reverse 5'-GCG AAA GCG TCA CAG TA-3'                   |
| CPT1A          | Forward 5'- ATC AAT CGG ACT CTG GAA ACG G-3'<br>Reverse 5'-TCA GGG AGT AGC GCA TGG T-3'         |
| $\beta$ -actin | Forward 5'-GGC CAA CCG TGA AAA GAT GA-3'<br>Reverse 5'-GAC CAG AGG CAT ACA GGG ACA-3'           |

# Supplementary material for: Deficiency of ADAR2 ameliorates metabolic-associated fatty liver disease via AMPK signaling pathways in obese mice
**Source:** Commun Biol. 2024 May 17;7:594. doi: 10.1038/s42003-024-06215-4
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images were observed under a bright field microscope. Bands in the immunoblots were quantified by using ImageQuant LAS 4000                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | All data were plotted and reported as mean $\pm$ standard error of the mean (SEM). Significance was set at $p < 0.05$ . Student's $t$ test was adopted to analyze the data sets with a single factor (HFD effect). The body weight and energy intake of mice were analyzed using repeated measured two-way ANOVA. Ordinary two-way ANOVAs were used to analyze the results with two factors (HFD and ADAR2 KO). Sidak's post-hoc test was used to perform multiple comparison analysis after the two-way ANOVAs. Statistical analyses were performed with GraphPad Prism 8.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated during the current study are available as a source data file and from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample sizes were not predetermined based on statistical methods. Sample numbers were described in each figures for each genotypes. We chose p-value less than 0.05. The sample size for each experiment were commonly used in the field.

Data exclusions No data was excluded

Replication The main findings of the paper were confirmed by multiple complementary experiments. Results from current studies were consistently across multiple experiments. All similar replicates generating similar results.

Randomization Same genotypes were randomly allocated to experimental groups

Blinding Not blind to experimenters. However, different experiments were performed by different experimenters and the conclusion of results are supporting each other. Instead, we relied upon independent experimenter analysis and similar experiment to confirm the results.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used ACC (Cat. #: 3676), AKT (Cat. #: 9272), phospho-AKT (Cat. #: 4060), AMPKa (Cat. #: 5831), phospho-AMPKa (Cat. #: 2535), CREB (Cat. #: 9197), phospho-CREB (Cat. #: 9198), GSK3 $\beta$  (Cat. #: 5676), phospho-GSK3 $\beta$  (Cat. #: 9327), FAS (Cat. #: 3180), PEPCK (Cat. #: 12940),

SCD1 (Cat. #: 2794), sirt1 (Cat. #: 8469) were from Cell Signaling Technology. Antibodies against G-6-P (Cat. #: ab83690) were from Abcam. Antibodies against GAPDH (Cat. #: MA5-15738) were from Thermo Fisher. Antibodies against SREBP-1 (Cat. #: sc-13551) were from Santa Cruz.

#### Validation

ACC (Cat. #: 3676), AKT (Cat. #: 9272), phospho-AKT (Cat. #: 4060), AMPKa (Cat. #: 5831), phospho-AMPKa (Cat. #: 2535), CREB (Cat. #: 9197), phospho-CREB (Cat. #: 9198), GSK3 $\beta$  (Cat. #: 5676), phospho-GSK3 $\beta$  (Cat. #: 9327), FAS (Cat. #: 3180), PEPCK (Cat. #: 12940), SCD1 (Cat. #: 2794), sirt1 (Cat. #: 8469) were from Cell Signaling Technology. Antibodies against G-6-P (Cat. #: ab83690) were from Abcam. Antibodies against GAPDH (Cat. #: MA5-15738) were from Thermo Fisher. Antibodies against SREBP-1 (Cat. #: sc-13551) were from Santa Cruz.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Huh7 cells

Authentication

none of the cell lines used were authentication

Mycoplasma contamination

all cell lines tested negative for mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

mouse (B6129S)

Wild animals

We did not use wild animals

Reporting on sex

we focused on male mice for the rest of the studies.

Field-collected samples

Did not involve collection in the field

Ethics oversight

All experimental procedures of animal studies were approved by the Institutional Animal Care and Use Committees (IACUC) of National Cheng Kung University (IACUC approval number: 106069).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

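Liver gene expression was compared between HFD-WT and HFD-KO male mice after 12 weeks of the HFD, with 2 libraries per group. The authors extracted RNA with TRIzol, prepared libraries with a directional kit of MGI Tech, sequenced paired ends on a DNBSEQ-G400RS, trimmed and aligned the reads with the MGI alignment tool, and estimated expression in Partek Genomics Suite with GENCODE annotation. Tool versions for these steps, the use of strand in counting and the treatment of reads that align to several places are not stated in the paper's text. The methods name the mm10 genome, while the gene positions in the deposited table are those of GRCm39, and all positions given here are the table's. Whether a library holds RNA of 1 mouse or of several is not stated in the paper's text, and the legend of Fig. 7b gives 6 mice per group. The conditions and replicate numbers were taken from the sample labels. The same numbers occur in both groups, and neither the labels nor the paper describes a pairing, so the libraries were treated as unpaired in the main comparison.

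The deposited table holds 25655 genes with 4 kinds of values per library. The authors' read counts are whole numbers without normalization, and they are the only values tested here. The authors' RPKM values divide the counts by exon length and library total, and were used only to derive gene lengths. The authors' TPM values, which scale the same counts by length to a fixed sum per library, were not used. The deposited CPM values are a score on an adjusted library size, the library total times a factor near 1 for each library, and were not used either. CPM values given here were computed from the counts.

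The total count per library was 28691330 and 26907857 for HFD-WT and 26540624 and 24480798 for HFD-KO. Of the 25655 genes, 17301 had a count in some library and 8354 had none. The 10 genes with the highest counts took between 16.7% and 18.0% of the counts of a library. Pearson's r of log2 CPM between libraries, across genes with a pseudocount of 1, ranged from 0.990 to 0.996 (genes are not independent replicates). Between the HFD-KO libraries it was 0.9919, against 0.9938 and 0.9923 for HFD-KO replicate 1 with HFD-WT replicates 1 and 2. HFD-KO replicate 2 had 0.9927 and 0.9902 with the same libraries, and the HFD-WT libraries had 0.9958 with each other. By this measure the HFD-KO libraries did not group together apart from HFD-WT. The replicates of a group differed by more than counting error, with a chi-square per degree of freedom of 10.9 for HFD-WT and 43.4 for HFD-KO.

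Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the genotype groups, which left 12967 genes, libraries were normalized by TMM, and HFD-KO was compared with HFD-WT by the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.102 and the prior degrees of freedom were 5.34. Genes were counted at an adjusted p under 0.05 and, as input for the gene list tests, at a log2 fold change of at least 1 with an unadjusted p under 0.05. With 4 libraries in 2 groups there are 3 ways to split the libraries, so the smallest exact permutation p is 0.333 and no permutation of labels was run.

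Gene lists were compiled by hand before the data were examined, because GO and MSigDB annotation was not used here. Lists were compared with the upregulated genes by two-sided Fisher's exact tests in scipy 1.17.1, with the genes tested as background. Gene set enrichment used a running sum of weight 1 over genes ranked by the difference of mean CPM, as the metric named in Fig. 7b, with 10000 random gene sets of equal size and seed 1, written in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Mean log2 fold changes over sets were tested by camera with an inter-gene correlation of 0.01 and by fry, both from limma 3.58.1, and the p values of each were adjusted over 34 sets by the Benjamini-Hochberg method. With 2 libraries against 2, no set had an adjusted p by fry under 0.669. The Reactome sets came from the fgsea package, and 15 of 15, 88 of 89 and 511 of 517 gene identifiers were paired with the table through GENCODE M21. GC content came from the transcripts of the same release and covered 99.9% of the genes tested. Plots were drawn with matplotlib 3.10.9.

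The genes named were chosen by a rule set beforehand: every gene the paper names that the table holds, except for a result that is not reported here; up to 6 genes per direction with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and both HFD-KO libraries on the same side of both HFD-WT libraries, filled up with the smallest p; the 3 genes with the largest ranking metric in each set; and the members of a set that pass the threshold its result uses. The rule was met by 7 higher and 3 lower genes.

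The edgeR procedure was tested on simulated data with the depth and dispersion of these libraries, with 200 genes changed. It recovered 176 of 200 genes changed 2-fold, with 16 false calls among 12850 genes, and 199 of 200 genes changed 4-fold, with 12 false calls among 12835 genes. The 2-fold run made 192 calls in all. Changed genes were drawn above a mean of 1 CPM, and the dispersions were those that edgeR had estimated. In the real data Adarb1, with a log2 fold change of -1.17, did not pass an adjusted p of 0.05, so these shares may overstate the power there. The gene set enrichment was tested on 100 simulated sets of 50 genes over 12967 genes. With a change of 1.5-fold, 100 of 100 sets had p under 0.05, and with no change 6 of 100 had. Members were drawn at random with independent noise, so the simulation does not cover sets whose genes are correlated.

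The alternatives were DESeq2's size factors or the library size alone in place of TMM, the Wald test of DESeq2 1.42.0 or limma-trend in place of edgeR's test, no filter or at least 10 counts in every library in place of filterByExpr, the replicate number as a block, leaving out each library in turn, and for the gene sets other ranking metrics, weight 0, the set without its largest member and Reactome sets. Leaving out a library left a group with 1 library, so no p was computed there. RNA editing was not analysed, since counts per gene do not show it. Further lists of endothelial, male-biased, female-biased, insulin-repressed, insulin-induced and glucocorticoid-induced genes were compiled after the first results had been seen and appear only in the observations that follow the article.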

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

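The tests of the macrophage, stellate cell and major urinary protein genes were chosen only after those results had been seen, while the other tests of this part were set before the data were examined. Each result concerns genes that the paper does not discuss and stood above the depth of the libraries. All were found and tested in the same 4 libraries and remain hypotheses.

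Technical explanations were first tested over all genes that differed between HFD-KO and HFD-WT livers. A difference in the sex of the mice was not seen, as the lowest count of a tested Y-linked gene in any library was 177. Across genes, Spearman's correlation of the log2 fold change was 0.016 with gene length and -0.015 with GC content. The share of counts in the 10 highest genes differed by 0.58 percentage points. The mean log2 fold change was 0.42 over the hemoglobin genes and 0.090 over the pancreatic enzyme genes, both within the limit of 1 set beforehand. Still, 6 of 6 hemoglobin genes were higher, 3 of them at an unadjusted p under 0.05 (adjusted p = 0.00052 by limma's camera over 34 sets), and their summed expression with the plain library size was 1119 CPM in HFD-KO replicate 2 against 804 CPM in HFD-KO replicate 1 and 765 and 615 CPM in HFD-WT, so a smaller difference in blood RNA is not excluded. Of 19 circadian clock genes, 0 had an adjusted p under 0.05 and 7 had an unadjusted p under 0.05. The limit of 3 genes at an adjusted p under 0.05 set beforehand could hardly be reached, since 10 of 12967 genes passed that threshold, and 7 of 19 is a larger share than the 1164 of 12967 genes with an unadjusted p under 0.05. The differences therefore cannot be told apart from a difference in the time of collection.

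Macrophage and Kupffer cell genes were lower in HFD-KO livers, with a mean log2 fold change of -0.38 and 14 of 15 genes lower (adjusted p = 1.5e-11 by limma's camera over 34 sets). Of these genes 0 had an adjusted p under 0.05 and 9 had an unadjusted p under 0.05 by edgeR in the main comparison. With DESeq2's Wald test, Mpeg1 and Cd5l had an adjusted p = 0.0054 and 0.0080, while Csf1r did not pass 0.05 under any alternative. The mean log2 CPM was 4.48 and 4.71 in the HFD-WT libraries and 4.26 and 4.18 in the HFD-KO libraries. A smaller share of RNA from all non-hepatocyte cells would have lowered endothelial cell genes too, but their mean log2 fold change was -0.065 (adjusted p = 0.217 by camera). Of these, 11 of 18 genes were lower, so a small part of such a loss is not excluded. With the library size alone as scaling, the macrophage mean was -0.43, but that scaling moves genes by a median of -0.046 and could not remove a decrease, so it leaves open whether the scaling has a part in it. The rotation test fry, which lets genes of a set be correlated, gave an adjusted p = 0.669, below which no set of the 34 fell, so it cannot tell whether correlation between the genes accounts for the small camera p. The lowest HFD-WT library lay 0.22 above the highest HFD-KO library in mean log2 CPM, but 2 libraries per group separate by chance in 1 of 3 splits, so differences between single libraries cannot be told apart from an effect of genotype. A smaller macrophage share in HFD-KO livers is a hypothesis that these libraries leave open.

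Stellate cell and fibrosis genes were lower in HFD-KO livers as well, with a mean log2 fold change of -0.41 and 10 of 12 genes lower (adjusted p = 6.6e-08 by limma's camera). By edgeR in the main comparison, 0 had an adjusted p under 0.05 and 6 had an unadjusted p under 0.05. With DESeq2's Wald test Spp1 had an adjusted p = 0.032, while Col3a1 and Dcn did not pass 0.05 under any alternative. The mean was lower than that of the endothelial cell genes by a difference of -0.34. This argues against an equal loss of RNA from all non-hepatocyte cells as the only source. A part of such a loss is not excluded, as 11 of 18 endothelial cell genes were lower. Their mean ranged from -0.15 to 0.035 with each library left out in turn. The stellate cell mean was -0.45 with the library size alone, which could not have removed the decrease either and leaves a part of the scaling open. The gap between the lowest HFD-WT and the highest HFD-KO library was 0.082, and with each library left out in turn the mean ranged from -0.70 to -0.18. The pattern cannot be told apart from differences between single libraries.

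Major urinary protein genes were higher in HFD-KO livers: 16 of the 19 Mup genes tested had a positive log2 fold change with TMM, with DESeq2's size factors and with the library size alone, from -0.30 for Mup20 to 2.33 for Mup7, and 3 had an adjusted p under 0.05. Their summed expression with the TMM-adjusted library size was 17504 and 14657 CPM in the HFD-WT livers and 26119 and 19897 CPM in the HFD-KO livers, a log2 ratio of 0.52. A shift of reads between paralogs would leave the sum unchanged only if every shared read was counted on some Mup gene. How shared reads were counted is not stated, so the sum cannot exclude that such reads have a part in the rise. Strain differences within the Mup cluster were not tested. A male-biased gene program that depends on growth hormone is a candidate explanation. The list for it was first tested whole, which gave a mean log2 fold change of 0.60 over 26 genes (adjusted p = 4.0e-13 by camera). After this value had been seen, genes whose own values were already known were taken out so that they could not decide the test. These included all genes with an unadjusted p under 0.05 by edgeR and a log2 fold change of at least 1 in either direction. The step thus took out the largest changes, so a mean near 0 over the genes left does not weigh against a change. The 23 genes left had a mean of 0.27, with 16 genes higher (adjusted p = 3.0e-05 by camera). With each library left out in turn the mean ranged from 0.02 to 0.43, and HFD-KO replicate 2, with a mean log2 CPM of 5.76, lay between the HFD-WT libraries, with 5.61 and 5.80. Female-biased genes were not lower: the mean was 0.41 over the whole list (adjusted p = 0.609 by camera) and -0.013 over the 16 genes left after the same step (adjusted p = 0.628 by camera).

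In the main comparison, Slco1a1 had the smallest p of all genes tested, though not under every alternative. Its log2 fold change was 1.69 with both HFD-KO libraries higher (adjusted p = 0.0013 by edgeR, from 2.7e-33 to 0.0064 over the alternatives). With each library left out in turn it stayed between 1.67 and 1.71. Slco1a1 is on the male-biased list and was among the genes taken out of the test above, so the list's value of 0.27 does not depend on it, and a shared cause with the Mup genes may exist but was not tested.

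Immunoglobulin genes were among the genes higher in HFD-KO livers, but HFD-KO replicate 1 held 86.4% of the summed immunoglobulin CPM of the HFD-KO libraries with the plain library size, above the share of 80% set beforehand for RNA from antibody-secreting cells in a single sample. Most of that sum came from Ighm and Igkc, with 73.9 and 32.7 CPM in that library after TMM normalization. The summed expression of 15 T cell genes with the plain library size was also highest in that library, with 17.8 CPM against 6.52 and 8.36 CPM in HFD-WT and 5.92 CPM in the other HFD-KO library. RNA from lymphoid cells in a single sample is therefore a candidate source for Ighm and Igkc, whether from infiltration or from tissue taken with the sample, which the counts do not separate. It does not cover all of the pattern, since Derl3, with 2.39 and 7.33 CPM, and Igha, with 1.48 and 3.39 CPM, were highest in HFD-KO replicate 2. Derl3 lies within 20 Mb of Adarb1, on chromosome 10 from 75729247 to 75731775, where strain DNA around the targeted gene may differ. Its values therefore weigh less here than those of Igha, which lies on chromosome 12. Derl3, Igha, Ighg2c, Igkv3-4 and Jchain were higher in both HFD-KO libraries than in both HFD-WT libraries. Of these, Ighg2c, Igkv3-4 and Jchain were highest in HFD-KO replicate 1. Jchain had 8.21 and 1.72 CPM in HFD-KO against 1.48 and 1.05 CPM in HFD-WT livers, so most of its rise may share that source.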

How the results depend on the processing

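The alternatives were set before the data were examined. Where a result changed, the cause was not tested unless stated.

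At an adjusted p under 0.05, 7 genes were higher and 3 lower. With the library size alone 4 genes were higher, with DESeq2's Wald test 56 were higher and 61 lower, and with no filter 81 were higher and 81 lower. The 7 higher and 3 lower genes were included in the calls of both of the latter, and 4 and 2 of them remained with the library size alone. Apart from the replicate block, the other alternatives gave counts within 1.5 times these. At an unadjusted p under 0.05, 551 genes were higher and 613 lower, which became 346 higher and 894 lower with the library size alone, 304 and 372 with DESeq2's Wald test and 698 and 789 with no filter. At a log2 fold change of at least 1 with an unadjusted p under 0.05, 67 genes were higher and 58 lower, which became 130 higher genes with no filter and 33 lower genes with at least 10 counts in every library. By fold change alone, with no test, 119 genes were higher and 93 lower, and the 4 fits that each left out one library gave from 148 to 186 higher and from 99 to 294 lower genes.

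With the replicate block, in which libraries with the same number are paired, 12 genes were higher and 8 lower at an adjusted p under 0.05, of which 6 and 3 were among the 7 and 3 without it. The paired differences were not correlated across 9277 genes (r = -0.066), so the numbers gave no sign of a pairing. The adjusted p of 2210418O10Rik was 0.0574 with the block. The block gave an odds ratio of 0 for regulators of lipid metabolism. For the gene sets it was run with the signed square root of F as ranking metric, so its scores are compared with those of that metric without the block: -1.08 against 1.01 for regulation of fatty acid beta-oxidation and -1.42 (permutation p = 0.0508) against -1.38 for unsaturated fatty acid biosynthesis.

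The odds ratio of fatty acid metabolism genes, 6.04, was 12.2 (exact p = 0.0908) among genes with an adjusted p under 0.05. It was 0 with the Reactome set, for which a count of 0 was likely even without a difference. That of regulators of lipid metabolism, 1.6, was 0 with the library size alone and with DESeq2's Wald test. It was also 0 among genes with an adjusted p under 0.05. With the Reactome set of lipid metabolism as a whole, which is not a list of regulators, the odds ratio was 4.05 (exact p = 0.0015). That of immunoglobulin and B cell genes, 57.8, was 0 among genes with an adjusted p under 0.05, where 7 genes were left to compare.

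The score of regulation of fatty acid beta-oxidation, 0.78, was -0.73 with the log2 fold change as ranking metric, -3.04 with weight 0 and -1.35 without Fabp1, the member with the largest difference, and ranged from -1.37 to 1.19 with each library left out. It stayed positive with the signed square root of F, with genes kept by filterByExpr and with the TMM-adjusted library size. The score of unsaturated fatty acid biosynthesis, -1.58, lost its p under 0.05 with the log2 fold change (-1.25), with the signed square root of F (-1.38) and without Scd1 (-1.43), and ranged from -1.64 to -1.53 with each library left out. That of long-chain fatty acid biosynthesis, -1.5, was -1.21 without Scd1 (permutation p = 0.226) and ranged from -1.57 to -1.44 with each library left out. It kept a p under 0.05 with the log2 fold change (-1.44, permutation p = 0.048), with the signed square root of F (-1.49, permutation p = 0.031) and with the replicate block and that metric (-1.49, permutation p = 0.032). With weight 0, where the size of a difference has no weight beyond the order of the genes, the scores of the biosynthesis sets were -2.13 (permutation p = 0.0014) and -2.36 (permutation p = 0.00080). The same setting gave a permutation p = 0.00020 for regulation of fatty acid beta-oxidation and a score of -4.82 (permutation p = 0.00020) for the fatty acid beta-oxidation enzymes, whose mean log2 fold change was -0.02, so a small p with weight 0 does not stand for a large change. The sign of the oxidation score with the CPM difference as metric and weight 1 thus depended on Fabp1. At that metric and weight, the p under 0.05 of the biosynthesis scores depended on Scd1, while the negative direction of both did not.

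The mean log2 fold change of fatty acid beta-oxidation enzymes, -0.02, was 0.0050 with no filter and ranged from -0.062 to 0.025 with each library left out. That of de novo lipogenesis genes, -0.22 in both tests, had an adjusted p = 0.669 by fry, below which no set of the 34 fell, in place of an adjusted p = 4.0e-05 by camera. It was negative under every alternative run, at -0.14 with no filter and from -0.28 to -0.15 with each library left out. The log2 fold change of Adarb1 was -1.17 with DESeq2's Wald test (adjusted p = 0.00069), -1.18 with no filter (adjusted p = 0.0025) and -1.19 with the replicate block (adjusted p = 0.040), against an adjusted p of 0.159 in the main comparison and from 0.00069 to 0.165 over all alternatives, and ranged from -1.51 to -0.89 with each library left out. Within 20 Mb of Adarb1, 0 genes had an adjusted p under 0.05, against 6 with DESeq2's Wald test and 31 at an unadjusted p under 0.05.

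Among 97 named genes, no direction reversed beyond a log2 fold change of 0.05 in the fits that held both replicates of each group. With DESeq2's Wald test 15 passed the threshold of an adjusted p of 0.05 that had not passed it, with no filter 28 did, with the replicate block 7 did and 1 no longer did, and with the library size alone 3 no longer did. With each of the 4 libraries left out in turn, which gives 4 values for each of the 97 genes, 57 values moved by more than the spread between replicates and 331 did not. DESeq2's size factors changed 0 of them. Depth limits the genes near the floor of 3 counts, such as Cyp2c69 with 0.0718 CPM in HFD-WT livers. With a library left out, a group held 1 library, so these fits give no p or call.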

Differences from the paper's values

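For Ppara mRNA, the ratio of HFD-KO to HFD-WT livers was 0.963 against the paper's ratio of about 1.8 in Fig. 7c, read by eye. For Ppargc1a it was 0.980 against the paper's about 2.2 in Fig. 7c, read by eye, and for Cpt1a it was 0.890 against the paper's about 1.6 in Fig. 7c, read by eye. The paper's values are from qPCR and the ratios here from RNA-seq counts. For each of the 3 genes, none of the alternatives set before the data were examined for single genes closed the gap (DESeq2's size factors, the library size alone, DESeq2's Wald test, no filter, the replicate block and each library left out in turn): the highest ratio was 1.12 for Ppara and 1.05 for Ppargc1a, each without HFD-KO replicate 1, and 0.921 for Cpt1a without HFD-KO replicate 2.

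The normalized enrichment score of unsaturated fatty acid biosynthesis, with HFD-KO minus HFD-WT as its direction, was -1.58 against the paper's about -1.4 in Fig. 7b, read by eye. With the signed square root of F as ranking metric it was -1.38, and with the replicate block, run with that same metric, it was -1.42. Without its member with the largest difference it was -1.43. The SD of the scores with each library left out in turn was 0.0533. These 3 alternatives, set before the data were examined, lay within that SD of the paper's score. The others set before the data were examined did not. The score of long-chain fatty acid biosynthesis was -1.5 against the paper's about -1.4 in Fig. 7b, read by eye. With the log2 fold change as ranking metric it was -1.44, and without HFD-WT replicate 1 it was -1.44. These alternatives lay within the same kind of SD, 0.0528, of the paper's score, while the others set before the data were examined did not. The score of regulation of fatty acid beta-oxidation was 0.78 (permutation p = 0.710) against the paper's about 1.3 in Fig. 7b, read by eye. This gap lay within the SD of the scores with each library left out, 1.41, and 6 of the 11 alternatives gave a negative score. The gene sets here were compiled by hand and are not those of the paper. A score read by eye is not exact to such SDs, so which alternatives came close does not settle the cause of a gap.

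The paper states that the mRNA of PPARα, PGC-1α and CPT1A was increased in HFD-KO livers (Fig. 7c), while the log2 fold changes here were -0.06, -0.03 and -0.17. The paper states that PEPCK and G6Pase were decreased in HFD-KO livers (as protein), while the log2 fold changes of the mRNA were 0.01 for Pck1 and 0.55 for G6pc (adjusted p = 0.556 by edgeR, from 0.253 to 1.00 over the alternatives). The G6pc value ranged from 0.21 to 0.88 with each library left out in turn. Its groups overlapped, with 170 and 255 CPM in HFD-WT and 378 and 245 CPM in HFD-KO livers. The paper lists regulation of lipid metabolic process among the upregulated terms (Fig. 7a), while the odds ratio of the hand-compiled regulators was 1.6 (Fisher's exact test, p = 0.470). With the Reactome set for metabolism of lipids and lipoproteins, set before the data were examined, the odds ratio was 4.05 (Fisher's exact test, p = 0.0015). That set covers lipid metabolism as a whole and is not a list of regulators. Of its 8 genes among the 67, only Fabp5 was on the list of regulators, so its odds ratio does not bear on the paper's term for regulation.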

Other observations

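The tests of insulin-related and glucocorticoid-induced genes in this part were chosen only after results had been seen, and so were the genes singled out near Adarb1.

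Genes that the paper measured by qPCR or as protein in other experiments had these log2 fold changes in the 4 libraries. Among genes of lipid synthesis, Srebf1 had -0.11, Acaca -0.23, Fasn -0.40 and Scd1 -0.39. Cd36 had -0.24 and Pparg -0.08. Among genes of AMPK signaling and glucose metabolism, Prkaa1 had -0.09, Prkaa2 0.02, Sirt1 0.24, Creb1 0.07 and Pck1 0.01. The adjusted p of each was above 0.05 by edgeR, and messenger RNA does not show the phosphorylation of the proteins.

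Genes near Adarb1 were tested because a targeted gene kept on a mixed background can carry flanking strain DNA with it. Within 20 Mb of Adarb1, 0 of 323 tested genes had an adjusted p under 0.05 against 10 of 12643 elsewhere (Fisher's exact test, p = 1), and 31 of 323 against 1132 of 12643 had an unadjusted p under 0.05 (Fisher's exact test, p = 0.693). With DESeq2's Wald test, 6 of 389 genes near Adarb1 and 110 of 16911 elsewhere had an adjusted p under 0.05 (odds ratio 2.39, Fisher's exact test, p = 0.047). The 6 genes were Gadd45b, Gm3055, Gm32687, Rhobtb1, Slc17a8 and Tdg. Gm3055 had 30 and 16 reads in the HFD-WT libraries and Gm32687 had 57 and 32, while both had 0 reads in both HFD-KO libraries, at least 6.87-fold and at least 13.3-fold lower. They lie 4.32 and 4.45 Mb from Adarb1, and their adjusted p was 0.168 and 0.0788 by edgeR and 0.0124 and 0.00050 by DESeq2. Strain DNA around the targeted gene may explain these genes. With 10 genes past an adjusted p of 0.05 in all, the edgeR comparison of the window could hardly show an excess, so its p = 1 by Fisher's exact test does not weigh against flanking strain DNA. Strain variants were not tested, because the counts hold no sequence.

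Genes of insulin action were examined in 2 lists and beside the gluconeogenesis genes. Over 12 tested insulin-induced genes, many of them lipogenic genes whose values had been seen, the mean log2 fold change was -0.38 with 11 genes lower (adjusted p = 2.0e-10 by limma's camera). Less insulin action or a longer fast at collection would raise insulin-repressed genes. Their mean was 0.30 over the whole list of 18 genes (adjusted p = 0.023 by camera). After that value had been seen, genes with known values, defined as for the male-biased list, were taken out. The 13 genes left had a mean of 0.26 with 9 higher (adjusted p = 0.043 by camera). With each library left out in turn it ranged from 0.06 to 0.38, and the mean log2 CPM of HFD-KO replicate 1, 6.28, lay below that of HFD-WT replicate 2, 6.31. The gluconeogenesis genes, which less insulin action or a longer fast would raise too, had a mean log2 fold change of -0.015, with 10 of 16 genes lower (adjusted p = 0.597 by camera). Igfbp1, on the whole list of insulin-repressed genes, had 48.3 and 68.9 CPM in the HFD-WT livers and 93.6 and 293 CPM in the HFD-KO livers. Less insulin action or a longer fast in the HFD-KO mice may be a hypothesis for these values, but the gluconeogenesis genes, correlation between genes, which camera sets at a fixed value, and 2 libraries per group leave it open, and the time since feeding is not in the labels.

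Less glucocorticoid action at collection was tested in the same way. The whole list of 20 glucocorticoid-induced genes had a mean log2 fold change of -0.27 (adjusted p = 0.063 by camera, whose unadjusted p was under 0.05), while the 15 genes left after genes with known values were taken out had a mean of 0.038 (adjusted p = 0.766 by camera). The outcome of this test thus changed with that step: the mean of the whole list came from genes such as Fkbp5, with -1.22, whose values had been seen. Since the step took out the largest changes, Fkbp5 among them, the genes left cannot decide whether glucocorticoid action was lower.

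The cholesterol biosynthesis genes had a mean log2 fold change of 0.29 with 23 of 24 higher (adjusted p = 0.00089 by limma's camera), but the mean log2 CPM was 6.04 in HFD-KO replicate 1 and 5.26 in HFD-KO replicate 2, on either side of the HFD-WT values of 5.35 and 5.49. No explanation was tested for this difference.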
